# Single-cell RNA-Seq of human esophageal epithelium in homeostasis and allergic inflammation

**DOI:** 10.1172/jci.insight.159093

**Published:** 2022-06-08

**Authors:** Mark Rochman, Ting Wen, Michael Kotliar, Phillip J. Dexheimer, Netali Ben-Baruch Morgenstern, Julie M. Caldwell, Hee-Woong Lim, Marc E. Rothenberg

**Keywords:** Immunology, Inflammation, Cellular immune response, Molecular pathology

## Abstract

Inflammation of the esophageal epithelium is a hallmark of eosinophilic esophagitis (EoE), an emerging chronic allergic disease. Herein, we probed human esophageal epithelial cells at single-cell resolution during homeostasis and EoE. During allergic inflammation, the epithelial differentiation program was blocked, leading to loss of *KRT6^hi^* differentiated populations and expansion of *TOP2^hi^* proliferating, *DSP^hi^* transitioning, and *SERPINB3^hi^* transitioning populations; however, there was stability of the stem cell–enriched PDPN^hi^ basal epithelial compartment. This differentiation program blockade was associated with dysregulation of transcription factors, including nuclear receptor signalers, in the most differentiated epithelial cells and altered NOTCH-related cell-to-cell communication. Each epithelial population expressed genes with allergic disease risk variants, supporting their functional interplay. The esophageal epithelium differed notably between EoE in histologic remission and controls, indicating that remission is a transitory state poised to relapse. Collectively, our data uncover the dynamic nature of the inflamed human esophageal epithelium and provide a framework to better understand esophageal health and disease.

## Introduction

The esophagus has been traditionally thought of as a relatively simple organ that primarily functions as a conduit for food passage from the oral cavity to the stomach. However, accumulating data are changing this view with the emergence of the esophagus as a complex mucosa with a multilayered epithelium designed to maintain homeostasis in the setting of the constant onslaught of antigenic and biophysical stimuli (1, 2). To achieve this, the human esophagus is lined with a multilayered, squamous, nonkeratinized epithelium that forms a protective barrier against extrinsic (e.g., bacteria and food antigens) and intrinsic (e.g., acid) stimuli.

The epithelial cells of the protective mucosal barrier of the human esophagus are primarily defined by their shape, proliferation status, and spatial localization. The layer of the human esophageal epithelium furthest from the lumen (the basal epithelium) consists of mostly quiescent cells and serves as a reservoir of the epithelial progenitors defined by COL17A1/KRT15^hi^ expression (1, 3). Adjacent to the basal layer and closer to the lumen are a few layers of actively proliferating cells. As the epithelial cells move toward the luminal surface, they embark in the differentiation process and become progressively flattened, form a tighter barrier, and lose their nuclei. Differentiated epithelial cells are characterized by the high expression of KRT4, KRT13, and other esophagus-enriched proteins (4). The molecular properties and functional relationship between human epithelial subpopulations, developmental trajectory of the epithelium, and interepithelial communications under homeostasis and allergic inflammation are at an early stage of characterization (1).

Several diseases of the esophagus are characterized by profound epithelial responses, including gastroesophageal reflux disease (GERD), squamous cell carcinoma, and allergic eosinophilic esophagitis (EoE). In EoE, RNA-Seq performed on whole tissue specimens has identified numerous pathways involved in immunity and epithelial biology (5, 6), but it has not revealed the contribution of distinct epithelial subpopulations. Therefore, the detailed changes in the epithelial differentiation program and the origin of basal zone hyperplasia, seen in many esophageal inflammatory diseases, remain unexplored. At the molecular level, genes genetically linked to food allergy, and specifically EoE, are often expressed in the esophagus (7, 8); however, it remains to be determined which specific cell types, if any, are responsible for the disease susceptibility and pathology. To address these gaps in knowledge, we performed single-cell RNA-Seq (scRNA-Seq) of the esophageal biopsies from a spectrum of individuals, including healthy controls and individuals with active and inactive stages of EoE as identified by histologic criteria, and we focused on the epithelial compartment of the esophageal tissue, defined herein as the esophageal epithelial unit (EEU). Collectively, our data highlight previously unappreciated heterogeneity of the homeostatic and inflamed esophageal epithelium and provide a framework to better understand esophageal health and disease.

## Results

### Esophageal tissue cellular composition in the homeostatic and inflamed esophagus.

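Biopsies of the esophagus from 5 individuals with active EoE, 3 with EoE in remission and 2 healthy controls (normal) each gave 1 droplet library made with the 10x Genomics 3′ v2 kit. The authors aligned the reads to hg19 with Cell Ranger 3.0.2 and deposited the unique molecular identifiers (UMIs) counted for each gene in every barcode called a cell, without normalization or further filters. The 10 matrices held 57933 barcodes and 511814243 UMIs. Total UMIs per sample ranged from 13026931 to 75715757 in active EoE, with a median of 66233195; they were 38650690, 39055595 and 79275876 in remission and 21551697 and 67308098 in normal. The paper's text names Scrublet and filters on mitochondrial reads, detected genes and UMI counts, and its text names no thresholds. Barcodes with at least 300 detected genes, under 20% mitochondrial UMIs and no more than 70000 UMIs were kept here, which left out 12503, 4225 and 390 barcodes in that order. Scrublet's own threshold called under 0.5% of the barcodes in 8 of the 10 samples, so the share of doublets expected from cell number, between 1.35% and 5.85% of a sample, was removed from the top of its scores instead, a rule chosen after those calls were seen. This removed 1528 cells and left 39287, of which 22404 were from active EoE, 11218 from remission and 5665 from normal, with a median of 2698 to 11016 UMIs per cell in a sample. Samples were integrated in Seurat by reciprocal PCA on 2000 variable genes, from which the genes used to name clusters and the genes reported below as results were left out, and cells were clustered on 20 components. Clusters were named from the leading genes of Supplemental Tables 1, 2 and 3, and because these names were rebuilt, a difference from the study may come from them. Each library was run on its own, so sample and sequencing run cannot be told apart and no value within a batch can be given. Between 5 active and 2 normal samples the smallest two-sided p of an exact permutation test is 0.0476, from 21 arrangements; it is 0.1 between 3 remission and 2 normal samples, from 10 arrangements, and 0.0179 between remission and active, from 56. Apart from the choices said to have come later, filters, tests and alternatives were set before the data were examined.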

To systematically examine the cellular and transcriptional changes in the homeostatic and inflamed esophagus, we performed scRNA-Seq of 40,297 cells derived from esophageal biopsies (*n* = 5 individuals with active EoE, *n* = 3 individuals with EoE in disease remission, *n* = 2 healthy controls) (Figure 1A). To define the major cellular repertoire that was comparable across all samples, we integrated all samples, while retaining sample and disease status information for each cell, and performed unbiased clustering and Uniform Manifold Approximation Projection (UMAP) (9) by Seurat (10). It revealed 6 major cell types, with epithelial cells being the most prevalent in all conditions (82% on average; Figure 1, B and C). 

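All 16 clusters of the 39287 cells met the naming rules, so no cell was left without a type at this level. They held 31218 epithelial-like, 3506 lymphocyte-like, 1879 mast-like, 1437 endothelial-like, 636 myeloid-like and 611 fibroblast-like cells. A cluster counted as epithelial-like by the epithelial list or by the list of an epithelial subpopulation, a rule chosen after the naming tables and before the shares per group were seen. Epithelial-like cells made up 79.3% ± 6.95 (SD, n = 10) of the cells of a sample, ranged from 72.5% to 93.7%, and were the most frequent type in each of the 10 samples. Of the alternatives, clustering at double the resolution moved this mean most, to 76.5%. By status the mean was 75.9% ± 4.22 (n = 5) in active EoE, 79.2% ± 6.67 (n = 3) in remission and 88.0% ± 8.06 (n = 2) in normal.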

Representative markers of the major subpopulations included *CNFN* and *SPRRs* (epithelial cells), *CD3D* (lymphocytes), *HLA* (myeloid cells), *TPSAB1* and *CPA3* (mast cells), *AQP1* and *CLDN5* (endothelial cells), and *COL3A1* (fibroblasts). 

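The same lists named the clusters here, so the levels of these genes carry no separate information about the types. TPSAB1 and CPA3 led the mast-like cluster, AQP1 and CLDN5 were among the 10 leading genes of the endothelial-like cluster, and CD3D was among those of both lymphocyte-like clusters. HLA-DRA led the myeloid-like cluster, followed by HLA-DPB1, HLA-DPA1 and HLA-DQA1. COL3A1 was among the 10 leading genes of a fibroblast-like cluster of 374 cells but not of a second one of 237 cells, which RGS5, CPE, FAM162B and MYL9 led, with HIGD1B, ACTA2 and TAGLN among its 10 leading genes, and which had 6 detected fibroblast markers, 1 of them among these 10. Such genes mark pericytes and smooth muscle cells, so fibroblast-like stands for both clusters, and not for cells shown to be fibroblasts. CNFN and the SPRR genes belonged to the epithelial list, and each of the 9 epithelial-like clusters scored highest for the list of a subpopulation.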

Marker genes representative for each cell type and gene ontology (GO) analysis confirmed the cell identities (Figure 1B, Supplemental Figure 1, and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.159093DS1). 

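Mast-like cells made up 6.89% ± 2.63 (SD, n = 5) of all cells in active EoE and 0.504% ± 0.610 (n = 2) in normal, where 17 cells carried the name, and all 5 active samples lay above both normal samples (two-sided exact permutation test, p = 0.0476). The difference of 6.38 percentage points moved most, among alternatives that keep all samples, with cells of at least 500 genes, to 5.70 points; with cells under 10% mitochondrial UMIs it was 7.04 points with p = 0.0952 in the exact test. With 1 active or 1 normal sample left out, the smallest p that the exact test can give is 0.0667 or 0.167, so no difference between these groups can then pass 0.05. Lymphocyte-like cells made up 11.4% ± 3.56 in active EoE and 7.34% ± 4.82 in normal, with 3 of 5 active samples above both normal ones (p = 0.190, exact test), and the difference of 4.10 points was 0.689 without normal sample 2 and 7.51 without normal sample 1. The endothelial-like share was 2.07% ± 1.13 in normal and higher by 0.826 percentage points in active EoE, where its SD was 0.761 (p = 0.333, exact test); without normal sample 2 the endothelial-like difference was 0.0259 points and without normal sample 1 it was 1.63. Fibroblast-like cells rose from 0.428% ± 0.0389 in normal, which rests on 25 cells, to 1.03% ± 0.534 in active EoE, with 5 of 5 active samples above both normal ones, although the difference of means had p = 0.190 in the exact test. That difference of 0.602 points was 0.379 without active sample 3, and 0.408 with the cluster led by RGS5 left out, an alternative added after the data were seen (p = 0.333, exact test). The epithelial-like share differed by -12.1 points (active EoE minus normal), with 4 of 5 active samples below both normal samples (p = 0.0952, exact test). Without normal sample 1 the epithelial-like difference was -17.8 points and without normal sample 2 it was -6.43 points. Shares of a sample add up to 100%, so a fall in one type raises the others.

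**Figure D1:**
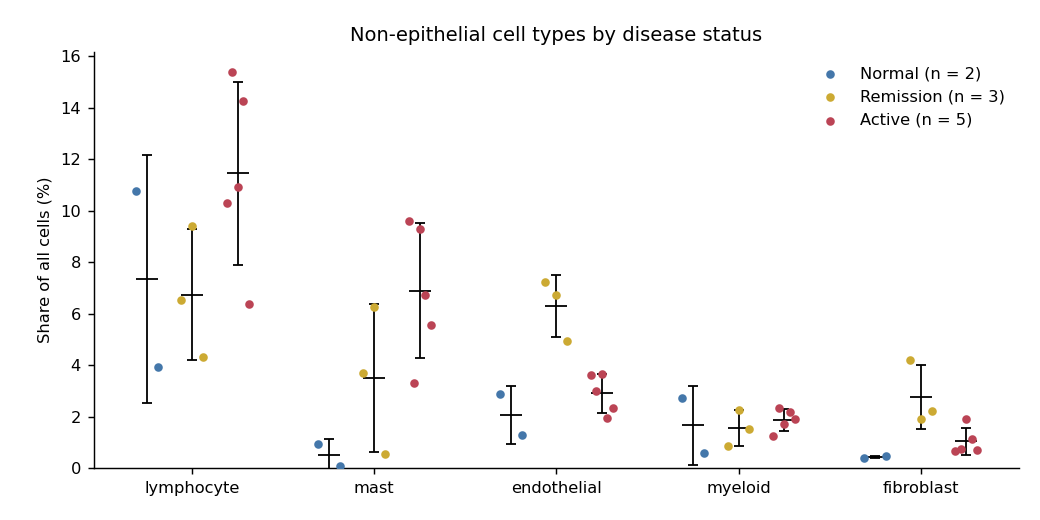
Share of all cells (%) taken by each nonepithelial-like type, by disease status; points are samples and black bars give the mean and SD. Mast-like cells run from 3.30% to 9.58% in active EoE and from 0.0720% to 0.935% in normal.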

The percentages of lymphocytes, mast cells, endothelial cells, and fibroblasts were increased, whereas the percentage of epithelial cells was moderately decreased in active EoE compared with healthy controls (Figure 1C). Notably, the cellular composition in EoE remission displayed a higher percentage of mast cells, endothelial cells, and fibroblasts and a modestly decreased the percentage of epithelial cells compared with that of healthy controls (Figure 1C). 

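In remission, endothelial-like cells made up 6.29% ± 1.21 (SD, n = 3) and fibroblast-like cells 2.77% ± 1.24 of all cells, and in both types all 3 remission samples lay above both normal samples (two-sided exact permutation test, p = 0.1, the smallest that 3 against 2 samples allow). Both shares were also higher in remission than in active EoE, by 3.39 points for endothelial-like cells (p = 0.0179, exact test, 3 of 3 samples above all active ones) and by 1.74 points for fibroblast-like cells (p = 0.0357, exact test). With the cluster led by RGS5 left out, the fibroblast-like share was 1.72% ± 0.953 in remission, higher than in active EoE by 1.08 points with p = 0.0536 in the exact test, so that this difference no longer passed. Mast-like cells made up 3.49% ± 2.87 in remission, with 2 of 3 samples above both normal ones (p = 0.3, exact test); the difference of 2.99 points ranged from 1.61 without remission sample 2 to 4.47 without remission sample 3. The epithelial-like share in remission was -8.82 points from that in normal (remission minus normal; p = 0.3, exact test), within the spread between samples; it was -14.5 without normal sample 1 and -3.13 without normal sample 2. As a share of all cells lymphocyte-like cells, at 6.74% ± 2.56, showed no difference from normal (p = 0.8, exact test). The sign of the difference, -0.606 points, changed without normal sample 1, to 2.80 points, and without remission sample 3, to 0.612 points. Among non-epithelial-like cells, a denominator chosen after the shares were seen, they were 32.1% ± 3.24 in remission and 61.6% ± 1.13 in normal. That difference lay beyond the spread between samples but was not tested.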

Analysis of the expression of the genes most highly dysregulated in the EoE transcriptome defined by bulk tissue RNA-Seq (6) revealed the contribution of each cell type to the transcriptional response in the disease (Figure 1D). 

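CDH26 (ENSG00000124215, chromosome 20, 58533478 to 58609066 in GRCh37), POSTN (ENSG00000133110, chromosome 13), ANO1 (ENSG00000131620, chromosome 11) and CCL26 (ENSG00000006606, chromosome 7) were measured as UMI counts scaled to equal totals (CPM) in the UMIs of 1 sample and cell type summed, leaving out samples with fewer than 20 cells of the type. Over all samples, ANO1 stood at 46.2 ± 74.0 CPM in epithelial-like cells (SD, n = 10) and 62.2 ± 56.3 in fibroblast-like cells (n = 8), and at most 6.50 CPM in the other types. CCL26 stood at 304 ± 473 and 289.9 ± 362 CPM in the same types, and CDH26 at 37.2 ± 46.7 and 9.25 ± 14.9. Without doublet removal the fibroblast-like means were 28.2 CPM for CDH26 and 341 for CCL26, so that the order of the 2 types changed for CCL26. POSTN stood at 115 ± 321 CPM in epithelial-like and 1200.2 ± 1385 in fibroblast-like cells, and its spread between samples exceeded both means. In epithelial-like cells the means in normal, remission and active EoE were 2.98, 4.88 and 88.4 CPM for ANO1, 1.11, 21.6 and 595 for CCL26, and 1.75, 12.0 and 66.5 for CDH26. The 25 fibroblast-like cells of normal were too few for a value, and from remission to active EoE the fibroblast-like means went from 23.5 to 85.3 CPM for ANO1, from 13.4 to 456 for CCL26 and from 714 to 1492 for POSTN. Taken apart after the data were seen, the fibroblast-like cluster of 374 cells had CCL26 at 26.7 ± 31.4 CPM, ANO1 at 3.95 ± 5.66 and POSTN at 1125 ± 1146 (n = 5), and the one led by RGS5, of 237 cells, had them at 479 ± 691, 99.3 ± 73.7 and 140.2 ± 181 CPM (n = 4), so that most of the CCL26 and ANO1 of fibroblast-like cells was in the cluster with genes of pericytes and smooth muscle. CCL26 also showed 46.3 CPM in endothelial-like and 39.9 in lymphocyte-like cells, a level that free RNA shared by all cells of a sample can also give, and the share of the fibroblast-like values that is free RNA was not measured. With all cells of a sample summed, a comparison added after the data were seen, edgeR's quasi-likelihood test of active EoE against normal (Benjamini-Hochberg adjustment) gave a log2 fold change of 8.22 (standard error 1.47, adjusted p = 0.00253) for CCL26, 4.19 (standard error 0.92, adjusted p = 0.00995) for CDH26 and 4.04 (standard error 0.75, adjusted p = 0.00322) for ANO1. POSTN did not pass, with 6.36 (standard error 2.16, adjusted p = 0.0860) from the same edgeR test. From such patterns the paper concludes that the epithelial response has a key role in the inflamed esophagus.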

Notably, esophageal epithelial cells and fibroblasts upregulated several genes that are critical to EoE pathogenesis, including *CDH26*, *POSTN*, *ANO1*, and *CCL26*; the latter 2 were shared between these cell types (Figure 1D, upregulated). In contrast, downregulated genes were primarily expressed in the epithelial component of the esophagus (Figure 1D, downregulated). These findings collectively signify a key role of epithelial responses and their unique cellular trajectory in the inflamed esophagus.

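The bulk RNA-Seq list behind Figure 1D was not used here, and genes were taken instead from the whole-sample sums. Of 16395 genes tested, 256 were higher and 1625 lower in active EoE than in normal in edgeR, at a BH-adjusted p under 0.05 and a fold change over 1.5. Of the genes that were lower, 704 (43.3%) had their highest mean CPM in epithelial-like cells among the 6 types, against 17.4% of all genes tested. Of the genes that were higher, 72 (28.1%) were highest in epithelial-like cells, 21.9% in mast-like cells, against 10.6% of all genes tested, and 21.1% in fibroblast-like cells, against 26.8%. These shares were not tested. Sums over whole samples also follow the makeup of a sample, in which epithelial-like cells were the most frequent. DSG1 and FLG, both on the lower side, had log2 fold changes of -5.57 and -8.04.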

### EEU in the homeostatic esophagus.

We sought to explore the heterogeneity of the esophageal epithelium under homeostatic states. Unbiased clustering of the epithelial compartment from healthy individuals revealed 6 subpopulations of the EEU (representative markers are shown in parentheses): Quiescent (*DST*, *KRT15*), Proliferating (*HMGB2*, *TOP2A*), Transitioning 1 (Trans1; *DSC2*, *DSP*), Trans2 (*SERPINB3*), Differentiated^lo^ (*PADI1*, *TGM3*), and Differentiated^hi^ (*MT1G*, *RNASE7*, *KRT16*) (Figure 2, A and B, and Supplemental Table 2). 

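The 31218 epithelial-like cells of all 10 samples were clustered together, and 13 of 14 clusters met the naming rules with the leading genes of Supplemental Table 2. They held 3644 Quiescent-like, 5311 Proliferating-like, 8248 Trans1-like, 7972 Trans2-like and 4831 Differentiated-like cells, the last of which were 2363 cells of a Differentiated-high-like cluster and 2 Differentiated-low-like clusters of 1762 and 706 cells. The cluster without a name held 1212 cells (3.88%) and was led by CDH26, PI3, KLK7, TGM1, KRT24 and CAPN14; its mean share of epithelial-like cells was 4.51% in active EoE, 3.76% in remission and 1.58% in normal. A cluster that failed for its highest-scoring class was tried against the second, a rule chosen after the naming tables and before the shares per group were seen, and this gave the name Trans2-like to clusters of 4022 and 2943 cells. The first of these scored highest for Trans1 (0.854, against 0.578 for Trans2) and was led by TNFAIP6, C10orf99, CRABP2, SCGB1A1 and CCL26. The second scored highest for Proliferating (0.661, against 0.442 for Trans2) and had few UMIs, with a median of 1000 per cell. The names rest on a list of the first genes of each class, and by the whole of Supplemental Table 2, a check added after the data were seen, no Trans1 gene was among the 10 leading genes of the 3 Trans1-like clusters. Among these genes the one of 2618 cells had 5 of the Proliferating class (KRT5, AKR1C2, AKR1C1, SRM and NCL) and the one of 4535 cells had FAM3B of the Trans2 class. The one of 1095 cells was led by the stress genes FOS, JUN, FOSB, EGR1 and ATF3, of which FOS and JUN belong to the Quiescent class. Trans1-like therefore stands for these 3 clusters, and not for cells shown to be the Trans1 cells of the paper. In the 2 normal samples the Quiescent-like, Proliferating-like, Trans1-like, Trans2-like and Differentiated-like classes held 619, 320, 557, 942 and 2615 cells.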

Consistent with distinct transcriptional signatures, each epithelial subpopulation was characterized by unique biological processes reflecting functional diversity (Figure 2C, biological processes), substantiating that they are discrete subpopulations with a stable presence and defined function. Quiescent cells were highly enriched in genes related to membrane protein targeting and translation; proliferating cells were associated with the cell division genes; and transitioning and differentiated subpopulations were enriched in genes associated with epithelial differentiation, cell junctional complexes, adhesion, and cornification. 

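Gene ontology terms were not tested here, and translation was measured through the 82 genes of cytoplasmic ribosomal proteins (symbols RPL or RPS followed by a number) among the UMIs of each class in the 2 normal samples. These genes took 43.5% and 41.4% of the UMIs in Quiescent-like cells of normal samples 1 and 2. In Proliferating-like cells they took 33.0% and 30.0%, in Trans2-like cells 26.9% and 25.5% and in Trans1-like cells 23.1% and 22.1%. In Differentiated-high-like cells the shares were 2.61% and 3.00%, and in Differentiated-low-like cells 2.11% and 3.10%. The difference between Quiescent-like and every other class exceeded the difference between the samples, which is the only spread that 2 samples give.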

Notably, the Trans2 subpopulation specifically expressed the esophagus-enriched serine protease inhibitor genes *SERPINB3* and *SERPINB4*, cystatin family genes *CSTA* and *CSTB*, and the peptidase inhibitor 3 gene (*PI3*); it was uniquely enriched in endopeptidase activity, suggesting that the Trans2 subpopulation functions as a primary regulator of the proteolytic activity germane to the protective properties of the esophageal epithelium under homeostatic conditions (7). 

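In the UMIs summed per normal sample and class, SERPINB4 (ENSG00000206073), which was not used for naming, had a mean of 139 CPM in Trans1-like and 100.2 CPM in Trans2-like cells (n = 2 samples each), and at most 67.4 CPM in the other classes. SERPINB3, a naming gene of Trans2, stood at 1719.7 CPM in Trans1-like and 1657 in Trans2-like cells, so both serpin genes were shared between these classes. CSTA was highest in the unnamed cluster (30748 CPM) and Trans1-like cells (26162), with 21161 CPM in Trans2-like cells. CSTB was highest in Differentiated-low-like cells, at 57866 CPM against 10458 in Trans2-like cells. PI3 stood at 1754 CPM in the unnamed cluster, 1547 in Differentiated-low-like and 373 in Trans2-like cells. PI3 led 1 of the 3 Trans2-like clusters, of 1007 cells, so its mean over the class also follows how clusters were merged. The paper proposes from the expression of these inhibitors that Trans2 cells regulate proteolytic activity in the healthy epithelium.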

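Metallothionein and RNASE7 levels were taken in the sums of the 2 normal samples, with MT1G, MT1M and RNASE7 among the genes that named Differentiated-high-like cells and the others not. MT1X stood at 5420.2 CPM in Differentiated-high-like and 569.9 in Differentiated-low-like cells, MT2A at 9548 and 1130.1, MT1E at 3638 and 474, and MT1H at 1194 and 197. MT1X was also high in Proliferating-like cells (2852 CPM), Trans2-like cells (1608) and Trans1-like cells (1269). Of the genes used for naming, MT1G stood at 10675 CPM and RNASE7 at 945 CPM in Differentiated-high-like cells, against 1102 and 182 in Differentiated-low-like cells. RNASE7 was at most 7.58 CPM in the remaining classes, a level that free RNA from differentiated cells can also give.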

The Differentiated^hi^ subpopulation was enriched in genes related to response to ions, including copper, zinc, and cadmium (metallothioneins), and had specific expression of the antimicrobial gene *RNASE7* (Figure 2B and Supplemental Figure 2). Immunostaining of the representative markers of each subpopulation revealed that basal cell markers (e.g., *KRT15*) were most strongly expressed in the basal layer of the esophagus, proliferating cell markers (e.g., *TOP2A*) were expressed in the layers adjacent to the basal layer but not the lamina propria, and the transitioning and differentiated cell markers (e.g., *DSP*, *SERPINB3*, *TGM3*, *RNASE7*) were primarily expressed in the suprabasal zone (Figure 2D). 

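Before depth was equalized, the median number of detected genes per cell in normal samples 1 and 2 was 556 and 698 in Trans2-like, 927 and 1525 in Differentiated-low-like and 1508.5 and 1210.5 in Differentiated-high-like cells. It was 2227 and 1881 in Quiescent-like, 3849.5 and 3562 in Proliferating-like and 3440 and 3220.5 in Trans1-like cells. Median UMIs per cell differed as well, with 1409 and 2117 in Trans2-like and 9991 and 7762 in Quiescent-like cells. When every cell was thinned to 2000 UMIs, the medians were 746 and 773 genes in Trans2-like, 730 and 733.5 in Quiescent-like, 851 and 873 in Proliferating-like, 804.5 and 782 in Trans1-like, 492.5 and 504 in Differentiated-low-like and 428 and 403 in Differentiated-high-like cells. Thinning left out 114 and 361 shallower Trans2-like cells of the 2 samples, 72 and 125 Differentiated-low-like, 5 and 29 Differentiated-high-like and 2 and 9 Quiescent-like cells. At equal depth the ratio to Quiescent-like cells was 0.568 ± 0.0261 (SD, n = 2) in Differentiated-high-like, 0.681 ± 0.00881 in Differentiated-low-like and 1.04 ± 0.0226 in Trans2-like cells, against 1.18 ± 0.0173 in Proliferating-like and 1.08 ± 0.0254 in Trans1-like cells. Thinned to 1000 UMIs instead, the Differentiated-low-like ratio was 0.700.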

When comparing the number of detected genes and the read depth (number of unique molecular identifier [UMI]) across the distinct epithelial subpopulations, we observed that Trans2 and differentiated cells expressed a lower number of genes than did other epithelial subpopulations, suggesting that these cells were highly specialized in function (Figure 2E). These results demonstrate that the differentiation program of the esophageal epithelium mirrors epithelial stratification; less differentiated and proliferating cells reside closer to the lamina propria, and the most differentiated cells reside adjacent to the lumen.

### Basal and suprabasal epithelial layer properties.

To further delineate early events in the differentiation of the esophageal epithelium, we aimed to molecularly characterize the basal epithelial layer of the esophagus adjacent to the lamina propria. Accordingly, we sorted biopsy-derived epithelial cells by their expression of the basal layer marker podoplanin (PDPN) (11) and defined the gene signature of the basal (PDPN^hi^) and the suprabasal (PDPN^lo^) compartments by bulk RNA-Seq (Figure 3A and Supplemental Tables 3 and 4). Differential expression analysis identified 151 genes specific to basal (PDPN^hi^) cells, including *IGFBP3*, *COL17A1*, and *KRT15* (reads per kilobase of transcript, per million mapped reads [RPKM] > 5, fold change [FC] > 2 versus suprabasal [PDPN^lo^] cells, FDR-adjusted *P* < 0.05; Supplemental Table 3). A unique set of 248 genes was expressed in the suprabasal (PDPN^lo^) cells, including *KRT4* and *KRT13*, *SPINK5*, *SERPINB13*, and most of the esophagus-enriched genes (7) (green font in Supplemental Table 4). Immunostaining of the most highly expressed markers of each cell type showed clear morphologic separation of the epithelium into basal and suprabasal compartments (Figure 3B). Functional enrichment analysis revealed that genes expressed in the basal (PDPN^hi^) cells were associated with cell adhesion, migration, and extracellular matrix processes, whereas genes expressed in the suprabasal (PDPN^lo^) cells were linked to epithelial development, differentiation, and cornification (Supplemental Figure 3A).

We sought to explore the proliferating status of the basal and the suprabasal cells. To do this, we overlaid average gene expression signatures of the PDPN^lo^ and PDPN^hi^ cells with those of quiescent and proliferating populations and with the cell cycle genes. 

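The Quiescent-like and Proliferating-like cells of all samples, 3644 and 5311 by the names above, were clustered again into 10 clusters, each set against the first 20 basal genes of Supplemental Table 3 and the suprabasal genes KRT4, KRT13, SPINK5 and SERPINB13 named in the text. The 4 quiescent clusters all scored higher for the basal list and were called Quiescent basal-like, with 662 cells in the 2 normal samples. Of the 6 proliferating clusters, 1 scored higher for the basal list (Proliferating basal-like, 33 normal cells) and 5 for the suprabasal list (Proliferating suprabasal-like, 244 normal cells). One Quiescent basal-like cluster of 599 cells was led by SOCS3, CXCL2, CCL2 and other stress and immune genes, and another of 506 cells by SAA1, with 436 cells that were Proliferating-like by the names above. One Proliferating suprabasal-like cluster of 523 cells (26 of them normal) was led by PI3, SPRR1B, SPRR1A, SBSN and SLPI and had no gene of the Proliferating class but 3 of the Trans2 class (PI3, SLPI and SULT2B1) among its 10 leading genes by the whole of Supplemental Table 2, a check added after the data were seen; 515 of its cells were Proliferating-like by the names above. It was called proliferating from a choice between the Quiescent and Proliferating lists alone.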

The PDPN^hi^ signature overlaid with the quiescent and part of the proliferating population, whereas the PDPN^lo^ signature was found exclusively in the proliferating population (Figure 3C). Cell cycle analysis using Seurat revealed the presence of genes from the full spectrum of the cell cycle: G1, S, and G2M. Most of the basal (PDPN^hi^) cells were in G1 or S stage, and a small portion of basal (PDPN^hi^) cells were in the G2M stage. 

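Seurat's cell cycle scores, computed on cells thinned to 2000 UMIs, placed 89.4% of the Quiescent basal-like cells of normal in G1, 8.40% in S and 2.25% in G2M (means of 2 samples, 649 cells). The samples differed by little, with 88.6% and 90.1% in G1. Without thinning, which kept the 13 shallower cells, the shares were 87.7%, 10.8% and 1.51%. Of the Proliferating basal-like cells, 9 of 11 in normal sample 1 and 22 of 22 in normal sample 2 were in G2M, and the other 2 in G1. None was in S, although 0 of 33 cells does not exclude a small share. These cells came from 1 cluster, with the cell division genes CENPF, TOP2A and CCNB2 among its leading genes. The cluster led by SAA1, with 436 of 506 cells Proliferating-like by the names above, had CDT1 of the Proliferating class among its leading genes. It was counted as Quiescent basal-like, so these phases do not show whether proliferating basal cells enter S.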

Suprabasal (PDPN^lo^) cells were in S and G2M stage (Figure 3D). This finding suggests continuous transition from quiescent basal to proliferating basal to proliferating suprabasal cells in the epithelial compartment.

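In 63 and 170 thinned Proliferating suprabasal-like cells of normal samples 1 and 2, S held 52.4% and 34.1%, G2M 39.7% and 50.6% and G1 7.94% and 15.3%. The means of the 2 samples were 43.2% in S, 45.1% in G2M and 11.6% in G1. Without thinning, and with the 11 shallower cells kept, the means of the 2 samples were G1 2.62%, S 49.2% and G2M 48.2%. The proliferating classes were named by cell division genes, so few cells in G1 follow in part from the names. The paper proposes from these phases a continuous transition from quiescent basal to proliferating suprabasal cells.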

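Among the genes measured for the progenitor state, only BTG2 (ENSG00000159388) had no part in naming the clusters. BTG2 stood at 77.9 and 56.7 CPM in Quiescent basal-like cells of normal samples 1 and 2 (264 and 398 cells), 36.9 and 56.1 in Proliferating basal-like cells (11 and 22 cells) and 24.5 and 19.7 in Proliferating suprabasal-like cells (67 and 177 cells). It was also among the 10 leading genes of the Quiescent basal-like cluster led by stress genes. ZFP36L2, a Quiescent naming gene, stood at 157 and 202 CPM in Proliferating basal-like and 84.8 and 65.0 CPM in Proliferating suprabasal-like cells of the 2 samples, and was higher in Quiescent basal-like cells of both. COL17A1 and DST, which served as basal naming genes, were at 145 and 122 and 397 and 479 CPM in Quiescent basal-like cells and at 53.7 and 23.4 and 122 and 70.0 CPM in Proliferating suprabasal-like cells. KRT15 was at 10034 and 9034 CPM in Quiescent basal-like and 4529.6 and 2749 CPM in Proliferating suprabasal-like cells. The paper proposes from these markers that basal cells are the source of the esophageal epithelial stem cells.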

Basal (PDPN^hi^) cells expressed markers previously associated with epithelial progenitors, including *COL17A1*, *DST*, *KRT15* (1), and specifically those with antiproliferative properties, such as *ZFP36L2* (12) and *BTG2* (13) (Supplemental Figure 3B), collectively suggesting that the basal cells are the source of the esophageal epithelial stem cells. Indeed, ex vivo colony formation revealed preferential growth of the stem cell–like colonies from the basal (PDPN^hi^) compared with suprabasal (PDPN^lo^) cells (Figure 3E, arrows); these colonies expressed the epithelial progenitor markers *ITGA6*, *KRT5,* and *SOX2* (Figure 3F). Collectively, these findings establish the hierarchical developmental trajectory of the EEU of the homeostatic esophagus, suggesting that the sequence of early events stems from the KRT15^hi^ quiescent basal progenitors that rarely divide and progress toward the KRT4^hi^/KRT13^hi^ suprabasal proliferating cells. This trajectory resembles the differentiation program of the epidermis (14). The colony-forming property of the basal (PDPN^hi^) cells revealed that these populations are the source of the esophageal epithelial progenitors.

### EEU differentiation dynamics in allergic inflammation.

We sought to compare the EEU in individuals with active EoE to the homeostatic conditions along the differentiation trajectory. First, we performed sample integration, UMAP, and clustering analysis by grouping samples by their disease status: normal (healthy control), remission (inactive EoE), and active EoE. To compare EEU differentiation by disease status, we performed pseudotime analysis using Slingshot (15) by combining all 3 groups to project them onto a common pseudotime axis and identified a linear differentiation trajectory (Supplemental Figure 4A). Accordingly, individual cells were assigned with a pseudotime value along the unified trajectory for all samples and color-coded in the UMAP of the corresponding groups (Figure 4A) generated by separate processing of the group. Scatter plots of UMI counts versus the number of detected genes across epithelial subpopulations were generated (Supplemental Figure 4B). 

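Of 17154 epithelial-like cells in active EoE, 399 carried the Differentiated-like name, between 40 and 211 per sample, whereas 2615 of 5137 did so in normal and 1817 of 8927 in remission. Proliferating-like cells numbered 3973 in active EoE, 1018 in remission and 320 in normal, and Trans1-like cells 5095, 2596 and 557. Trans2-like cells numbered 5160 in active EoE, 1870 in remission and 942 in normal. The unnamed cluster held 762, 366 and 84 cells in the same order. Pseudotime was not computed here, and the classes stand for the stages of the trajectory.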

Despite the shared differentiation trajectory of the subepithelial units, there was dramatic loss of the fully differentiated cells and an increase of the transitional and proliferating cells (Figure 4A and Supplemental Figure 4B). To further examine EoE-dependent perturbation of differentiation, we visualized cell density along the pseudotime axis and compared the relative proportion of cells at each differentiation stage (Figure 4B). Indeed, active EoE displayed significantly increased proliferating cells and Trans1 cells, as well as a significant decrease of Differentiated^lo/hi^ subpopulations relative to normal controls (Figure 4C). 

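Differentiated-like cells, with the low and high classes merged, made up 2.60% ± 2.73 (SD, n = 5) of epithelial-like cells in active EoE and 49.2% ± 4.62 (n = 2) in normal, and all 5 active samples lay below both normal samples (two-sided exact permutation test, p = 0.0476, the smallest possible). Proliferating-like cells made up 22.9% ± 4.97 in active EoE and 6.65% ± 1.15 in normal, with 5 of 5 active samples above both normal ones (p = 0.0476, exact test). The 3 clusters named Trans1-like were compared one by one, since no Trans1 gene was among their leading genes. The clusters of 4535, 2618 and 1095 cells made up 14.8% ± 3.93, 10.3% ± 1.32 and 4.90% ± 1.62 in active EoE and 6.69% ± 0.503, 3.20% ± 1.20 and 0.551% ± 0.598 in normal, each with 5 of 5 active samples above both normal ones (p = 0.0476, exact test). The loss of Differentiated-like cells, a difference of -46.6 points, changed most, among alternatives that keep all samples, with marker and reported genes kept among the clustering features, to -43.5 points. Merged under the name Trans1-like, the 3 clusters together differed by 19.6 points, which was 10.1 points without integration, with p = 0.857 in the exact test, and 9.26 points at 0.5 times the resolution, with p = 0.0476. Trans2-like cells made up 29.4% ± 5.59 in active EoE and 17.3% ± 2.94 in normal (p = 0.0476, exact test), but the sign of this difference of 12.2 points changed without doublet removal, to -2.10 points, and with cells under 10% mitochondrial UMIs, to -1.93 points. It was no longer past the threshold without integration, at 0.5 times the resolution or with marker and reported genes kept among the features, nor when clusters took a name from the highest score only, an alternative added after the data were seen. The Trans2-like cluster of 4022 cells, which scored highest for Trans1, made up 15.7% ± 2.50 in active EoE and 5.02% ± 2.17 in normal. All 5 of 5 active samples lay above both normal ones for it (p = 0.0476, exact test). The Trans2-like clusters of 2943 and 1007 cells differed little, at 10.3% and 3.43% against 9.18% and 3.06% (p = 0.714 and 0.905, exact test). Quiescent-like cells made up 10.5% ± 2.37 and 14.9% ± 7.67 (p = 0.190, exact test), and without normal sample 1 the difference of -4.41 points became 1.01 points. From these shares the paper concludes that the differentiation program is disrupted in active EoE.

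**Figure D2:**
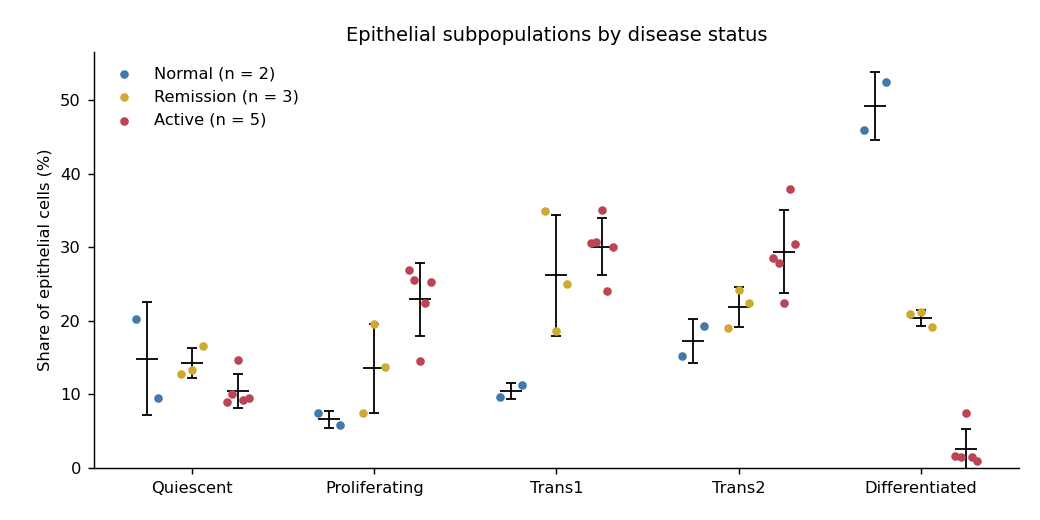
Share of epithelial-like cells (%) in each subpopulation, by disease status; points are samples and black bars give the mean and SD, and Trans1-like merges 3 clusters. Differentiated-like cells run from 0.972% to 7.46% in active EoE, from 19.2% to 21.2% in remission and from 45.9% to 52.5% in normal.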

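In remission, Differentiated-like cells made up 20.4% ± 1.07 (SD, n = 3) of epithelial-like cells, below both normal samples in 3 of 3 samples (two-sided exact permutation test, p = 0.1, the smallest possible) and above all 5 active samples in 3 of 3 (p = 0.0179, exact test). The difference from active EoE was 17.8 points, and without integration it was 4.00 points with p = 0.196 in the exact test. Against normal the difference was -28.8 points, and the alternative farthest from it, no integration, gave -42.8 points (p = 0.1, exact test).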

The EoE in remission displayed a similar decrease of Differentiated^lo/hi^ cells, but the decrease was significantly less than that of active EoE (Figure 4C and Supplemental Figure 4B).

Focusing on the quiescent and proliferating subpopulations, we found that only proliferating suprabasal, but not basal cells, were significantly increased and that the proportion of quiescent basal cells remained unchanged (Figure 4D). This finding suggests that basal zone hyperplasia, which is commonly observed in EoE and other types of esophagitis, is primarily driven by the proliferation of the suprabasal epithelial compartment, likely by the proliferating and Trans1 subpopulations. 

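Proliferating suprabasal-like cells made up 19.4% ± 4.25 (SD, n = 5) of epithelial-like cells in active EoE and 4.99% ± 0.640 (n = 2) in normal, with all 5 active samples above both normal ones (two-sided exact permutation test, p = 0.0476). The difference of 14.4 points was 16.0 points without integration, with p = 0.0952 in the exact test, and without doublet removal no cluster met the rules for this class. With the cluster led by PI3 left out, since by the whole of Supplemental Table 2 it had more leading genes of Trans2 than of its own class, the difference was 12.4 points (p = 0.0476, exact test), an alternative added after the data were seen. Proliferating basal-like cells made up 1.88% ± 0.860 and 0.728% ± 0.233, and 4 of 5 active samples lay above both normal samples (p = 0.238, exact test). Quiescent basal-like cells made up 12.1% ± 2.00 and 15.8% ± 7.95 (p = 0.333, exact test), with normal samples of 10.2% and 21.4%. Without normal sample 1 the Quiescent basal-like difference of -3.71 points became 1.91 points. The Quiescent basal-like share includes the cluster led by SAA1, of whose 506 cells 436 were Proliferating-like by the names above, so both basal shares follow that choice. Whether the difference is larger in suprabasal than in basal proliferating cells was not tested. The paper proposes from these shares that basal zone hyperplasia is driven mainly by proliferation of the suprabasal compartment.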

At the same time, EoE remission also displayed a significant increase in the proportion of proliferating suprabasal cells relative to normal, but EoE remission has less of an increase than that of active EoE (Figure 4D). Accordingly, when comparing overall epithelial subpopulation composition by hierarchical clustering, EoE remission samples were more similar to active EoE samples than normal control samples (Figure 4E). These results demonstrate that the differentiation program of the EEU is dynamically regulated as a function of disease activity and that there is a profound disruption of this program in EoE, as evidenced by an increased proportion of transitioning and proliferating epithelial cells and a loss of differentiated epithelial cells. 

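Proliferating suprabasal-like cells made up 9.46% ± 2.95 (SD, n = 3) of epithelial-like cells in remission, and all 3 samples lay above both normal samples, although the difference of 4.48 points had p = 0.2 in a two-sided exact permutation test. They were fewer than in active EoE by a difference of -9.96 points (remission minus active), with 3 of 3 remission samples below all active ones (p = 0.0357, exact test). This difference had p = 0.0536 in the exact test at 0.5 times and at double the resolution and with marker and reported genes kept among the features, and p = 0.304 without integration. With 1 sample left out it ranged from -11.6 to -8.32 points, and with the cluster led by PI3 left out it was -8.35 points (p = 0.0357, exact test).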

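Pearson's r between the vectors of 5 subpopulation shares was computed for each pair of samples, across subpopulations and without a test. Its mean was 0.353 between remission and active samples (15 pairs, 0.0544 to 0.744) and 0.146 between remission and normal samples (6 pairs, -0.0290 to 0.406), and each of the 3 remission samples was on average closer to active EoE, although only 2 were without active sample 4 or without normal sample 1. Between active and normal samples the mean was -0.714, and among active, remission and normal samples it was 0.872, 0.483 and 0.943. The excess of 0.207 in the mean r of remission with active over that with normal changed sign in 6 of 9 alternatives, of which 5 were -0.550 at 0.5 times the resolution, -0.460 at double the resolution, -0.294 without doublet removal, -0.289 with cells of at least 500 genes and -0.153 with marker and reported genes kept among the features. It was 0.698 without integration and 0.462 with cells under 10% mitochondrial UMIs. Of 2 alternatives added after the data were seen, names from the highest score only gave 0.0575 (mean r of 0.488 and 0.430), with 2 of 3 remission samples closer to active EoE. With leading genes judged by the whole of Supplemental Table 2, which leaves the Trans1-like clusters out of the vectors, it was -0.365 (0.108 and 0.473), with 1 of 3 closer. From this comparison the paper states that remission samples are closer to active EoE than to normal controls.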

In disease remission, despite histologic improvement, these changes persist at the single-cell level, albeit with less magnitude than that of active disease.

### Altered EEU differentiation program in EoE.

Given the observation of the near-complete loss of the Differentiated^lo/hi^ subpopulations and the increased proportion of the transitioning subpopulations, we hypothesized that the EEU of the inflamed esophagus has a disrupted capacity to differentiate. To test this hypothesis, we compared gene expression of the individual epithelial subpopulations stratified by the disease status. Given that our samples are from humans and the numbers are limited, it was important to take into account sample-to-sample variability when examining the changes in EoE. Therefore, bulk RNA-Seq differential analysis was used to convert the subpopulation-stratified scRNA-Seq data into pseudo-bulk RNA-Seq data (16). Specifically, we summed UMI counts per gene for each epithelial subpopulation per sample, thereby generating a total of 50 samples (i.e., 10 samples × 5 cellular subpopulations, where Differentiated^lo/hi^ subpopulations were merged), and we then performed DESeq2 differential analysis (17). This process is analogous to FACS cell purification, followed by bulk RNA-Seq for comparative analysis of homogeneous cell populations, except that the cells are purified computationally. This analysis is independent of the increase or decrease of specific subpopulations because gene expression levels are normalized by the cell counts per sample; thus, it enables robust interrogation of transcriptomic changes in each subpopulation. 

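The UMIs of each named subpopulation were summed per sample in the same way, which gave 50 sums with the Differentiated classes merged and the unnamed cluster left out. Differentiated-like sums of active EoE rested on 40 to 211 cells and 85218 to 1412272 UMIs, those of remission on 296 to 954 cells and those of normal on 566 and 2049 cells. The main test here was edgeR's two-sided quasi-likelihood F test with TMM factors, fitted to the 10 samples of 1 subpopulation at a time (7 residual degrees of freedom) because the 5 sums of a sample are not independent, with the Benjamini-Hochberg (BH) adjustment over all genes tested. A gene was called at a BH-adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper, and DESeq2 on all 50 sums was run beside it. Standard errors given with edgeR values were worked back from the F statistic and were not estimated on their own. Of 200 genes changed by simulation in counts with the depth and spread of these sums, between 54.0% and 80.5% were recovered between active EoE and normal in a subpopulation, with at most 8 false calls. Genes with few UMIs at the median depth were left out of the draw, and each change exceeded the fold threshold. These shares therefore do not hold for genes with few UMIs. Pseudo-bulk results below name genes that the Results name and, for each subpopulation and direction, the 2 called genes with the largest change at a mean of at least 20 CPM in the higher group.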

First, principal component analysis (PCA) was performed to assess the similarity of the pseudo-bulk RNA-Seq samples and to examine the trajectory of each cellular compartment as a function of cellular differentiation (Figure 5A). 

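In a principal component analysis of the 500 most variable genes over the 50 sums, the first component held 66.3% of the variance and the second 9.16%. The SD of the first component over the 10 samples was 20.6 in Differentiated-like sums and between 5.59 and 9.57 in the other subpopulations. Differentiated-like sums had means on this component of 77.5 ± 12.9 in active EoE (SD, n = 5), 108 ± 3.56 in remission (n = 3) and 118 ± 1.87 in normal (n = 2). Active Differentiated-like sums also had the fewest UMIs, so depth and disease status go together along this axis.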

Unlike other epithelial subpopulations, differentiated cells were widely spread along the developmental trajectory in a manner dependent upon the disease status. Differentiated cells from active EoE esophagi were located closer to the transitioning subpopulations than were differentiated cells from normal esophagi (Figure 5A), suggesting blockade of transitioning to differentiated cells (Figure 5A, line). 

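On the first 2 components, the distance between the Differentiated-like and Trans1-like sums of the same sample was 94.4 ± 10.7 (SD, n = 5) in active EoE and 127 ± 5.96 (n = 2) in normal, and the largest active value, 109, lay below the smaller normal value, 123. The ratio of the means was 0.743, and with all genes past the count filter it was 0.961. There the active distances ran from 209.9 to 352 and overlapped the normal ones. The overlap came from active sample 1, at 352. The other active distances ran from 209.9 to 236, below the smaller normal value of 242. Of the genes called in Differentiated-like cells between active EoE and normal, only 5.43% lay over 1.5-fold beyond the Trans1-like level in all 5 active samples. The paper proposes from this position a blockade of the step from transitioning to differentiated cells.

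**Figure D3:**
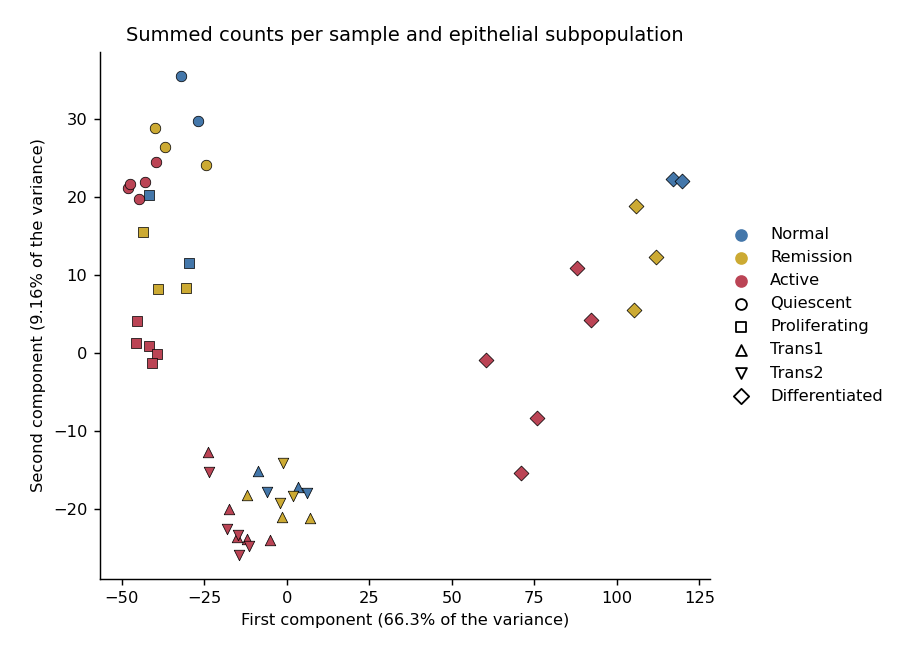
First against second principal component of the 50 sums (66.3% and 9.16% of the variance), marked by subpopulation and disease status, 1 point per sum. Differentiated-like sums average 77.5 on the first component in active EoE and 118 in normal.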

Using keratin expression as a surrogate marker for epithelial differentiation, we first identified subpopulation-specific keratin genes (Figure 5B) and then examined their changes in EoE (Figure 5C). 

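Of 21 keratin genes tested in Differentiated-like cells of active EoE, edgeR called 4 lower than in normal (KRT16, KRT78, KRT13 and KRT4) and none higher, with a median log2 fold change of -0.81. Over the list the competitive test camera gave a BH-adjusted p of 0.0425 and the self-contained test fry one of 0.0610, both over a family of 140 tests. Of the 11 keratins that were highest in Differentiated-like cells of normal, 3 were called and 4 when adjusted over the list alone, with a median of -0.95, which became 0.15 with no call when the sums were thinned to the smallest. KRT16 (ENSG00000186832, chromosome 17, 39766030 to 39772151) had means of 1838 ± 1265, 628 ± 314 and 313 ± 162 CPM in normal, remission and active EoE (SD; n = 2, 3 and 5), with an edgeR log2 fold change of active EoE against normal of -2.56 (standard error 0.54, BH-adjusted p = 0.00502), and was not called with thinned sums or without normal sample 2. KRT78 (ENSG00000170423) went from 11677 ± 3216 CPM in normal to 2909 ± 2409 in active EoE (edgeR, BH-adjusted p = 0.0388) and was not called in 12 of 24 settings, 8 of which left out 1 sample. For KRT17, KRT19, KRT80 and KRT23, edgeR gave -0.95 (standard error 0.60, BH-adjusted p = 0.245), -1.26 (standard error 0.58, BH-adjusted p = 0.122), -0.46 (standard error 0.48, BH-adjusted p = 0.503) and 0.13 (standard error 0.54, BH-adjusted p = 0.888), so none of them was called. KRT23 changed sign in 7 of 24 settings, and KRT80 in 2. At double the resolution, without doublet removal and with marker and reported genes kept among the features, 9 of the keratins highest in Differentiated-like cells were called lower.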

We observed a significant loss of keratins preferentially expressed in the normal differentiated cells, including *KRT16*, *KRT17*, *KRT80*, *KRT78*, *KRT23,* and *KRT19* (compare average expression heatmap [Figure 5B] to transcriptional change [Figure 5C] in the differentiated subpopulation in active EoE). In EoE remission, expression of keratins in the differentiated subpopulations was largely normalized (Figure 5C) except for a few that remain dysregulated as much as in active EoE. Similarly, in the PCA analysis, differentiated cells from individuals with EoE in remission clustered closer to those from healthy controls (Figure 5A). This suggests that epithelial differentiation in EoE is blocked at the terminal stage and that this blockade is partially reversed during disease remission.

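In remission none of the 21 keratins was called in Differentiated-like cells by edgeR, also when adjusted over the list alone, and their median log2 fold change against normal was 0.050 (camera BH-adjusted p = 0.0715, fry 0.353). Among the keratins named for active EoE, KRT16 had the largest change, with an edgeR log2 fold change of -1.55 (standard error 0.62, BH-adjusted p = 0.434), followed by KRT17 with -1.39 (standard error 0.65, BH-adjusted p = 0.524). KRT78 had -0.74 (standard error 0.76, BH-adjusted p = 0.821) and KRT19 -0.35 (standard error 0.66, BH-adjusted p = 0.905) in the same edgeR test. Without integration KRT16, KRT17, KRT19, KRT23, KRT78 and KRT80 were called lower in remission. With 3 against 2 samples an absent call does not show that a level is back to normal.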

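Differentiated-like sums of remission lay 115 ± 6.93 (SD, n = 3) from the Trans1-like sums of the same sample, between the values of active EoE and normal, and ranged from 107 to 120. All 3 remission values lay below both normal values, and 1 of 3 was below the largest active value. With all genes past the count filter in place of 500, the remission distance was 228 (196 to 247). This lay below the means of both active EoE (248) and normal (258), so the order of the means did not hold. Active sample 1, at 352, raised the active mean, and the other active samples ran from 209.9 to 236. Remission samples lay on both sides of these, so the order of remission and active EoE is not settled in this setting.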

We further assessed the dysregulation of the epithelial differentiation program in EoE by comparing transcriptional profiles of individual subpopulations of the EEU between active EoE and normal controls (Figure 5D). 

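Between active EoE and normal, edgeR called 1896 genes in Differentiated-like cells of 8317 tested, against 65 in Quiescent-like, 48 in Trans2-like, 26 in Trans1-like and 15 in Proliferating-like cells. Leaving out 1 sample moved the Differentiated-like count between 245 (without normal sample 1) and 2360 (without active sample 3). With all 50 sums thinned to 85218 UMIs the counts were 96 in Differentiated-like cells and 6, 2, 12 and 9 in Quiescent-like, Proliferating-like, Trans1-like and Trans2-like cells, so the Differentiated-like count stayed the largest at equal depth. These counts come from 1 random draw, and 20 further draws, added after the data were seen, gave a mean of 106 ± 13.4 (SD over draws) in Differentiated-like cells and at most 24 in any other subpopulation. Of the genes called anywhere, 1895 were called in 1 subpopulation and 3 in all 5, each of them lower in active EoE. CCL26 (ENSG00000006606), the called gene with the largest rise in Differentiated-like cells, had 1 UMI in normal and 402 in active EoE, a ratio of 2059 (95% counting interval 367 to 81511) with an edgeR BH-adjusted p of 4.76e-04. NTRK2 (ENSG00000148053) followed with 2 and 79 UMIs, a ratio of 202 (95% counting interval 54.2 to 1699), BH-adjusted p = 0.00134 in edgeR. The largest falls were in MT1H (ENSG00000205358), from 1555 ± 521 CPM in normal to no UMI in active EoE, at least 2051-fold over the group (edgeR, BH-adjusted p = 4.79e-04), and MT1M (ENSG00000205364), from 397 ± 308 CPM to none, at least 524-fold (edgeR, BH-adjusted p = 9.61e-04). MT1M was not called by DESeq2 per subpopulation.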

Differential analysis (FDR-adjusted *P* < 0.05, FC > 1.5) revealed that the largest number of dysregulated genes was in the Differentiated^lo/hi^ subpopulations. 

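Of the 1896 genes called by edgeR in Differentiated-like cells, 911 were higher and 985 lower in active EoE. The split depended on scaling and model, with 54.8% higher under RLE factors (1052 and 866 genes), 56.7% under DESeq2 per subpopulation (1221 and 934) and 60.3% under DESeq2 on 50 sums (2370 and 1560). The median log2 fold change of all genes tested was 0.11 with TMM and 0.23 with RLE factors in this subpopulation. The total was 3228 genes at an unadjusted p under 0.05. A higher relative level in a class of few, shallow cells does not measure the amount of RNA made per cell, which UMIs scaled to their own total do not show. The paper proposes from the even split that these cells remain highly active in transcription despite their loss.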

Differentially expressed genes (DEGs) in the differentiated cells were evenly divided between upregulated and downregulated genes (2078 genes upregulated, 2156 genes downregulated) compared with controls, suggesting that these subpopulations remain highly transcriptionally active despite their major loss in EoE. In contrast, the Trans2 subpopulation had the smallest contribution to the transcriptional response in EoE (66 genes upregulated, 76 genes downregulated). 

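In Trans2-like cells edgeR called 17 genes higher and 31 lower in active EoE, of 11728 tested and 1256 at an unadjusted p under 0.05, and the fewest calls were in Proliferating-like cells, with 4 higher and 11 lower. DESeq2 per subpopulation called 133 and 96 genes in Trans2-like and 85 and 98 in Proliferating-like cells. Without normal sample 2 edgeR called 4 genes in Trans2-like cells and without active sample 2 it called 71; in Proliferating-like cells the range was 4 to 30, in Trans1-like cells 0 to 44 and in Quiescent-like cells 13 to 151. In Trans2-like cells the largest falls were in CRISP3 (ENSG00000096006), 666 (95% counting interval 226 to 3251) times lower with 278 and 3 UMIs (edgeR, BH-adjusted p = 1.84e-06), and FAM25A (ENSG00000188100; edgeR, log2 fold change -6.41, standard error 0.78, BH-adjusted p = 0.00294). The largest rises in Trans2-like cells were in CDH26 and in CCL26, whose values are given below. CDH26 had 2 and 2125 UMIs, a ratio of 148 (95% counting interval 40.9 to 1221) (edgeR, BH-adjusted p = 0.0470), and was not called in 9 of 24 settings. In Quiescent-like cells the genes were SERPINB4, with an edgeR log2 fold change of 8.32 (standard error 1.49, BH-adjusted p = 0.0281), FAM25A with -6.98 (standard error 0.60, BH-adjusted p = 2.38e-04) and SPRR2D with -6.95 (standard error 0.84, BH-adjusted p = 0.00236), and in Proliferating-like cells SERPINB4 with 8.05 (standard error 1.25, BH-adjusted p = 0.0348), FAM25A with -7.29 (standard error 0.56, BH-adjusted p = 2.48e-04) and CRCT1 with -6.20 (standard error 0.81, BH-adjusted p = 0.0143). ATP13A5 (ENSG00000187527) rose in Proliferating-like cells from 1 to 1411 UMIs, a ratio of 145 (95% counting interval 26.0 to 5727) (edgeR, BH-adjusted p = 0.0425), and in Trans1-like cells from none in normal, at least 119.7-fold over the group (edgeR, BH-adjusted p = 0.0104). Trans1-like cells also had BCL2L15 higher, a ratio of 174 (95% counting interval 59.4 to 843) (edgeR, BH-adjusted p = 0.0215), with DSG1 at -6.45 (standard error 0.86, BH-adjusted p = 0.0104) and FAM25A at -5.89 (standard error 0.60, BH-adjusted p = 0.00514) in edgeR. SERPINB4 and ATP13A5 in Proliferating-like cells and SERPINB4 in Quiescent-like cells were not called in 4 or 5 of 24 settings, among them those without 1 normal sample. Other cell types also had UMIs of the genes called lower: a normal Quiescent-like, Proliferating-like or Trans1-like cell held between 2.75 and 10.9 times as many as a lymphocyte-like or endothelial-like cell, and a Trans2-like cell 5.28 times as many as a lymphocyte-like and 1.21 times as many as an endothelial-like cell. From normal to active EoE FAM25A fell from 0.392 to 0.00308 UMIs per lymphocyte-like cell and from 1.28 to 0.0114 per Quiescent-like cell. Free RNA can therefore also give a fall of this size, and the source of these UMIs was not determined.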

GO analysis revealed enrichment in epithelial differentiation and keratinization that were shared between quiescent, Trans2, and differentiated subpopulations for the downregulated genes. 

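Gene ontology terms were not tested, and the metallothionein genes stand for the response to metal ions. In Proliferating-like cells of active EoE edgeR called 1 of 7 lower and 4 when adjusted over the list alone, with a median log2 fold change of -1.19 (limma, camera BH-adjusted p = 1.75e-12, fry 0.0202). In Trans2-like cells 2 of 7 were called and 4 when adjusted over the list alone, with a median of -1.55 (limma, camera BH-adjusted p = 9.46e-14, fry 0.0265). In Differentiated-like cells all 8 tested were called lower, with a median of -10.32, or -8.37 with 3 genes that had no UMI in active EoE and 1 with 1 to 3 UMIs at their bounds (limma, camera BH-adjusted p = 2.46e-10, fry 0.0273). MT1F, the gene with 1 UMI, was 793 (95% counting interval 142 to 31322) times lower. Metallothioneins are abundant in normal Differentiated-high-like cells, so free RNA can also carry them into other classes, and small GTPase signaling was not tested. Differentiated-high-like cells were 27.1 of the 49.2% Differentiated-like cells in normal and 0.512 of the 2.60% in active EoE. This shift in makeup can add to the fall in the merged Differentiated-like class. Each of the 8 genes was at least 124 times lower, with genes without a UMI at their bounds. In normal, MT1X, MT2A, MT1E, MT1H and MT1G were far less than that below their Differentiated-high-like level in Differentiated-low-like cells, as given above. For these genes this argues against makeup as the whole cause.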

In the proliferating and Trans2 cells, downregulated genes were enriched in responses to metal ions, whereas in the differentiated cells, downregulated genes were associated with small GTPase–mediated signal transduction (Supplemental Figure 5A, downregulated). 

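Interferon-response genes, from a list fixed beforehand, were higher in active EoE in all 5 subpopulations by median, with log2 values of 1.36 in Quiescent-like, 1.12 in Proliferating-like, 1.74 in Trans1-like, 1.54 in Trans2-like and 2.57 in Differentiated-like cells. edgeR called 12 of 27 in Differentiated-like cells and none of 31 or 32 in the others, where 18, 10, 23 and 14 passed when adjusted over the list alone, in the order above. The BH-adjusted p of camera was 2.02e-14, 2.24e-15, 2.90e-20, 2.47e-14 and 4.97e-05, whereas that of fry was 0.0619, 0.0711, 0.0338, 0.0723 and 0.0891. Endopeptidase, splicing and mRNA metabolism terms were not tested.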

Similar analysis of the upregulated genes revealed enrichment in endopeptidase activity and type I IFN signaling that was shared between the epithelial subpopulations, and it revealed enrichment in mRNA metabolism and splicing that was specific to the differentiated subpopulations (Supplemental Figure 5A, upregulated). In EEU in EoE remission, approximately 100 genes remained dysregulated, and these were primarily in the differentiated subpopulations (Supplemental Figure 5B).

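Between remission and normal, edgeR called 12 genes in Differentiated-like cells (2 higher, 10 lower), 1 in Quiescent-like cells and none in the other 3 subpopulations, 13 calls in all. At an unadjusted p under 0.05 there were 776, 421, 303, 400 and 326 genes in Differentiated-like, Quiescent-like, Proliferating-like, Trans1-like and Trans2-like cells. DESeq2 per subpopulation called 41, 18, 2, 8 and 5 genes in the same order, and DESeq2 on 50 sums 558, 1, 0, 5 and 0. Without integration edgeR called 4386 genes in Differentiated-like cells. Leaving out 1 sample moved the Differentiated-like count between 0 (without remission sample 1) and 35 (without remission sample 3), and the Quiescent-like count between 0 and 8.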

To better dissect the gene transcriptional changes in EEU differentiation programs, we performed unbiased hierarchical clustering focusing on the differential gene expression between quiescent and differentiated subpopulations (Figure 5E). We observed 2 large groups of genes that were either induced or repressed upon differentiation in the normal esophagus. 

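Differentiated-like and Quiescent-like sums of the 2 normal samples were compared in edgeR within a fit of 20 sums, and of 11872 genes tested 3579 were called induced and 4563 repressed in Differentiated-like cells (BH-adjusted p under 0.05, fold change over 1.5). The counts were 3652 and 4662 in remission and 2624 and 4755 in active EoE. With the donor as a replicate block they were 3730 and 4777 in normal. With sums thinned to the smallest 1826 genes could be tested, and 507 were induced and 655 repressed in normal. Without normal sample 2, 2521 genes were induced in normal, and without normal sample 1, 3185 were repressed.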

Interestingly, each group of genes, induced or repressed, displayed 3 types of changes in EoE. Type 1 genes were severely dysregulated, Type 2 genes were moderately dysregulated by disease status, and Type 3 genes were normally expressed/repressed irrespective of disease status. 

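The Type of a gene was rebuilt from its recovery, which is the log2 change from Quiescent-like to Differentiated-like cells in a disease status divided by that in normal. The span from no change to the full normal change was divided into 3 equal parts, limits that were set here, and the lowest part, with anything under it, stands for Type 1, the middle part for Type 2 and the highest part, with anything over it, for Type 3. Among the 3579 induced genes 1075, 1549 and 955 fell into these classes in active EoE, and among the 4563 repressed genes 426, 1217 and 2920.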

Although some genes were normally expressed in active EoE (Type 3, compare normal and active EoE [Active]), the majority of the genes were dysregulated (Types 1 and 2), including severely dysregulated genes that failed to be either induced or repressed during differentiation compared with expression in the normal esophagus (Type 1). 

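In active EoE 30.0% of the induced genes recovered only the lowest part of the normal change, 43.3% the middle part and 26.7% the highest part, so most fell in the first 2 classes. This majority did not hold with sums thinned to the smallest, where 77.7% lay in the highest part, or at 0.5 times the resolution, with 50.8%. Of the repressed genes 9.34%, 26.7% and 64.0% fell in the same 3 parts. Their share in the highest part was 30.6% without doublet removal, 27.0% with cells of at least 500 genes, 31.9% without integration, 27.3% at double the resolution, 22.1% with marker and reported genes kept among the features, 36.1% by DESeq2, 24.6% with sums thinned to the smallest and 45.2% without normal sample 2. Genes selected on the normal samples look less complete in any other sample, and with as many genes ranked by their change in 1 normal sample alone, the share in the lowest part was 3.94% (1.87% to 6.01%) of induced genes in the other normal sample and 42.3% (19.9% to 66.7%) in active samples. For repressed genes the values were 5.22% (2.39% to 8.04%) and 15.6% (7.43% to 22.2%), and these ranges overlap over both selections. Within each selection the normal sample measured lay below all 5 active samples. Depth was not matched here, with at least 8319974 UMIs in Differentiated-like sums of normal and at most 1412272 in those of active EoE. With the genes that edgeR called without the normal sample then measured, a test added after the data were seen, the values were 1.98% (0.357% to 3.59%) and 38.4% (13.7% to 65.5%) for induced and 3.32% (1.32% to 5.33%) and 13.8% (5.24% to 20.5%) for repressed genes. The share of induced genes in the lowest part in active EoE was 53.8% without integration and 2.37% with sums thinned to the smallest. The share of repressed genes in the lowest part was 30.0% without doublet removal, 32.2% with cells of at least 500 genes, 33.4% at double the resolution and 39.6% with marker and reported genes kept among the features. Without active sample 3 the induced share was 39.4%, and without normal sample 2 it was 21.5%. The paper concludes from the Types that most genes of differentiation are dysregulated in active EoE.

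**Figure D4:**
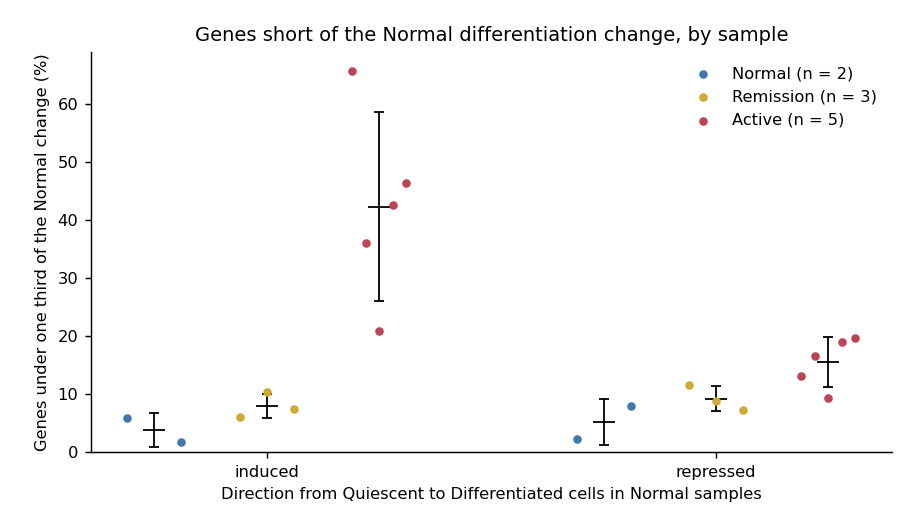
Share of genes (%) in the lowest of 3 equal parts of the normal change from Quiescent-like to Differentiated-like cells, for genes selected on 1 normal sample; points are samples, by disease status and direction. Induced genes average 3.94% in the other normal sample and 42.3% in active EoE. The sums were not matched in depth.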

Focusing on the genes normally induced in differentiation, dysregulated genes (Types 1 and 2) were enriched for genes linked to endosomal transport, small GTPase signaling, and response to zinc ions. Notably, genes that were upregulated during differentiation independently of the disease status (Type 3) were functionally enriched for keratinocyte and epidermal differentiation, suggesting that these cells are actually differentiated but are functionally defective in the inflamed esophagus. In EoE remission, several clusters of genes in the differentiated cells remained dysregulated (Figure 5E, asterisks; compare EoE remission [Remiss] and normal in Differentiated cells), collectively suggesting that the cellular composition and transcriptional signature of the EEU in EoE remission represents a transition state between the healthy and inflamed esophagus that likely poises the epithelium to relapse.

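In remission 3.13% of the induced and 4.10% of the repressed genes recovered only the lowest part of the normal change, and 81.2% and 72.1% the highest part. With genes selected on 1 normal sample, the share in the lowest part in remission was 8.01% (5.64% to 11.0%) of induced and 9.25% (5.43% to 14.4%) of repressed genes. Without integration 35.9% of the induced and 29.6% of the repressed genes stayed in the lowest part, and 23.6% and 34.0% reached the highest, which 47.5% of the repressed genes reached without normal sample 2. Which genes formed the clusters marked in the heatmap was not examined. The paper proposes that remission is a state between health and inflammation that makes relapse more likely.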

### Transcription factor signature of altered epithelial differentiation.

To explore the molecular basis of the altered differentiation program, we analyzed the expression of transcription factors (TFs) in EEU. First, we identified subpopulation-specific TFs in normal EEU (Figure 6A and Supplemental Figure 6A) and then compared their changes in EoE (Figure 6B and Supplemental Figure 6B). We found that TFs of the Differentiated^hi^ population were significantly downregulated and that TFs of less-differentiated populations were upregulated in active EoE compared with controls (compare average expression heatmap [Figure 6A] to transcriptional change [Figure 6B]). This dichotomic relationship persisted for 134 TFs that were expressed in a differentiation-dependent manner (Supplemental Figure 6A). 

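The list of transcription factors behind Figure 6 was not used here, and 11 that the text names were tested in Differentiated-like cells. edgeR called 1 higher (XBP1) and 3 lower (ZNF430, BHLHE40 and NR1D1) in active EoE, with a median log2 fold change of -0.39 (limma, camera BH-adjusted p = 0.413, fry 0.0782). XBP1 (ENSG00000100219) had means of 4.14 ± 1.53, 10.7 ± 6.87 and 32.2 ± 10.3 CPM in normal, remission and active EoE (SD; n = 2, 3 and 5) and an edgeR log2 fold change of 2.99 (standard error 0.58, BH-adjusted p = 0.00299), and was not called without normal sample 2. ZNF430 (ENSG00000118620) had -3.26 (standard error 0.47, BH-adjusted p = 5.63e-04) in edgeR and was called in 23 of 23 settings, and BHLHE40 (ENSG00000134107) had -1.58 (standard error 0.48, BH-adjusted p = 0.0267) and was not called in 6 of 23.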

Expression of most TFs was not statistically different in remission compared with control, with the exception of *ZNF430*, *BHLHE40*, and *XBP1;* the latter remained upregulated in the Differentiated population in active EoE and remission (Supplemental Figure 6A, asterisks). 

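None of the 11 factors was called between remission and normal in Differentiated-like cells. In edgeR the log2 fold changes were -1.51 (standard error 0.46, BH-adjusted p = 0.274) for ZNF430, -2.07 (standard error 0.52, BH-adjusted p = 0.156) for BHLHE40 and 1.40 (standard error 0.56, BH-adjusted p = 0.434) for XBP1, which the paper's text gives as higher, while it states no direction for the other 2. All 3 were called without integration, ZNF430 and BHLHE40 by DESeq2 on 50 sums, and BHLHE40 without a filter on low counts. When adjusted over the list alone, 2 of the 11 passed as lower.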

Focusing on the TFs downregulated in the Differentiated^hi^ cells, we generated a high confidence interactome (confidence, 0.9) using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database (18). 

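The interactome was not rebuilt, and its named genes were tested in Differentiated-like cells of active EoE against normal with edgeR. NR1D1 (ENSG00000126368) had an edgeR log2 fold change of -2.86 (standard error 1.01, BH-adjusted p = 0.0487) and was the only one called, although not in 12 of 23 settings, 8 of which left out 1 sample. RORA had -0.86 (standard error 0.39, BH-adjusted p = 0.111), RXRA -0.73 (standard error 0.40, BH-adjusted p = 0.184), NCOA3 -0.39 (standard error 0.38, BH-adjusted p = 0.455) and NCOA2 -0.14 (standard error 0.42, BH-adjusted p = 0.835) in edgeR. NCOA2 changed sign in 4 of 23 settings. RORA, RXRA and NCOA3 were called lower at double the resolution, without doublet removal, without integration, with cells of at least 500 genes and with marker and reported genes kept among the features.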

We found that this interactome included several genes related to nuclear hormone receptor signaling, such as the members of the NR1 subfamily of nuclear hormone receptors *RORA* and *NR1D1*, the retinoic acid receptor *RXRA,* and the transcriptional coactivators for nuclear hormone receptors *NCOA2* and *A3* (Supplemental Figure 6B). Indeed, nuclear receptor signaling genes were significantly enriched in the TFs dysregulated in the most differentiated subpopulation in EoE (χ^2^ test, *P* < 0.0001). In contrast, the interactome of genes that were upregulated in the differentiated cells were enriched for *HIF1A,* which has been previously implicated in EoE pathogenesis (19); *STAT1;* and *TP53* (Supplemental Figure 6C).

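Of 20 nuclear receptor genes (by symbol) tested in Differentiated-like cells, edgeR called 2 higher and 2 lower in active EoE. The 2 that were lower are 10.0% of the receptors, against 983 of 8297 other genes (11.8%), a two-sided Fisher exact test giving p = 1. The comparison here is with all genes tested rather than with transcription factors, whose list was not used. The paper states that nuclear receptor signaling genes are enriched among the dysregulated factors.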

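HIF1A was not called in Differentiated-like cells, with an edgeR log2 fold change of active EoE against normal of 0.51 (standard error 0.49, BH-adjusted p = 0.459), and it was called in none of 23 settings.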

We also found that the expression of the NOTCH pathway–related genes were dysregulated in active EoE in several epithelial subpopulations. For example, the NOTCH ligand *JAG1*, coactivator *MAML2,* and major transcriptional effector *RBPJ* were significantly increased in the differentiated cells, whereas the ligand *DLL1* and receptor *NOTCH4* were downregulated in the proliferating population (Figure 6, C and D). Indeed, compared with the untreated cells, cells treated with the NOTCH inhibitors DAPT and Compound E had decreased esophageal epithelial differentiation, including transesophageal electrical resistance (TEER) (Figure 6E, graph). 

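In Differentiated-like cells MAML2 (ENSG00000184384) was called higher in active EoE, with an edgeR log2 fold change of 2.79 (standard error 0.76, BH-adjusted p = 0.0178), on 12 UMIs in normal and 14 in active EoE, and was not called in 5 of 22 settings. JAG1 (ENSG00000101384) had 2.13 (standard error 0.78, BH-adjusted p = 0.0566) and RBPJ (ENSG00000168214) 0.84 (standard error 0.86, BH-adjusted p = 0.487) in edgeR, on 15 and 15 active UMIs, and neither was called; in 22 settings JAG1 was called in 8 and RBPJ in 3. In Proliferating-like cells DLL1 (ENSG00000198719) had -1.48 (standard error 0.44, BH-adjusted p = 0.251) and NOTCH4 (ENSG00000204301) -2.12 (standard error 0.43, BH-adjusted p = 0.0857) in edgeR, with means of 5.95 ± 3.01 CPM in normal and 1.32 ± 0.236 in active EoE for NOTCH4. NOTCH4 was called lower by DESeq2 in both forms, and DLL1 in none of 24 settings. The paper states that genes of the NOTCH pathway are dysregulated in several epithelial subpopulations of active EoE.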

Histologically, IL-13 caused thickening of the epithelium, likely due to increased proliferation, whereas NOTCH inhibitors impaired stratification (Figure 6E, insets). Altered differentiation was accompanied by decreased expression of involucrin (Figure 6F). These results are consistent with prior findings that the NOTCH signaling pathway is a critical regulator of the esophageal epithelium (20). Collectively, these findings suggest that dysregulated expression of TFs specific to the differentiated cells and altered cell-to-cell communications, especially involving the NOTCH family, inhibit the differentiation program of transition-stage epithelial cells in the EEU during allergic inflammation.

### Genetic etiology of food allergy/EoE at the single-cell level.

To assess the contribution of esophageal cell types to the genetic etiology of EoE, we examined the expression of genes previously associated with a broad spectrum of food allergic diseases, including EoE, by genome-wide association study (GWAS), Mendelian association, or candidate gene approaches in cell types identified in the biopsies (7, 8, 21). Remarkably, those genes were expressed in each esophageal cell type, indicating that each cellular subpopulation was likely manifesting part of the genetic risk (Supplemental Figure 7A). Epithelial cells were enriched in susceptibility genes that included the proteases and protease inhibitors *SPINK5*, *SERPINB2*, *SERPINB10*, and *CAPN14*; the junctional proteins *DSG1* and *DSP*; *TSLP;* and the eosinophilic chemoattractant *CCL26*. 

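Over all samples, mean CPM in epithelial-like cells was 2259 ± 1399 for SPINK5 (SD, n = 10), 785 ± 256 for DSP, 198 ± 165 for CAPN14, 173 ± 115 for SERPINB2, 4.22 ± 5.38 for DSG1 and 4.14 ± 2.96 for SERPINB10, and each of these was highest in this type. TSLP was not, with 23.3 ± 11.0 CPM in epithelial-like and 44.8 ± 44.6 in fibroblast-like cells. The highest other type reached 116 CPM for SPINK5, 74.2 for DSP and 40.8 for CAPN14, and free RNA from the many epithelial-like cells can also give such levels.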

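TSLP stood at 44.8 ± 44.6 CPM in fibroblast-like cells (SD, n = 8 samples), or 70.6 ± 56.7 without the cluster led by RGS5 (n = 5), and 15.0 in mast-like cells, and at most 5.72 in the remaining nonepithelial-like types. The CCL26 values in fibroblast-like cells are given above.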

*TSLP* and *CCL26* were also expressed in fibroblasts. Fibroblasts showed specific expression of the phosphatase *PTEN* and shared expression of the transcriptional repressor *C11ORF30* (*EMSY*) with lymphocytes. 

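C11orf30 (EMSY) stood at 16.7 ± 15.3 CPM in fibroblast-like cells (SD, n = 8), or 7.71 ± 5.50 without the cluster led by RGS5 (n = 5), and 15.3 ± 6.66 in lymphocyte-like cells (n = 10), and 11.2 in endothelial-like and 11.2 in mast-like cells.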

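IL33 stood at 115 ± 87.4 CPM in endothelial-like cells (SD, n = 10) and at most 3.23 in the other types. TGFBR2 stood at 264 ± 120.2 CPM in endothelial-like cells, 64.1 in fibroblast-like and 42.8 in lymphocyte-like cells. LRRC32 stood at 21.9 ± 11.8 CPM in endothelial-like and 31.2 ± 27.1 in fibroblast-like cells (n = 8), and at most 0.987 elsewhere. Without the cluster led by RGS5 the fibroblast-like values were 9.36 ± 15.6 CPM for LRRC32 and 70.5 ± 30.3 for TGFBR2 (n = 5).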

*IL33* and *TGFBR2* were preferentially expressed in the endothelial cells, and expression of the leucine-rich membrane protein *LRRC32* was shared between endothelial cells and fibroblasts. 

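IL5 stood at 60.7 ± 101 CPM in lymphocyte-like (SD, n = 10) and 39.1 ± 56.6 in mast-like cells (n = 7), and IL13 at 31.8 ± 40.7 and 28.3 ± 28.5, with SDs above the means. In the other types IL5 reached 1.85 CPM and IL13 0.603 CPM. In the whole-sample sums edgeR gave log2 fold changes of active EoE against normal of 9.84 (standard error 2.65, BH-adjusted p = 0.0359) for IL5 and 8.97 (standard error 2.46, BH-adjusted p = 0.0395) for IL13.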

The proallergic cytokines *IL5* and *IL13* were enriched in lymphocytes and mast cells.

Focusing on the EEU, we stratified the expression of the genes genetically linked to EoE within the epithelial subpopulations: 34 genes were robustly detected in at least 1 epithelial subpopulation in the biopsies from healthy controls (Figure 7A), displaying subpopulation-specific expression patterns. 

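In Differentiated-like cells FLG (ENSG00000143631, chromosome 1, 152274641 to 152297715) had means of 8235 ± 6072, 4838 ± 3302 and 359 ± 226 CPM in normal, remission and active EoE (SD; n = 2, 3 and 5), with an edgeR log2 fold change of -4.51 (standard error 0.70, BH-adjusted p = 9.89e-04), and was called in 24 of 24 settings. SPINK5 (ENSG00000133710) had -1.18 (standard error 0.53, BH-adjusted p = 0.113) in edgeR and was not called. TGFBR1 and STAT6 had 0.98 (standard error 0.69, BH-adjusted p = 0.304) and 1.55 (standard error 0.62, BH-adjusted p = 0.0773) in edgeR, on 17 and 28 UMIs in active EoE, and were not called either. STAT6 was called higher in 7 of 23 settings, SPINK5 lower in 6 of 24 and TGFBR1 higher in 2 of 21.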

Differential analysis by pseudo-bulk RNA-Seq revealed that genes enriched in the Differentiated^lo/hi^ subpopulations (e.g., *FLG*, *SPINK5*) were decreased, whereas genes enriched in less differentiated populations (e.g., *TGFBR1*, *STAT6*) were increased in active EoE (Figure 7B). 

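CAPN14 (ENSG00000214711, chromosome 2, 31395922 to 31456724) was called higher by edgeR in Differentiated-like cells, from 108 ± 52.8 CPM in normal (SD, n = 2) to 681 ± 126 in active EoE (n = 5), with a log2 fold change of 2.66 (standard error 0.50, BH-adjusted p = 0.00253), though not without normal sample 2. In Trans2-like cells edgeR gave 5.84 (standard error 1.02, BH-adjusted p = 0.0293), a call lost in 5 of 24 settings. In Trans1-like, Quiescent-like and Proliferating-like cells the edgeR values were 6.31 (standard error 1.16, BH-adjusted p = 0.0560), 5.52 (standard error 1.21, BH-adjusted p = 0.0604) and 7.48 (standard error 1.61, BH-adjusted p = 0.101), so CAPN14 was not called there, whereas DESeq2 in both forms called it in all 3. CCL26 (chromosome 7, 75398851 to 75419214) was called by edgeR in Quiescent-like cells, from no UMI in normal to 193 ± 227 CPM, at least 339.6-fold over the group (BH-adjusted p = 0.0377), and in Trans2-like cells, with 7.54 (standard error 1.23, BH-adjusted p = 0.0197). The Quiescent-like call was lost without active sample 4 or 5 or either normal sample, and the Trans2-like call without either normal sample. In Proliferating-like and Trans1-like cells CCL26 had 7.53 (standard error 1.49, BH-adjusted p = 0.0691) and 7.79 (standard error 1.55, BH-adjusted p = 0.0737) in edgeR and was not called, whereas DESeq2 in both forms called it in both. Free RNA can also carry CCL26, which reached 595 CPM over all epithelial-like cells of active EoE, into other classes. The paper proposes that the 2 genes are regulated together in response to IL-13.

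**Figure D5:**
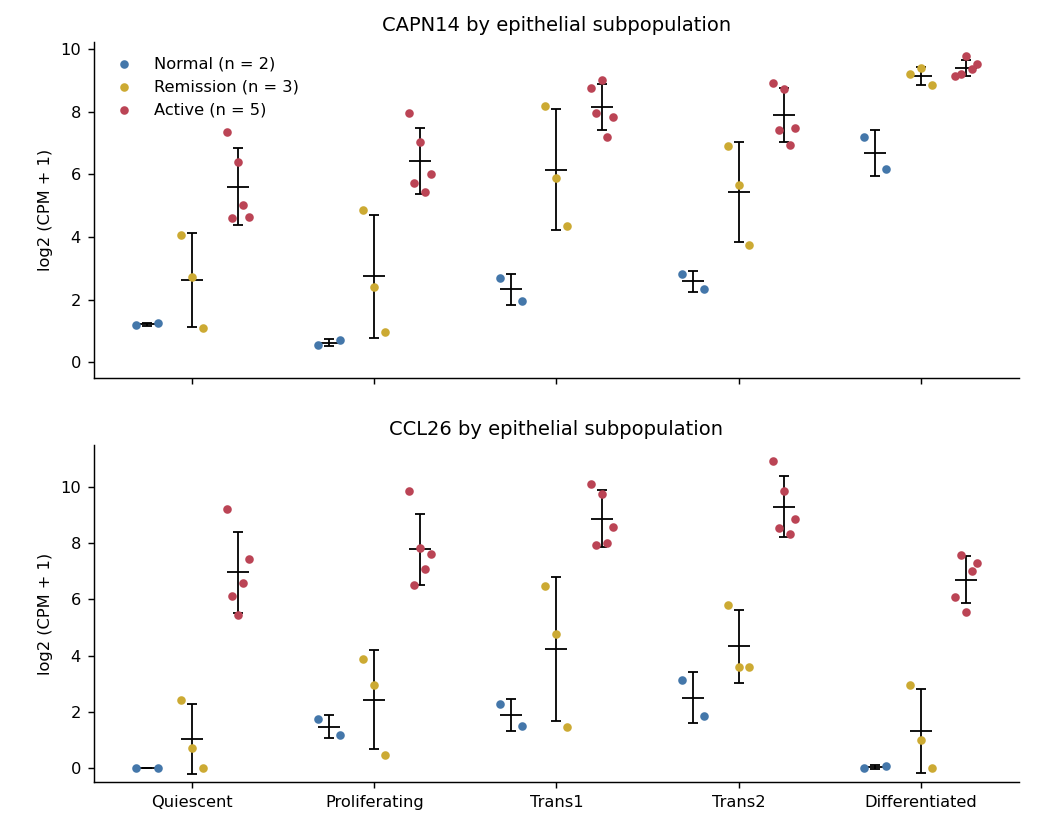
CAPN14 and CCL26, as log2(CPM + 1), in each epithelial subpopulation by disease status; points are samples. CAPN14 averages 108 CPM in Differentiated-like cells of normal and 681 CPM in active EoE.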

Notably, expression of *CAPN14*, the protein product of the main EoE susceptibility locus (2p23), and expression of *CCL26*, the critical driver of the eosinophilic infiltration in EoE, paralleled each other, suggesting common regulation in response to IL-13; they were significantly upregulated throughout the EEU. Focusing on the genes significantly dysregulated in the epithelium of patients with active EoE compared with control individuals (Figure 7B), we assessed their expression in the larger cohort of the patients with EoE by bulk RNA-Seq (Supplemental Figure 7B). The majority of the genes showed a similar pattern of transcriptional change, suggesting that the epithelium is a major regulator of their expression. Most active EoE genes had normalized expression in EoE remission with the notable exceptions of *CAPN14* and *IFFO2* (encoding Intermediate Filament Family Orphan 2). These 2 genes remaining significantly upregulated in the Differentiated^lo/hi^ cells suggests a fixed defect. 

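Between remission and normal, CAPN14 in Differentiated-like cells had a mean of 570.5 ± 109 CPM in remission (SD, n = 3) and an edgeR log2 fold change of 2.40 (standard error 0.51, BH-adjusted p = 0.0771), so it was not called, although DESeq2 per subpopulation called it, as did edgeR without a filter on low counts and without remission sample 3. IFFO2 (ENSG00000169991, chromosome 1, 19230774 to 19283170) went from 0.368 ± 0.185 CPM in normal to 3.05 ± 1.02 in remission and 53.0 ± 43.7 in active EoE, with an edgeR log2 fold change of 6.86 (standard error 1.02, BH-adjusted p = 8.19e-04) in active EoE and 2.81 (standard error 0.97, BH-adjusted p = 0.356) in remission. The active call of IFFO2 was lost with sums thinned to the smallest, and the remission comparison was called without a filter on low counts and without integration. CCL26 in Differentiated-like cells had 5.20 (standard error 1.41, BH-adjusted p = 0.207) in remission in edgeR, and was called by DESeq2 on 50 sums and by edgeR without a filter on low counts, without integration or without remission sample 3.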

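By mean CPM, CAPN14 in Differentiated-like cells of remission was near its level in active EoE, 570.5 against 681, while IFFO2 was not, 3.05 against 53.0. Remission was not tested against active EoE for single genes, and 3 samples taken once do not show whether a level persists.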

Notably, the EoE risk variant rs28530674 (risk allele frequency 0.04; *P* = 3 × 10^–7^; OR, 1.83) is located within *IFFO2* gene (22). Collectively, these findings demonstrate dynamic disease-dependent expression of genes genetically associated with food allergy/EoE, signify the interplay of the identified heterogeneous esophageal cell types, and delineate the full trajectory of the EEU to allergic inflammatory responses in the esophagus.

## Discussion

Overall, our study provides a global view of cellular and molecular machinery of the esophageal epithelium during homeostasis and an allergically inflamed state at the single-cell level. We report high-resolution transcriptional mapping of the human EEU under homeostatic and inflamed conditions, going beyond classical morphologic analysis of the epithelium. By applying bulk RNA-Seq and scRNA-Seq analyses and pseudotime analysis, we identify the molecular and functional properties and map the spatial localization of 6 major epithelial subpopulations that varied in a disease-dependent manner. We defined the developmental trajectory of the human EEU as the following progression: *KRT15^hi^* quiescent cells → *TOP2A*^+^ proliferating cells → 2 transitioning cell subpopulations defined by expression of *DSP* and *SERPINB3* → 2 *KRT6^hi^* differentiated cell subpopulations that expressed metallothioneins and antimicrobial proteins (e.g., *RNASE7*). By assessing cellular and transcriptional properties of the EEU in the esophageal tissue of individuals with allergic inflammation, we define the dynamic interplay of these epithelial subpopulations as a function of disease state and activity. We determine that allergic inflammation, as assessed in human EoE, is associated with a blockade of the last step of the differentiation program. This differentiation blockade leads to the loss of terminally differentiated cells and hyperproliferation of less mature epithelial subpopulations yet stability of the quiescent, stem cell–enriched basal epithelial compartment. This blockade is associated with and likely driven by a failed transcriptional mechanism involving nuclear receptors in the most differentiated epithelial cells and altered cell-to-cell communication involving the NOTCH signaling pathway. Notably, despite histologic remission of allergic inflammation in inactive EoE, the cellular composition and gene expression signatures of the epithelial subpopulations of EoE remission were distinguishable from those of healthy controls, indicating that remission is a transitory state between the homeostatic and inflamed esophagus and is poised to relapse. We present evidence that susceptibility genes for a range of allergic diseases (e.g., food allergy) are expressed by all 6 epithelial compartments, indicating the importance of each cell subpopulation in different aspects of disease pathogenesis and supporting cooperative pathogenesis at the single-cell level. Collectively, our data highlight the previously unappreciated heterogeneity of the homeostatic and inflamed esophageal epithelium and provide a framework to better understand esophageal health and disease. The collective findings highlight the need for more extensive analysis of various parts of the esophagus in a larger group of patients in order to better understand the contribution of genetics, sex, comorbidities, and intensity of eosinophilic infiltration and to develop clinically relevant molecular diagnostic standards for the disease.

A fundamental property of the EEU that differs between humans and mice is the presence of the quiescent basal layer cells. These human cells have unique morphologic characteristics (e.g., cylindrical cells in contact with lamina propria) and are characterized by the gene expression of structural components (e.g., *KRT15*), TGF-β signaling proteins, HSP70 family chaperones, and epigenome modifiers (*MECP2*, linker histone H1.0 and polycomb repressor complex genes) (3, 23). Under homeostatic conditions, only 2%–5% of the esophageal basal cells are actively dividing (1, 24), consistent with the basal layer being a prime source of the epithelial stem cells. In individuals who undergo chemotherapy and radiation therapy for cancer treatment, approximately 20% of the basal cells of the squamous epithelium of the oral cavity become actively proliferating (25). Remarkably, in the allergic inflamed esophagus, the proportion of basal cell proliferation remains unchanged; most of these cells remain quiescent despite the major increase in the proliferating compartment consistent with the histologically defined basal zone hyperplasia (Figure 4 and ref. 26). These findings suggest the existence of a cell-to-cell communication program that simultaneously increases the proliferation of the upper epithelial layers and preserves the quiescent status of the basal cells. Several signaling pathways have been previously implicated in the regulation of the esophageal epithelial proliferation and differentiation under homeostatic and allergically inflamed conditions, including NOTCH, WNT, and BMP (27–29). Though many of the NOTCH pathway–related genes were dysregulated in EoE, their expression was not limited to the quiescent basal subpopulation. In contrast, insulin-like growth factor binding protein 3 (*IGFBP3*) was increased in EoE and was the most differentially expressed genes in the epithelial basal layer compared with the suprabasal cells. IGFBP proteins are critical regulators of the insulin-like growth factor (IGF) signaling pathway that modulates cell survival, proliferation, and differentiation (30). IGFBPs bind with high affinity to IGF, thereby precluding it from binding to the receptor. Under physiologic and pathologic conditions (e.g., asthma), IGFBPs are subjected to proteolytic degradation by various serine and metalloproteases, thus facilitating IGF binding to the receptor (30). In the homeostatic esophagus, the Trans2 subpopulation is enriched in genes associated with proteolytic activity, whereas in the inflamed esophagus, dysregulated expression of proteases and protease inhibitors occurs throughout the EEU. For example, the cysteine protease *CAPN14* that is normally expressed in the differentiated cells is upregulated in all epithelial subpopulations. The serine peptidase inhibitors *SPINK5* and *SPINK7* are also enriched in the differentiated epithelium in the homeostatic esophagus, but they are depleted in the inflamed esophagus (31). However, *SERPIN*s, whose expression is confined to the Trans2 subpopulation in control biopsies, are highly upregulated in other epithelial subpopulations in active EoE, suggesting that compartmentalization of the proteolytic activity is an integral part of the EoE-altered innate antiinflammatory properties of the esophagus. Whether epithelial proteases of the homeostatic and inflamed esophagus regulate IGFBP processing and subsequent IGF signaling, and the functional consequences of these events, requires further investigation. IGFPB3 also exerts an IGF-independent effect on cell proliferation by regulating NF-κB signaling in a caspase-dependent manner (32); this pathway recently has been implicated in the maturation and release of the critical proallergic alarmin IL-33 that is uniquely expressed in the quiescent basal layer cells in active EoE as part of an allergen-sensing pathway (26, 33). Our results collectively highlight the potentially critical role of the basal layer cells in propagating allergic inflammatory responses in EoE via multiple mechanisms that do not require proliferation.

Functional characteristics of the differentiated epithelial subpopulations are consistent with their primary role in protecting the underlying tissue against environmental insults. Accordingly, the transcriptional signature of the differentiated cells is enriched in genes that regulate keratinization, cornification, cell-to-cell junction organization, and antibacterial responses. The Differentiated^hi^ subpopulation specifically expresses ribonuclease A family member 7 (*RNASE7*), a protein that has broad-spectrum antimicrobial activity against bacteria and fungi. Loss of *RNASE7* expression may be related to the dysbiosis observed in individuals with active EoE (34, 35). Moreover, differentiated cells express peptidyl arginine deiminase (PADI) and transglutaminase (TGM) genes that drive calcium-dependent protein deamination (citrullination) and structural protein crosslinking. Although these processes have been primarily implicated in keratinization of the skin epithelium and hair development (36, 37), esophagus-specific expression of *PADI1*, *PADI3*, and *TGM3* in the differentiated cells in the EEU and their loss in active EoE underscore that overlapping molecular mechanisms are involved in the formation of the esophageal epithelial barrier. This notion is further supported by a damaging mutation in *PADI3* being associated with uncombable hair syndrome, central centrifugal cicatricial alopecia, and active EoE (38, 39).

Another mechanism of the barrier formation by the differentiated esophageal epithelium may involve nuclear receptors, such as retinoid acid receptor RXRA and a member of the NR1 subfamily RORA. These are ligand-regulated TFs that have been implicated in epithelial differentiation and skin homeostasis (40, 41). Notably, TFs that were downregulated in the most differentiated epithelial cells in active EoE compared with control biopsies were highly enriched in the nuclear hormone receptors. Moreover, *RORA* recently has been identified as a genetic susceptibility risk locus in EoE by a GWAS (42), collectively signifying the potential role of this pathway in the protective function of the homeostatic esophageal epithelium.

Differentiated^hi^ epithelial cells are characterized by specific expression of cysteine-rich metal-binding proteins, called metallothioneins, that sequester zinc, copper, and heavy metal ions (43). These proteins emerge as modulators of innate and adaptive immunologic responses, primarily as regulators of zinc metabolism and protection of cells against oxidative stress (44). Increased production of reactive oxygen species has been linked to the imbalance between self-renewal and differentiation of the esophageal epithelial cells caused by altered BMP signaling in EoE (28). Metallothionein expression is dramatically decreased in active EoE, likely due to loss of the Differentiated^lo/hi^ subpopulations, and it is induced by proton pump inhibitors, which are widely used for treating EoE (45). These findings suggest involvement of zinc- and copper-mediated processes in EoE pathogenesis and warrant further investigation of the immunomodulatory properties of metallothioneins in the esophageal epithelium.

Chronicity is a leading feature of EoE, as clinical and histologic features of esophageal inflammation persist over time in most individuals (46). Despite initial improvement in symptoms, endoscopic characteristics, and histology of the esophageal biopsies in response to pharmacologic and dietary interventions, most individuals quickly relapse after cessation of medications, consistent with a fraction of the EoE transcriptome being refractory to treatment (47–49). The disease remission is primarily defined by the histologic assessment of the eosinophil density in the esophageal biopsies, which is not always sufficient to explain the symptoms. For example, pain is not well correlated with eosinophil counts (50). Our analysis reveals that the cellular composition of the esophageal biopsies in disease remission is marked by the decreased proportion of the differentiated compartment and increased proportion of the proliferating and transitioning compartments compared with those of healthy controls. Despite largely normalized gene expression and histologic remission in inactive disease, the single-cell epithelial differentiation program blocked at the differentiation stage in active EoE is only partially reversed in inactive disease, indicating that remission is a transitory state between the homeostatic and inflamed esophagus and is poised to relapse. It is tempting to speculate that esophageal epithelial cells maintain epithelial inflammatory memory similar to their skin counterparts (51, 52) and, thus, contribute to disease relapses. In the homeostatic esophageal epithelium, expression of *CAPN14*, which is genetically linked in EoE, is confined to the Differentiated^lo/hi^ subpopulations. In contrast, in active EoE *CAPN14* expression is detected in the transitioning and quiescent cells, where it remains highly expressed even in EoE remission. Notably, CAPN14-mediated cleavage of DSG1, PPL, and DSP can trigger the loss of epithelial barrier integrity (53, 54). As TSLP release is highly responsive to the loss of epithelial barrier integrity (55) and the quiescent subpopulation specifically expresses *TSLP* (Figure 2B), these findings provide a plausible mechanism for disease relapse and underscore the necessity for improved diagnostic criteria for disease remission based on a molecular, single-cell profiling platform.

## Methods

### Subject inclusion criteria and biopsy sample acquisition.

Biopsies and blood samples were acquired systemically from individuals who were having an endoscopy for EoE or related symptoms at CCHMC. EoE was defined by a histologic finding of ≥ 15 esophageal eosinophils per microscopic high-power field with clinical symptoms. EoE remission (inactive EoE control) was defined by a history of EoE and an esophageal tissue eosinophil count of < 2 eosinophils/HPF at the time of biopsy. Healthy controls were defined by no history of EoE and a negative endoscopy with 0 eosinophils/HPF at the time of biopsy. Individuals’ clinical and demographic information was obtained from the electronic medical record and research questionnaires.

### Endoscopic biopsy processing.

For each sample, 3 biopsies from the distal esophagus of a donor were collected into RPMI medium with 10% FBS, kept on ice, and transported to the research laboratory within 30 minutes. The biopsies were then transferred into EDTA buffer (5 mM EDTA, 10% FBS, 1 mM HEPES in PBS) for 15 minutes in a 37°C water bath, washed once with PBS, minced, and then subjected to collagenase A digestion (Roche, 10103578001, derived from Clostridium histolyticum, 2 mg/mL) in 10% FBS-RPMI at 37°C for 30 minutes. The resulting suspension was diluted with 10 mL ice-cold PBS, passed through a 19 gauge needle 5 times, filtered through 2 layers of gauze, washed twice with ice-cold PBS (10 mL each), and then centrifuged at 450*g* for 5 minutes at 4°C, resulting in a visible, clear-edged, translucent pellet. Isolated cells were subjected to 10X Genomics sequencing in the CCHMC Gene Expression Core according to the manufacturer instructions.

### FACS.

Single-cell suspensions were generated from biopsies, and FACS was performed on ice for 30 minutes with the following antibodies: Invitrogen Live/Dead Yellow (catalog L34959, Thermo Fisher Scientific, LIVE/DEAD™ Fixable Yellow Dead Cell Stain Kit for 405-nm excitation), human PDPN PE (catalog 337003), human CD45 APC-Cy7 (catalog 304014), and human E-cadherin (E-cad) APC (catalog 324108) (all purchased from BioLegend Inc.). The 2 populations of interest were sorted by MoFlo machine under 2-way sorting settings with representative sorting chart shown (Figure 3A). Live singlet events were preselected by a Live/Dead+ FSC-A/FSC-H diagonal gate. The PDPN^hi^ population was defined and sorted as live CD45-PDPN^hi^E-cad^hi^ events, whereas the PDPN^lo^ population was defined as live CD45-PDPN^lo^E-cad^hi^ events. Sorting typically lasted around 30–45 minutes, with frequent agitation to collect the droplets attaching to the collection tube wall. Three biopsies collected from the distal esophagus typically yielded approximately 2500–10,000 epithelial cells in each subpopulation; they were subsequently collected into RPMI-1640 media supplemented with 10% FBS and pelleted/centrifuged for immediate RNA isolation procedures using RNeasy Micro Kit (Qiagen).

### Bulk RNA-Seq of FACS-sorted cells.

Total RNA was amplified using the Ovation RNA-Seq System v2 assay (Tecan Genomics) according to the manufacturer’s protocol. The libraries were prepared with the Nextera XT DNA Sample Preparation kit (Illumina Technologies). In total, 1 ng of cDNA was resuspended in Tagment DNA Buffer, and tagmentation (fragmentation and tagging with the adaptors) was performed with the Nextera enzyme (Amplicon Tagment Mix), incubating at 55°C for 10 minutes. Neutralize Tagment (NT) buffer was then added to neutralize the samples (part of the Nextera XT DNA Sample Preparation kit, Illumina Technologies). Libraries were prepared by PCR with the random primer Nextera PCR Master Mix and 2 Nextera Indexes (N7XX and N5XX) according to the following program: 1 cycle of 72°C for 3 minutes; 1 cycle of 98°C for 30 seconds; 12 cycles of 95°C for 10 seconds, 55°C for 30 seconds, and 72°C for 1 minute; and 1 cycle of 72°C for 5 minutes. The size of the libraries for each sample was measured using the Agilent HS DNA chip (Agilent Technologies). The samples were placed in a pool. The concentration of the pool was optimized to acquire at least 25 million to 30 million reads per sample. Libraries were sequenced on the Illumina HiSeq2500 following the manufacturer protocol using Paired-End Reads with a read length of 75 bps. RNA-Seq analysis was performed by BioWardrobe, as previously described (56).

### Colony-forming ex vivo assay and immunofluorescence of the colonies.

PDPN^hi^ and PDPN^lo^ cells were sorted in 200 mL of the SCM-68 medium, counted, and seeded in a 96-well plate together with 30,000 irradiated mouse fibroblasts NIH 3T3 that served as a feeder layer. SCM-68 medium contained freshly prepared cFAD medium and supplements. cFAD medium components were DMEM + Ham’s F12 ratio 3:1 v/v; FBS (2% final; Atlanta Biologicals, S10295); human insulin (5 mg/mL) (MilliporeSigma, 91077C); adenine (24.3 mg/mL) (MilliporeSigma, A2786); 3,3,5-triiodo-L-thyronine (T3) (2 × 10^–9^ M) (MilliporeSigma, T6397); hydrocortisone (0.4 mg/mL) (MilliporeSigma, H0888); cholera toxin (1 × 10^–10^ M), (MilliporeSigma, 227036); and antibiotic-antimycotic solution (Thermo Fisher Scientific, 15-240-096). Supplements included recombinant human R-Spondin 1 protein, CF (125 ng/mL) (R&D, 4645-RS/CF); Jagged-1 (1 mM) (AnaSpec, AS-61298); human Noggin (100 ng/mL) (Peprotech, 120-10C); Rock-inhibitor (2.5 mM) (InSolution, Y-27632); SB431542 (2 mM) (Cayman Chemicals, SB-431542); and Nicotinamide (10 mM) (MilliporeSigma, N0636). Colonies were typically counted 3–5 days after seeding. For immunofluorescence, primary epithelial cells were isolated by FACS as above and seeded at 20,000–50,000 cells with 30,000 feeder layer fibroblasts per well on the 8-well ibiTreat chambers (Ibidi, 80826) for 3 days before staining and imaging following a standard protocol. Antibodies used for staining were ITGA6 (BD Pharmingen, 551129), E-cad (R&D, AF648), SOX2 (Cell Signaling Technology, 3579), and cytokeratin 5 (Abcam, ab24647), all at a 1/200 dilution in 2% donkey serum (The Jackson Laboratory). Affinity-purified polyclonal secondary antibodies from the donkey serum were purchased from The Jackson Laboratory (stock no. 017-000-121). DNA was stained with Hoechst 33342 Solution (Thermo Fisher Scientific). Imaging was performed with a Nikon A1 inverted confocal microscope.

### Air-liquid interphase cultures.

Cells from the esophageal epithelial TERT-immortalized cell line EPC2 (a gift from Anil Rustgi, University of Pennsylvania, Philadelphia, Pennsylvania, USA) were differentiated following an air-liquid interface (ALI) protocol on 0.4 μm pore polyester permeable supports (Corning) in keratinocyte serum–free media (KSFM) (Invitrogen) as previously described (45). Cultures were treated with the NOTCH inhibitors DAPT (final concentration 20 μM) and Compound E (final concentration 1 μM) and with IL-13 (final concentration 100 ng/mL) starting at day 1 of the exposure to air. Transepithelial electrical resistance (TEER) was measured using an EVOM (World Precision Instruments).

### scRNA-Seq library preparation.

Single-cell suspensions were prepared from biopsies as described above. Bulk population cells were directly subjected to the 10X mass genomics chip (10X Genomics Inc.), targeting 10,000 simultaneously captured live events. Each cell was uniquely barcoded during the cDNA library generation by Single Cell 3′ Reagent Kits v2 per the manufacturer instructions and subsequently sequenced on an Illumina HiSeq 2500 at the CCHMC DNA Sequencing and Genotyping Core.

### scRNA-Seq data analysis.

All scRNA-Seq data were processed using Cell Ranger version 3.0.2 and the hg19 reference. The UMI count matrix was imported to Seurat (10) for postprocessing and downstream analysis. For each sample, doublets were first filtered out using Scrublet (57). Then, cells either with high mitochondrial reads, a low number of detected genes, or excess UMI counts were discarded. The UMI count matrix was normalized and scaled following the standard Seurat pipeline by adjusting for mitochondrial read counts and UMI counts. After the post processing, samples were integrated in 2 different ways: (a) by the disease status (i.e., healthy control, EoE remission, and active EoE) and (b) by all 10 samples using Seurat to compare the cellular population repertoire in an unbiased manner. Preliminary clustering was performed using the top 20 principal components to detect major cell types first, including epithelial cells and others, and this information was projected onto UMAP (58). Also, marker genes were called for cell type confirmation, detecting genes exclusively expressed in distinct populations. To do so, we performed a series of pairwise differential expression analyses against each of all the other cell clusters using the “FindMarkers” function in Seurat with the parameters log_2_FC > 0.25 and minimal proportion of cells expressing a gene (min.pct) > 0.1, and we selected genes that were commonly highly expressed in each cluster. Epithelial cells were selected for the second-round clustering to identify subpopulations, and marker gene identification was performed the same way. This process was repeated for all 10-sample integrations and for each group-wise integration independently to confirm the similar cellular repertoire of epithelial subpopulations. The proportion of each cell type was measured for each sample and was compared between the different disease statuses using a 2-tailed Student’s *t* test to examine the change by the disease status. Detailed maps of quiescent and proliferating cells were also examined by combining PDPN^lo^ or PDPN^hi^ marker gene expression patterns and cell cycle mapping by Seurat in a UMAP. Pseudotime analysis was performed using Slingshot for all 10-sample integrations to map each cell from different groups onto a common pseudotime axis, which corresponded to the human esophageal epithelial differential trajectory. Cell densities along the epithelial differentiation pseudotime were visualized and compared across the different EoE statuses using a density plot, and a 2-tailed Student’s *t* test was performed to test the significance. Likewise, the same *t* test was performed to compare cell density changes in quiescent basal, proliferating basal, and proliferating suprabasal cells. Overall sample-to-sample similarity in the epithelial cellular repertoire was visualized by hierarchical clustering based on the epithelial subpopulation proportion vector using a Pearson correlation coefficient as a similarity measure under Ward’s criteria (59).

When comparing the expression profile of epithelial subpopulations between different EoE statuses, we sought to detect robust changes by utilizing the statistical power of the biological replicates. Therefore, rather than simply pooling all cells from biological replicates into single subpopulation clusters, we converted the UMI matrix into pseudo-bulk RNA-Seq data by summing UMI counts per gene for each sample per epithelial subpopulation, using a total of 50 pseudo-bulk RNA-Seq data (10 samples × 5 clusters). We subsequently performed differential gene expression analysis using DESseq2 (17) comparing healthy control versus EoE remission and healthy control versus active EoE. Thus, we were able to detect robust sets of EoE-dysregulated genes not biased to a specific sample. Genes with a FC > 1.5 and FDR-adjusted *P* < 0.05 were selected as differential genes. GO analysis was performed using Enrichr (60). We noticed that many of the EoE differentiation genes were dysregulated, especially in the differentiated cells. Thus, we performed another differential analysis comparing the extreme 2 ends of cell clusters, quiescent cells and differentiated cells, for each of the disease status (healthy control, EoE remission, active EoE) samples. Genes differentially expressed as a function of epithelial differentiation and by EoE status for each epithelial subpopulation were pooled and subjected to hierarchical clustering to examine the EoE-dependent dysregulation of gene expression required for epithelial differentiation. We identified 3 types of patterns: (a) Type 1 were severely dysregulated (induce or repressed) in active EoE versus healthy control; (b) Type 2 were moderately dysregulated (induced or repressed) in active EoE versus healthy control; and (c) Type 3 were normally expressed (i.e., a similar level of expression as that of healthy control). GO analysis was performed for these groups of genes using Enrichr (60). The list of all human TFs was obtained from Lambert et al. (61) for the visualization of their expression level in epithelial subpopulations and their changes by disease status. TF expression was visualized in 2 ways: a short list and an extended list. The short list of TFs was prepared by identifying exclusively expressed TFs in each subpopulation, and the extended list was prepared by identifying TFs that display altered expression between any subpopulations.

### Data availability.

Next-generation sequencing data have been uploaded to GEO under the accession nos. GSE201154 (bulk RNA-Seq) and GSE201153 (scRNA-Seq).

### Statistics.

Statistical results were performed with GraphPad Prism, version 9, software. Data are reported as mean ± SD. For comparison of 2 groups, statistical significance was determined by unpaired, 2-tailed Student’s *t* tests. For comparison of more than 2 groups, 1-way ANOVA was used. *P* < 0.05 was considered significant. The χ^2^ test with Yates correction with the 2-tailed *P* value was used.

### Study approval.

Samples were obtained following informed consent under the auspices of the IRB of CCHMC (no. 2008-0090).

## Author contributions

TW and MER designed the study; TW and MR performed experiments; MK, PJB, NBBM, and HWL analyzed the data; MR, JMC, HWL, and MER wrote the manuscript; and MER supervised the study. All authors reviewed and edited the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

## Figures and Tables

**Figure 1:**
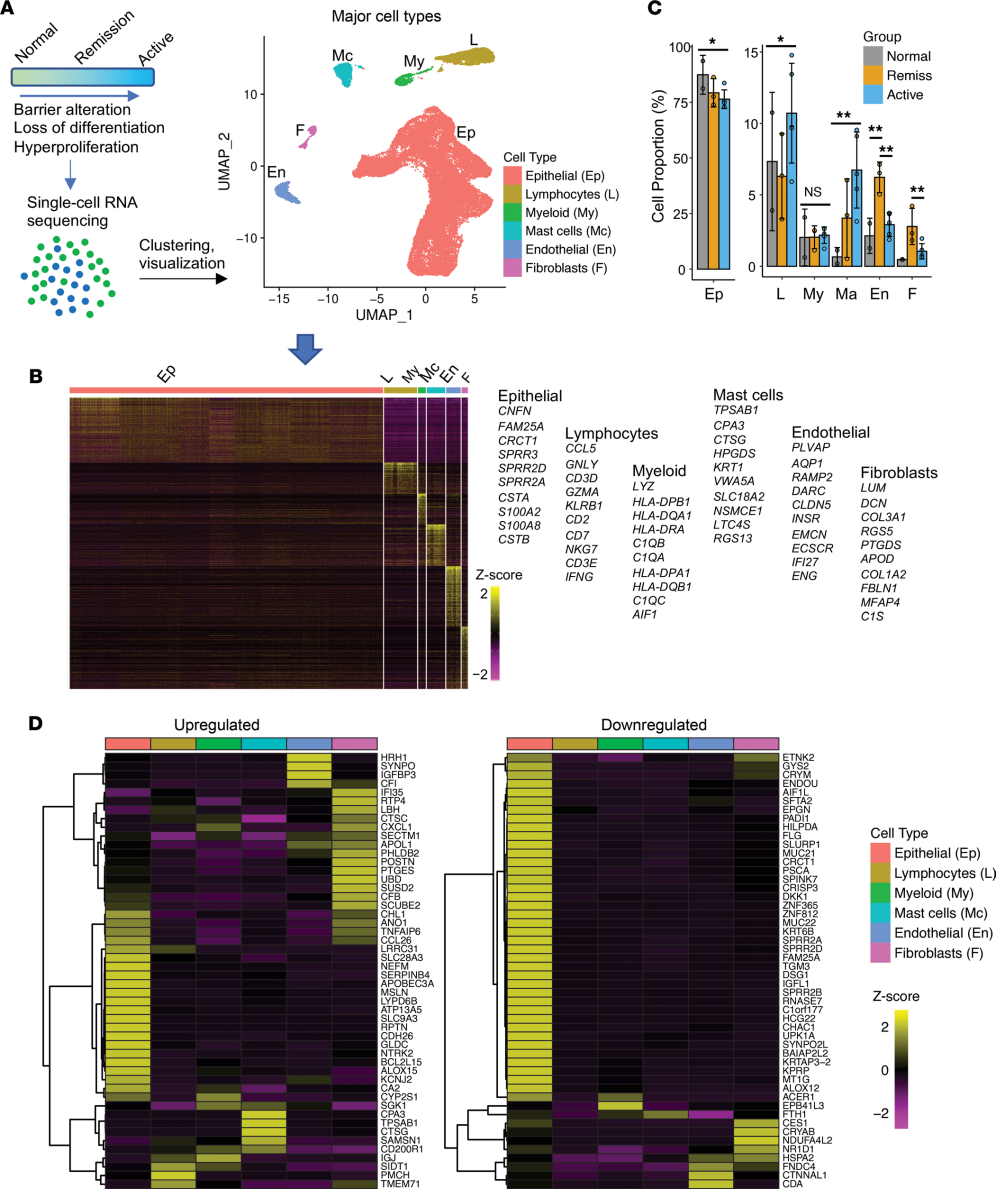
Single-cell analysis of human esophageal biopsies delineating major esophageal cell types. (**A**) Schematic representation of the experimental design and the uniform manifold approximation and projection (UMAP) of all samples depicting major cell types from the esophageal biopsies. *n* = 2, healthy controls (normal); *n* = 3, EoE in remission (remission); *n* = 5, active EoE inflammation (active). (**B**) Marker gene expression heatmap of major cell types and top 10 representative genes per cell type. Each column represents a single cell, and each row represents an individual gene. (**C**) Quantification of the cell types and comparison of their proportion by disease status. *P = 0.06; **P < 0.05; 2-tailed Student’s *t* test. Data are shown as mean ± SD. (**D**) Heatmap of average expression of all 10 samples for top 50 upregulated and downregulated genes from the bulk RNA-Seq EoE transcriptome (6) stratified by the cell type.

**Figure 2:**
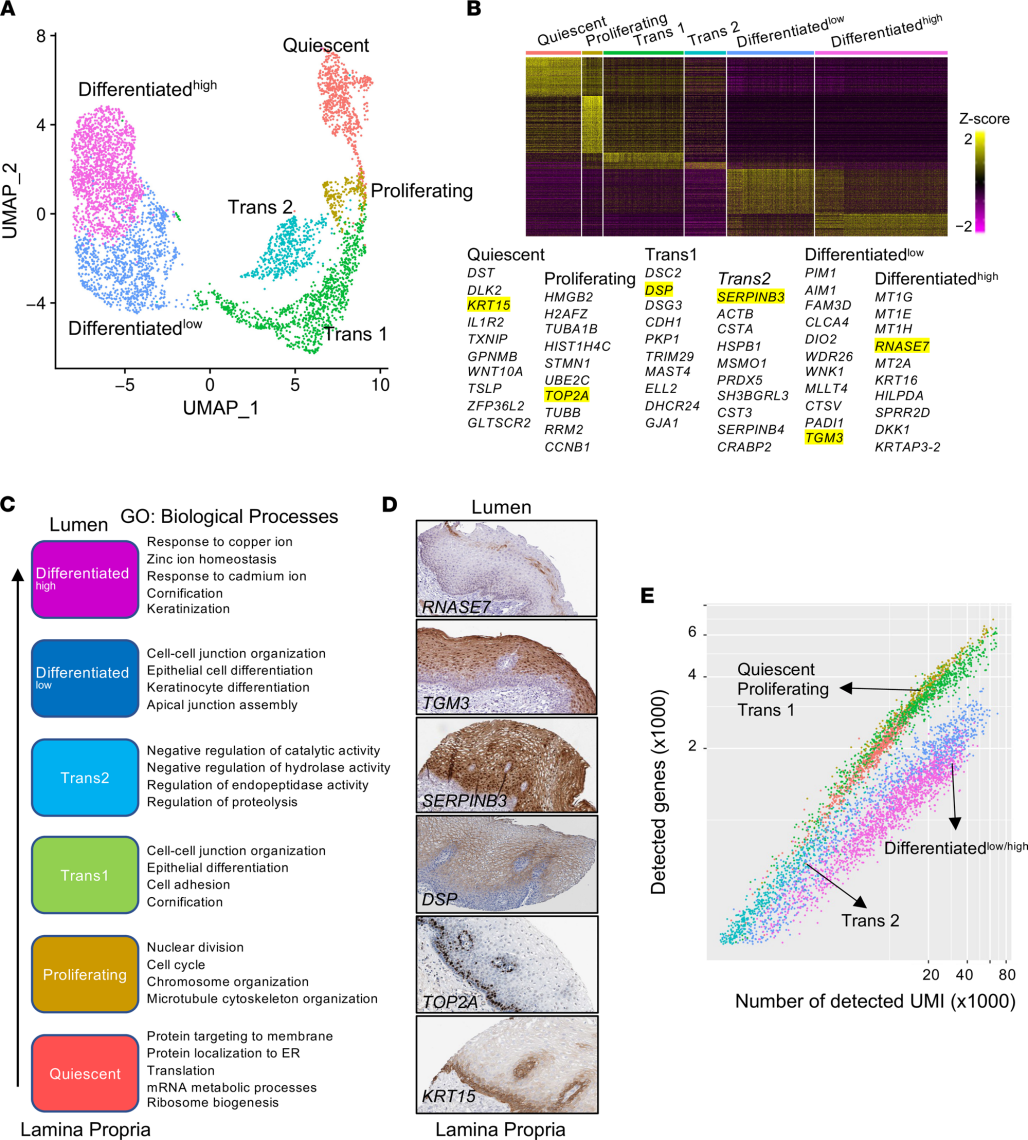
scRNA-Seq analysis of homeostatic (normal) esophageal epithelium. (**A**) UMAP projection depicting 6 esophageal epithelial subpopulations. (**B**) Marker gene expression heatmap and top 10 representative genes of epithelial subpopulations. Each column represents a single cell, and each row represents an individual gene. Genes highlighted in yellow are accompanied by IHC images in **D**. (**C**) The spatial organization of the epithelial subpopulations in the esophageal epithelium. Arrow indicates the direction of the putative differentiation program from the basal cells adjacent to the lamina propria toward the lumen. Most significant biological process GO terms are shown for each subpopulation. (**D**) IHC images of the representative markers (yellow highlighting in **B**) are screenshots from the Human Protein Atlas (HPA) for each subpopulation. See the HPA for magnification of original images (4). (**E**) Scatter plot of UMI counts versus number of detected genes per cell showing relatively smaller number of expressed genes in the differentiated subpopulations. Color coding is the same as in **A**.

**Figure 3:**
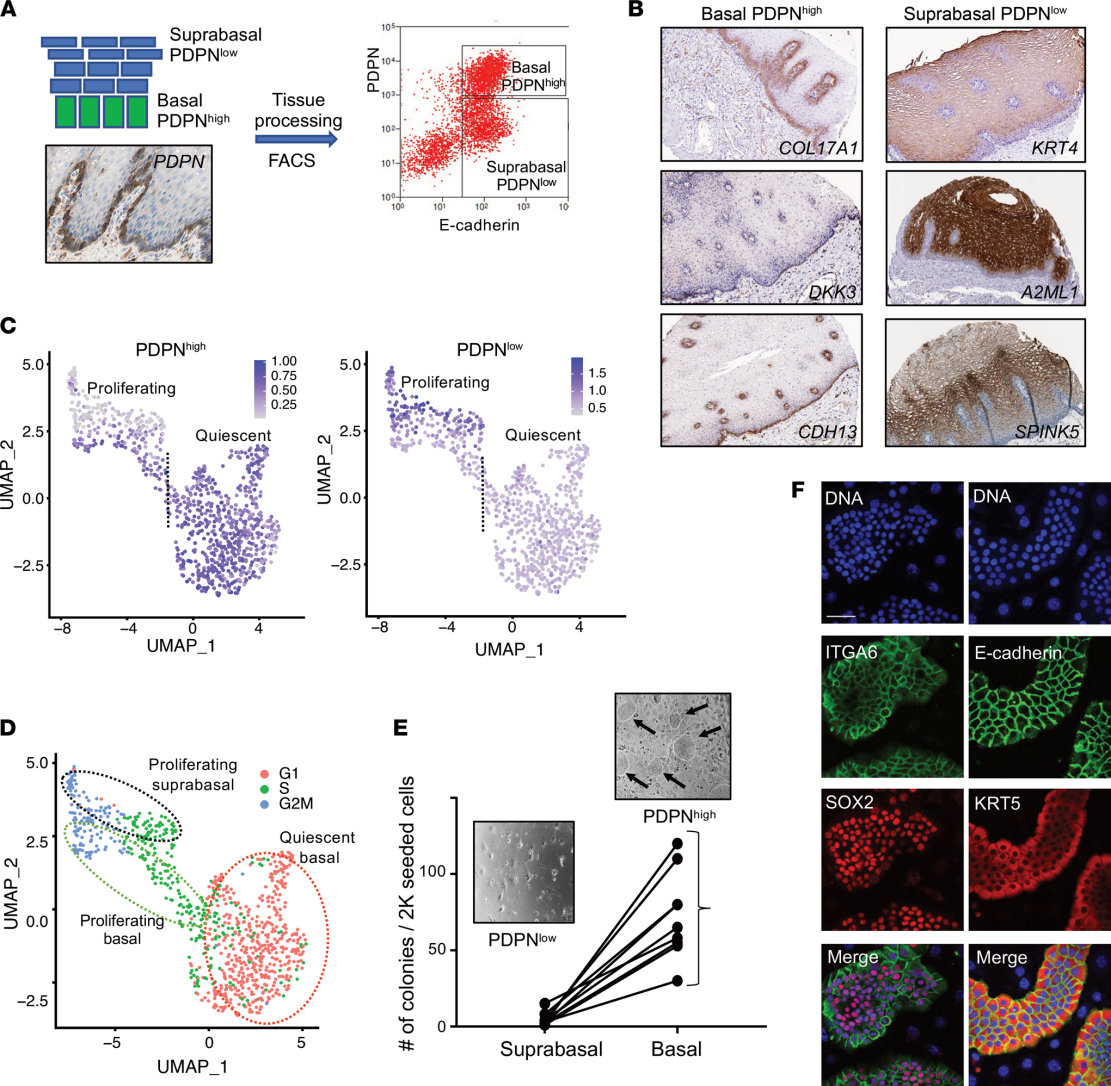
Functional and molecular properties of the human esophageal basal layer cells in homeostasis. (**A**) Schematic representation of the experimental design to purify and characterize basal layer cells (upper left). Podoplanin (PDPN) staining depicting basal layer localization from the Human Protein Atlas (HPA) (lower left). A representative FACS plot shows the gating strategy to purify PDPN^hi^ for basal cells and PDPN^lo^ for suprabasal cells (right). (**B**) IHC images are screenshots from HPA of the representative markers for basal and suprabasal cells identified by differential analysis of bulk RNA-Seq data comparing PDPN^hi^ and PDPN^lo^ cells; see the HPA for magnification of original images (4). (**C**) Average expression of top 20 PDPN^hi^ and PDPN^lo^ marker genes projected onto UMAP of quiescent and proliferating cells from healthy controls distinguishing basal and suprabasal cells; the dotted line separates quiescent and proliferating cells. (**D**) Cell cycle status of cells inferred by Seurat projected onto UMAP of quiescent and proliferating cells. (**E**) Ex vivo colony-forming assay for sorted basal and suprabasal cells. Each line represents cells from a biopsy obtained from a distinct individual. A total number of colonies per 2000 seeded cells are plotted. Representative images of the high-power microscopic field show colony growth of basal PDPN^hi^ cells (arrows; upper image, ×10 magnification). Cells in the PDPN^lo^ image are mitotically inactivated murine fibroblasts that served as feeder layer cells for colony growth. (**F**) Immunofluorescence images of the colonies grown from the PDPN^hi^ cells. Scale bar: 50 μM.

**Figure 4:**
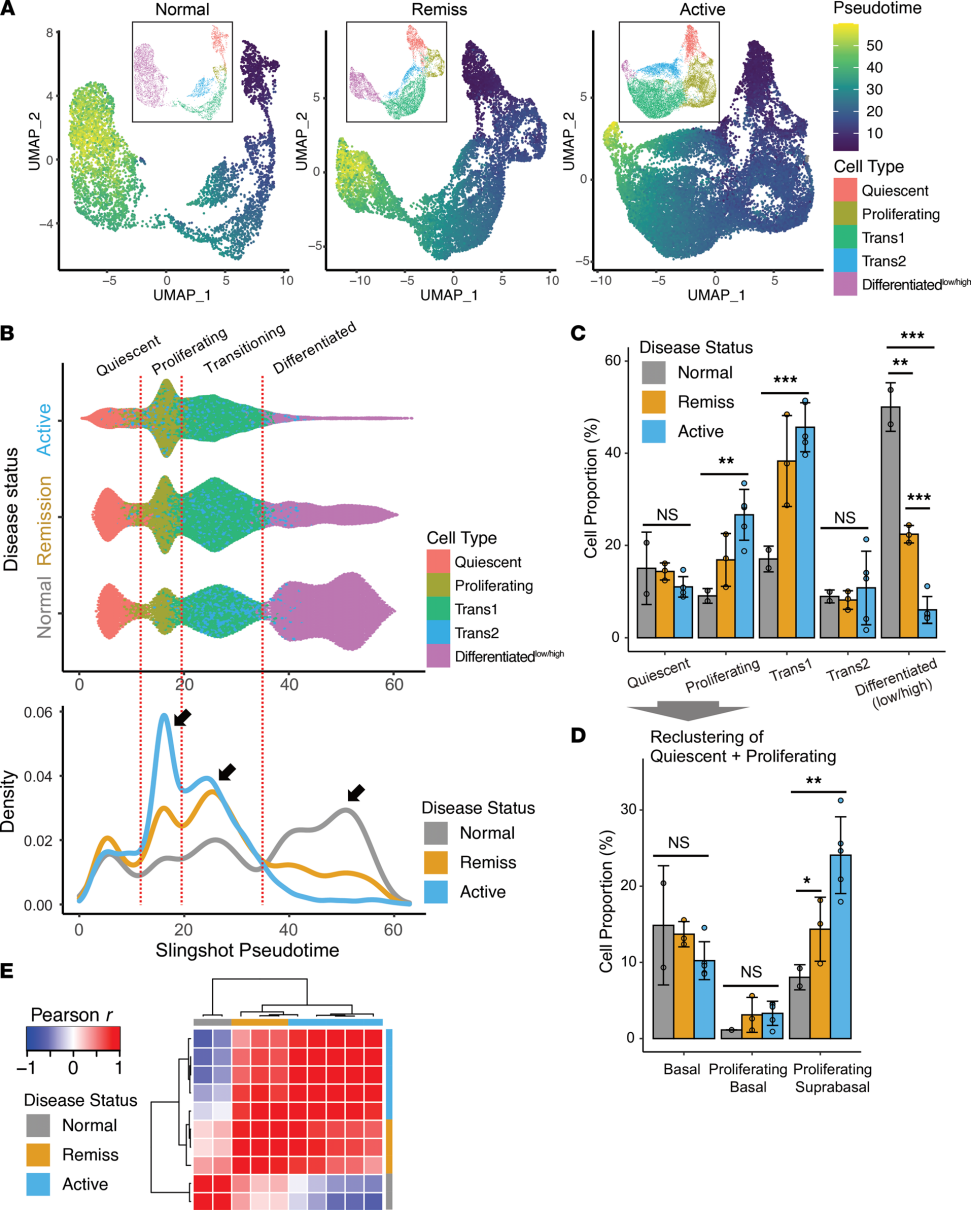
Human esophageal epithelial responses in allergic inflammation. (**A**) Slingshot pseudotime of esophageal epithelium differentiation projected onto UMAP in color scale for healthy controls (Normal), EoE remission (Remiss), and active EoE (Active). Insets show the epithelial subpopulations identified by unbiased clustering. (**B**) Swarm and density plots showing cell densities along the pseudotime. (**C** and **D**) Statistical comparison of the epithelial subpopulation composition among the disease states. *P < 0.05; **P < 0.01; ***P < 0.001 by 2-tailed Student’s *t* test. Data are shown as mean ± SD. (**E**) Hierarchical clustering of all 10 samples comparing the epithelial subpopulation composition by disease status using Pearson correlation coefficient as a similarity measure (healthy controls [Normal], EoE remission [Remiss], and active EoE [Active]). Each column represents an individual sample.

**Figure 5:**
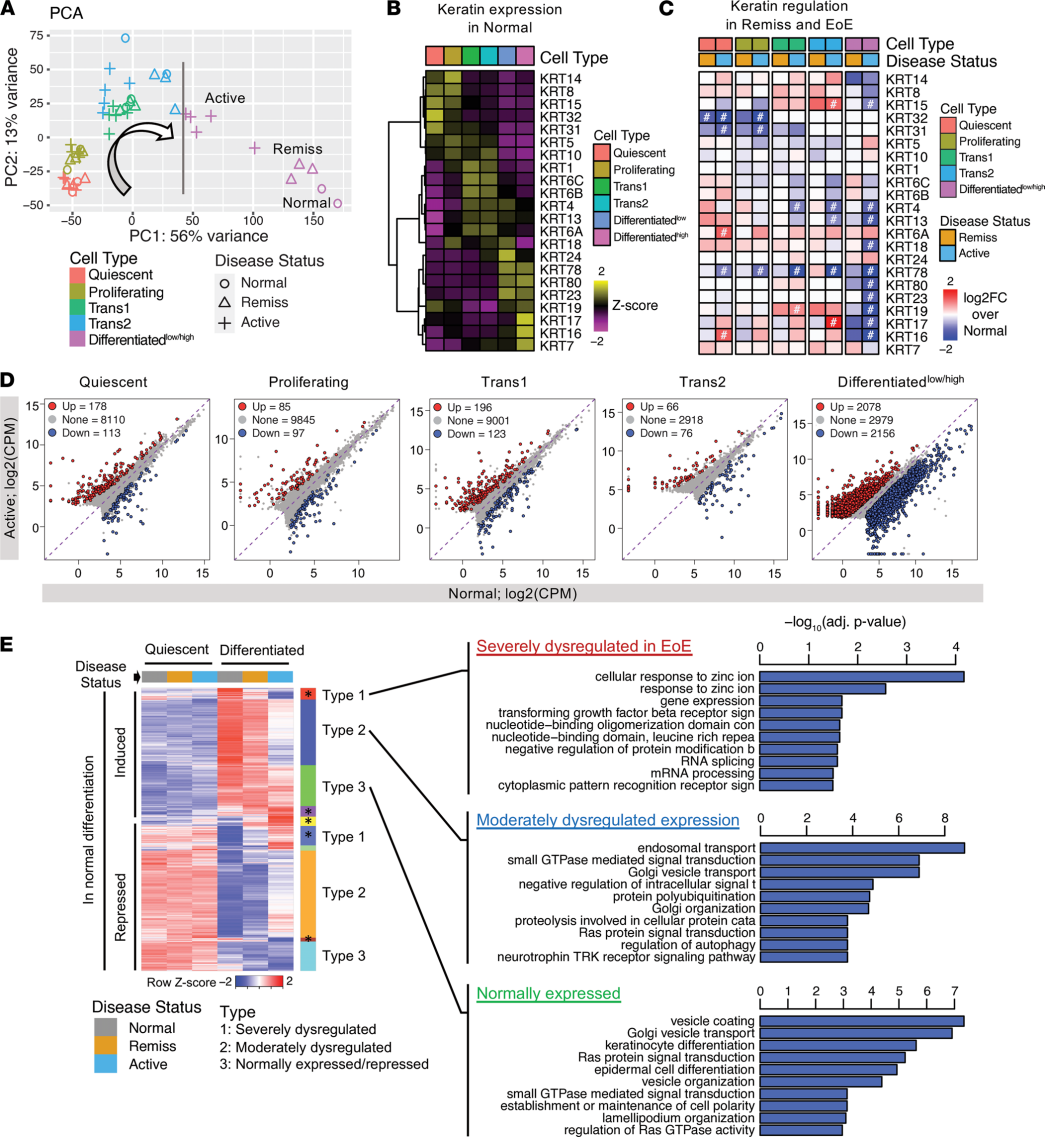
Pseudo-bulk RNA-Seq analysis to compare gene expression dysregulation and epithelial cell fate of human esophageal epithelial subpopulations by disease status. (**A**) Principal component analysis (PCA) of the pseudo-bulk RNA-Seq samples derived from scRNA-Seq by summing UMI counts per gene per epithelial subpopulation per biopsy. The arrow shows developmental trajectory; the vertical line represents developmental blockage in active EoE. (**B**) Hierarchical clustering heatmap of keratin gene expression in the healthy control epithelium (Normal). (**C**) Log_2_ fold change (log_2_FC) of keratin gene expression in active EoE (Active) and EoE remission (Remiss) samples compared with normal by the differential expression analysis of the pseudo-bulk RNA-Seq (^#^FDR-adjusted *P* < 0.05). Genes are ordered the same as in **B**. Note that the Differentiated^hi^ and Differentiated^lo^ cell subpopulations are represented by one unified cell population. (**D**) Scatter plots show differentially expressed genes in epithelial subpopulations of active EoE (EoE) compared with healthy controls (NL) (FC > 1.5 and FDR-adjusted *P* < 0.05). (**E**) Hierarchical clustering heatmap of differentially expressed genes between Differentiated and Quiescent epithelial subpopulations in the normal and diseased esophagus. Two groups of genes are observed that are either induced or repressed upon normal differentiation. In each group, induced or repressed, 3 types of patterns are observed: Type 1, severely dysregulated; Type 2, moderately dysregulated; and Type 3, normally expressed (induced or repressed). Asterisks denote genes that remain dysregulated in EoE remission. Top significantly enriched biological process GO terms are presented for the differentiation-induced genes.

**Figure 6:**
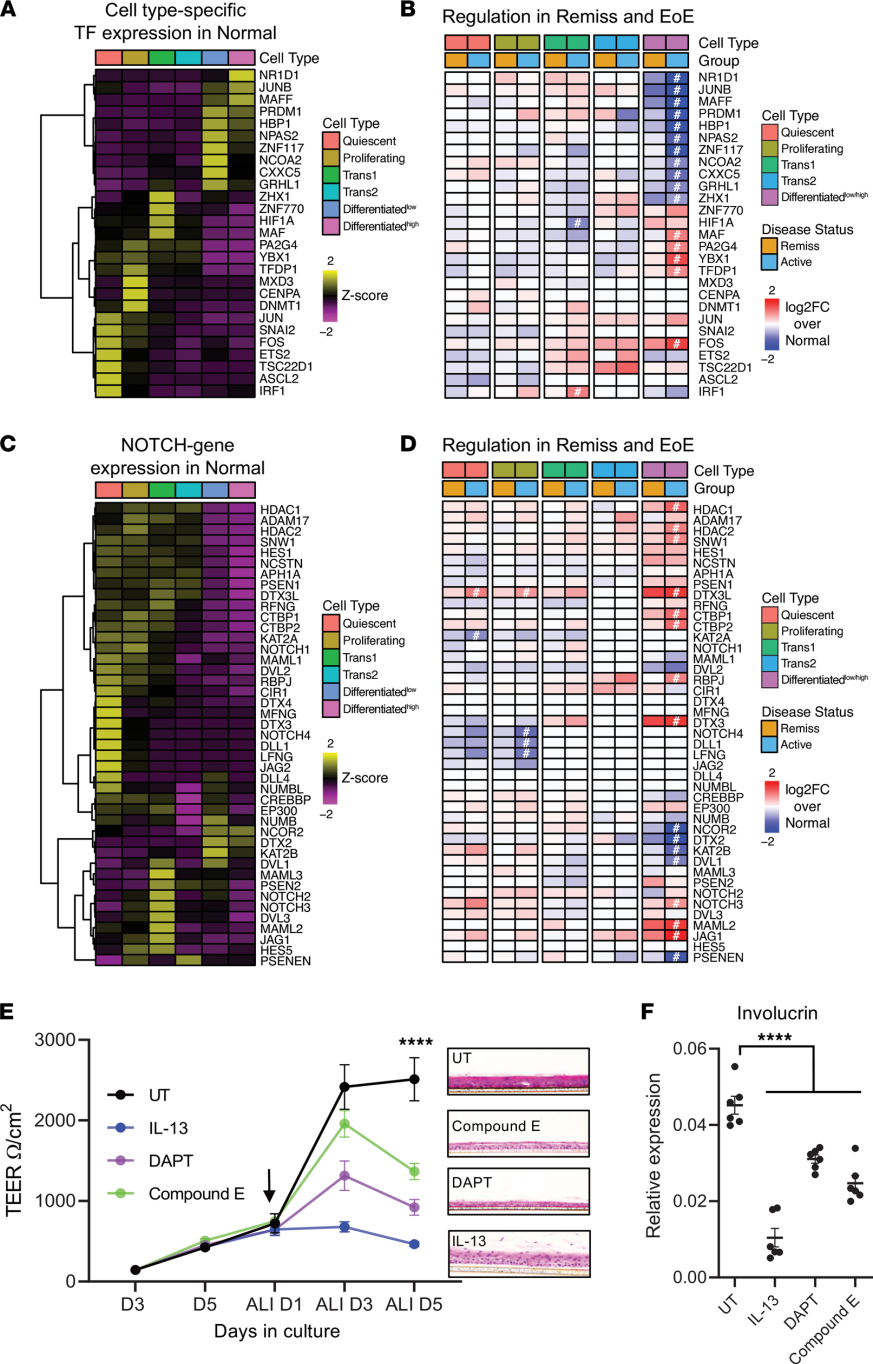
Expression of transcription factors and NOTCH-related genes in human esophageal epithelial cells. (**A**) Gene expression heatmap of subpopulation-specific transcription factors (TF) in the healthy control esophagus (Normal). (**B**) Log_2_FC of the subpopulation-specific TFs in the active EoE (Active) and remission EoE (Remiss) esophagus compared with the normal esophagus by pseudo-bulk RNA-Seq differential analysis (^#^FDR-adjusted *P* < 0.05). Genes are ordered the same as in **B**. (**C**) Gene expression heatmap of the NOTCH signaling pathway genes (KEGG) in the normal epithelial subpopulations. (**D**) Log_2_FC of the NOTCH gene expression in the active EoE (Active) and remission EoE (Remiss) esophagus compared with the normal esophagus by pseudo-bulk RNA-Seq differential analysis (^#^FDR-adjusted *P* < 0.05). Genes are ordered the same as in **C**. For **B** and **D**, Differentiated^hi^ and Differentiated^lo^ cell subpopulations are represented by 1 unified cell population. (**E**) Transepithelial electrical resistance (TEER) was measured in the EPC2 cells grown at the air-liquid interface (ALI) and treated as indicated. Data are from 3–5 independent experiments performed in triplicate. Data are shown as mean ± SEM. ****P < 0.0001 for ALI day 5 (D5) compared with untreated (UT), by 1-way ANOVA. Insets show representative H&E staining of the ALI cultures (×10 magnification). (**F**) Relative expression of involucrin in the EPC2 cells grown at the ALI for 5 days (ALI D5). Expression was normalized to *GAPDH*. Combined data for 3 independent cultures performed in duplicates is shown; data are shown as mean ± SEM. ****P < 0.0001 compared with UT, by 1-way ANOVA.

**Figure 7:**
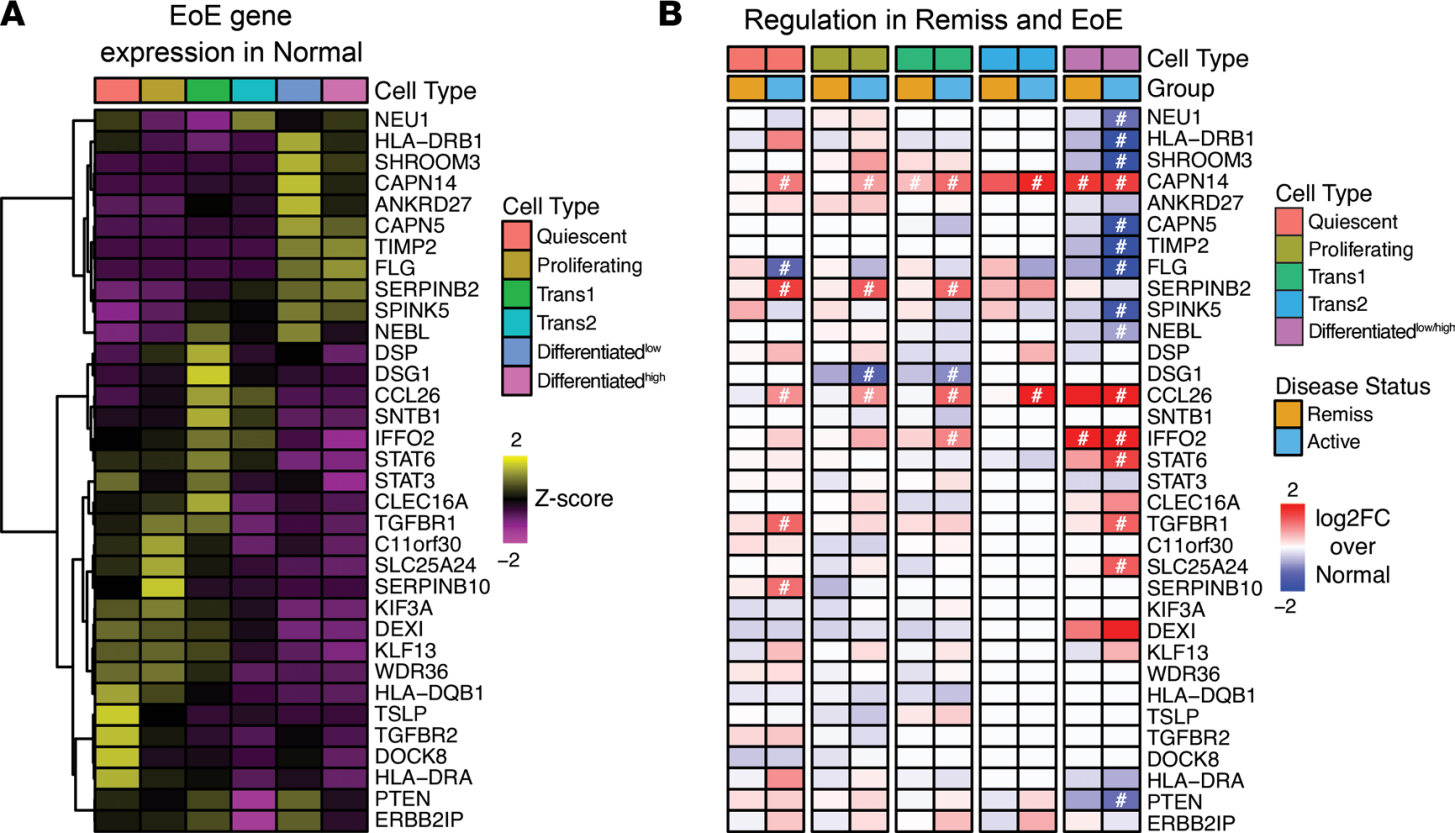
Expression of the epithelial genes genetically linked to EoE and food allergy. (**A**) Gene expression heatmap of 34 genes genetically linked to EoE and food allergy by genome-wide association (GWAS), Mendelian association, or candidate gene approaches delineated by the epithelial subpopulations in the healthy control esophagus (Normal). (**B**) Log_2_FC of the genetically linked genes in the active EoE (Active) and EoE remission (Remiss) esophagus compared with healthy control obtained by pseudo-bulk RNA-Seq differential analysis (^#^FDR-adjusted *P* < 0.05). Genes are ordered the same as in **A**. Note that the Differentiated^hi^ and Differentiated^lo^ cell subpopulations are represented by 1 unified cell population.

# Supplementary material for: Single-cell RNA-Seq of human esophageal epithelium in homeostasis and allergic inflammation
**Source:** JCI Insight. 2022 Jun 8;7(11):e159093. doi: 10.1172/jci.insight.159093

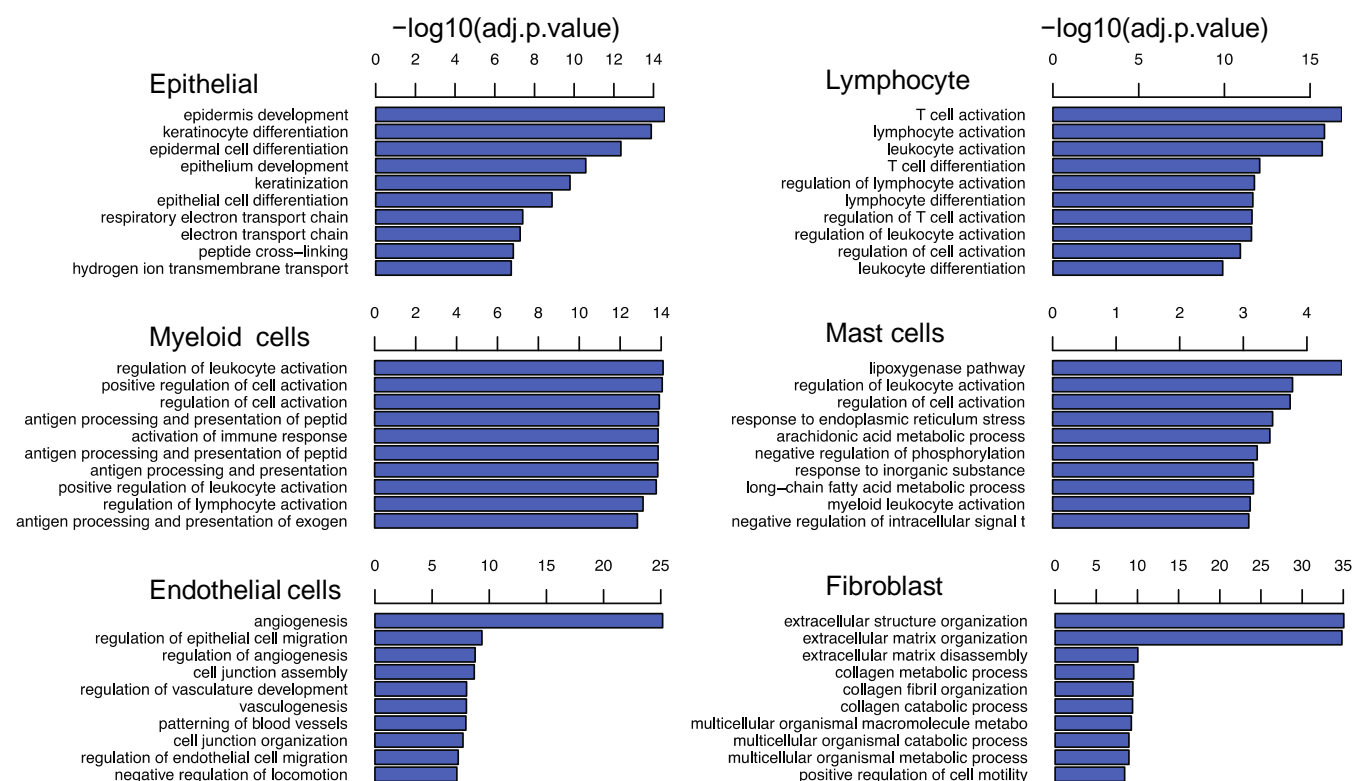

Supplemental Figure 1

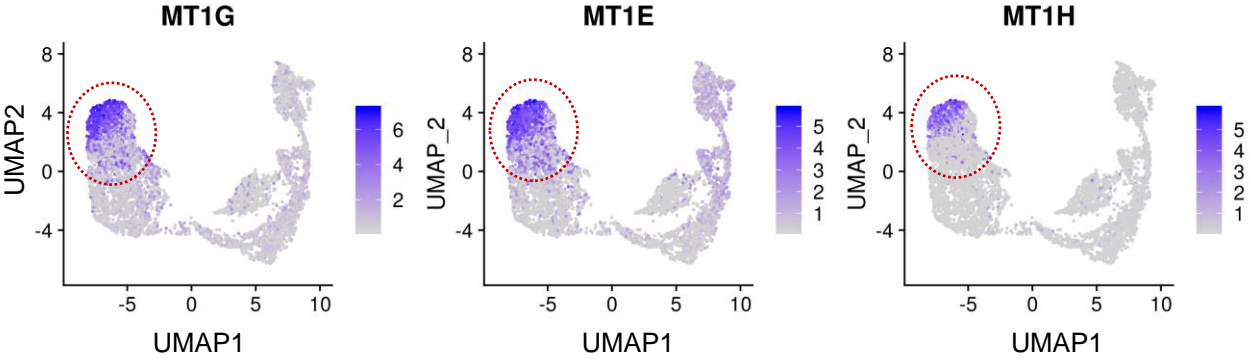

Supplemental Figure 2

A

Gene Ontology

PDPN<sup>high</sup> (basal)

PDPN<sup>low</sup> (suprabasal)

cell adhesion  
biological adhesion  
extracellular matrix organization  
extracellular structure organization  
morphogenesis  
cell migration  
localization of cell  
cell motility  
hemidesmosome assembly  
regulation of cell adhesion

epidermis development  
epithelial cell differentiation  
skin development  
epithelium development  
epidermal cell differentiation  
membrane assembly  
keratinocyte differentiation  
membrane biogenesis  
cornification  
cornified envelope assembly

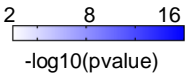

B

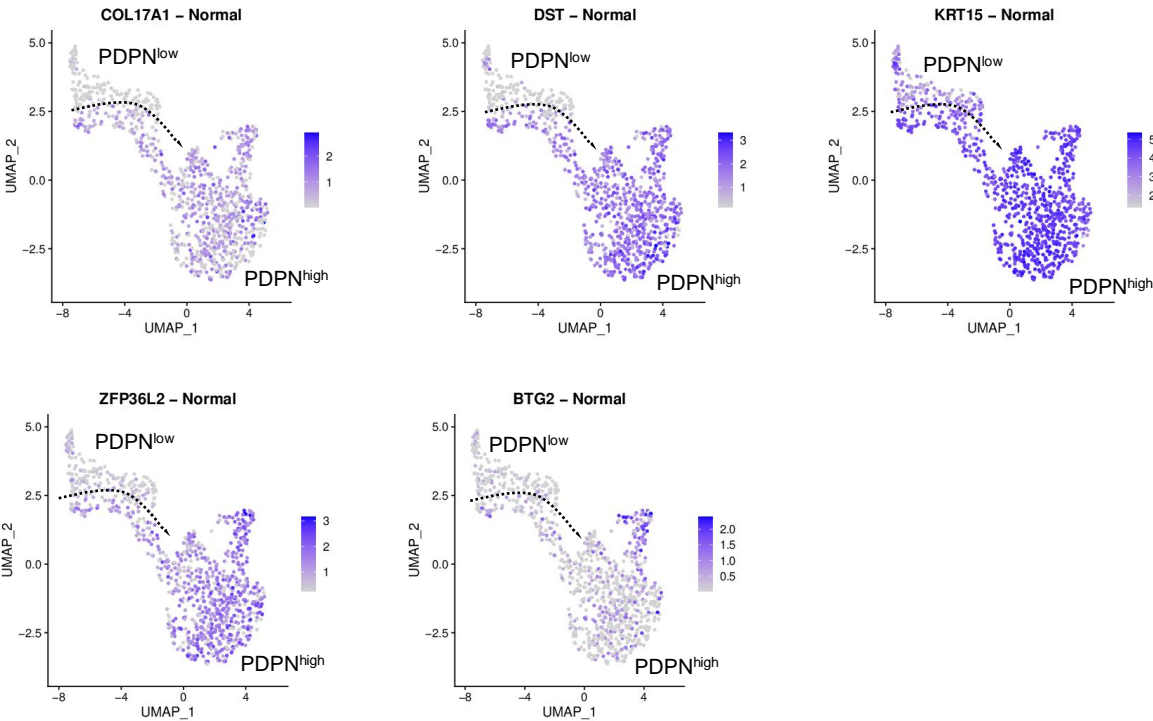

Supplemental Figure 3

A

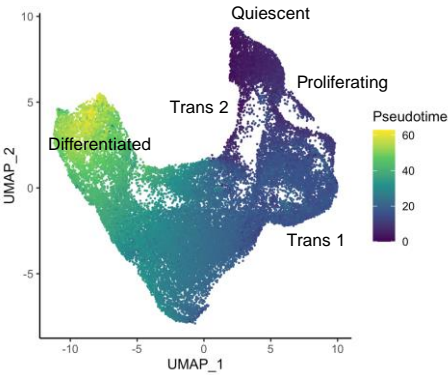

B

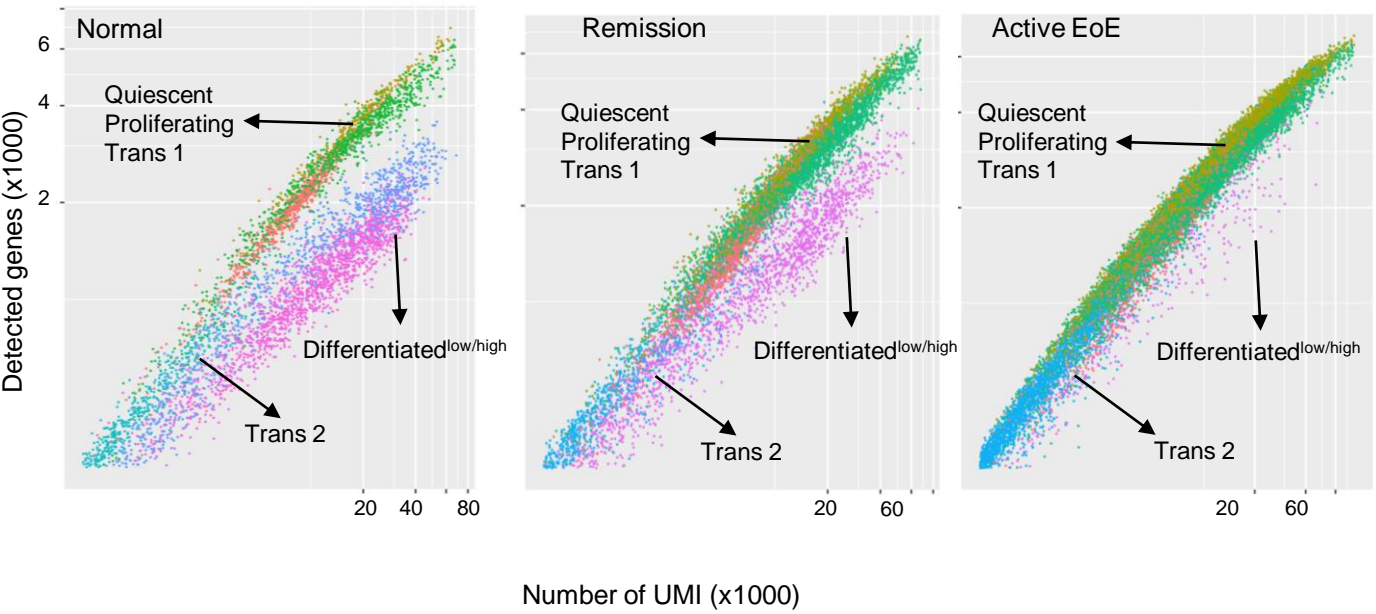

Supplemental Figure 4

A

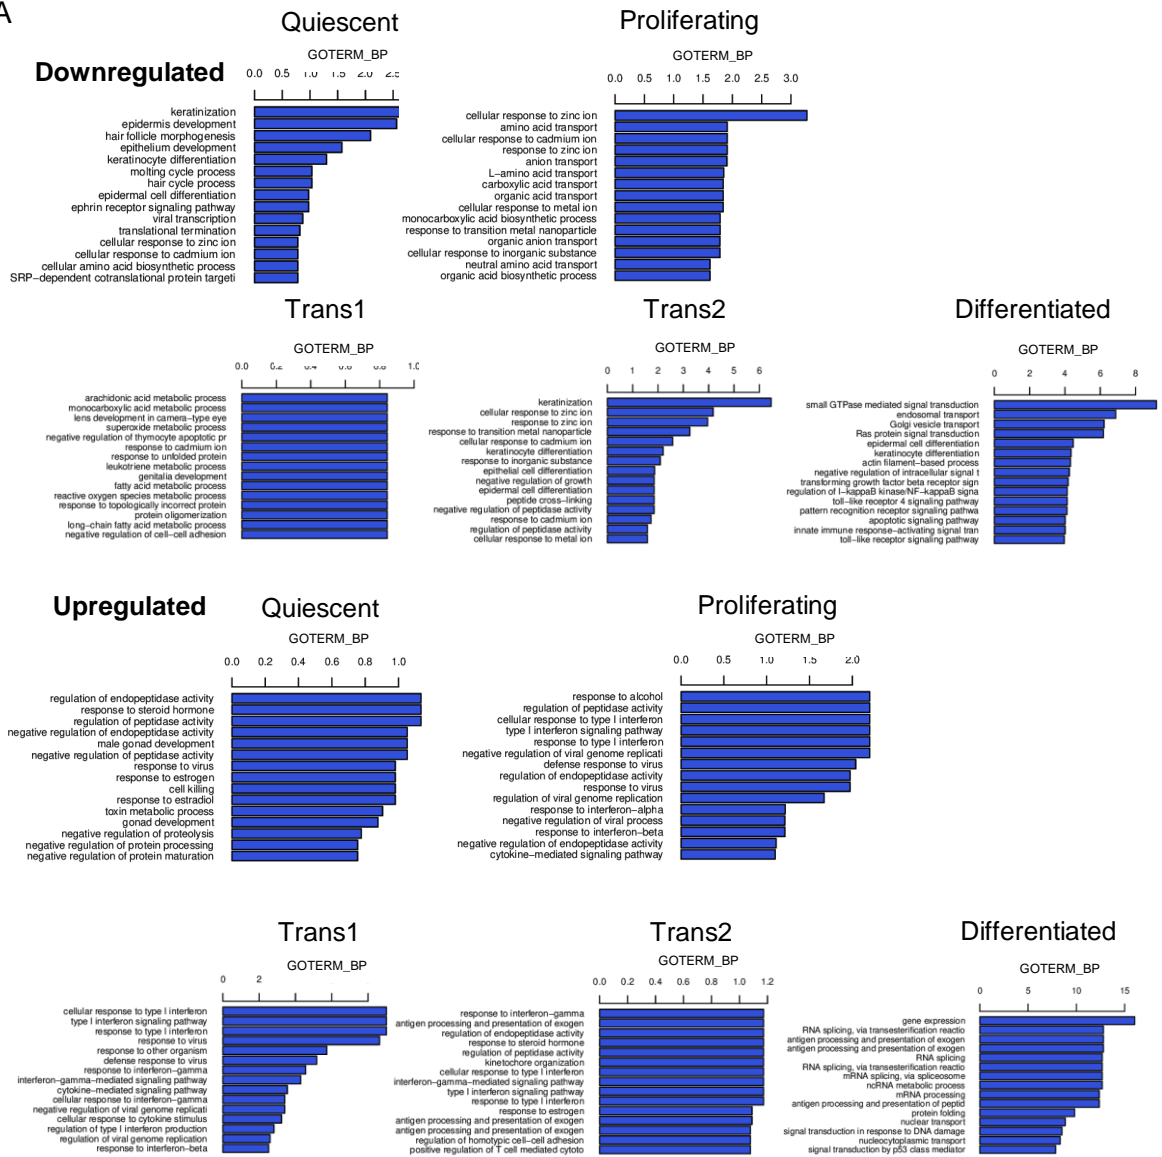

B

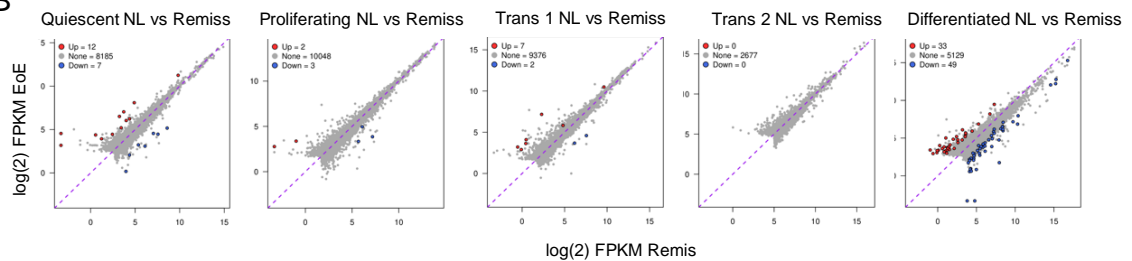

Supplemental Figure 5

A

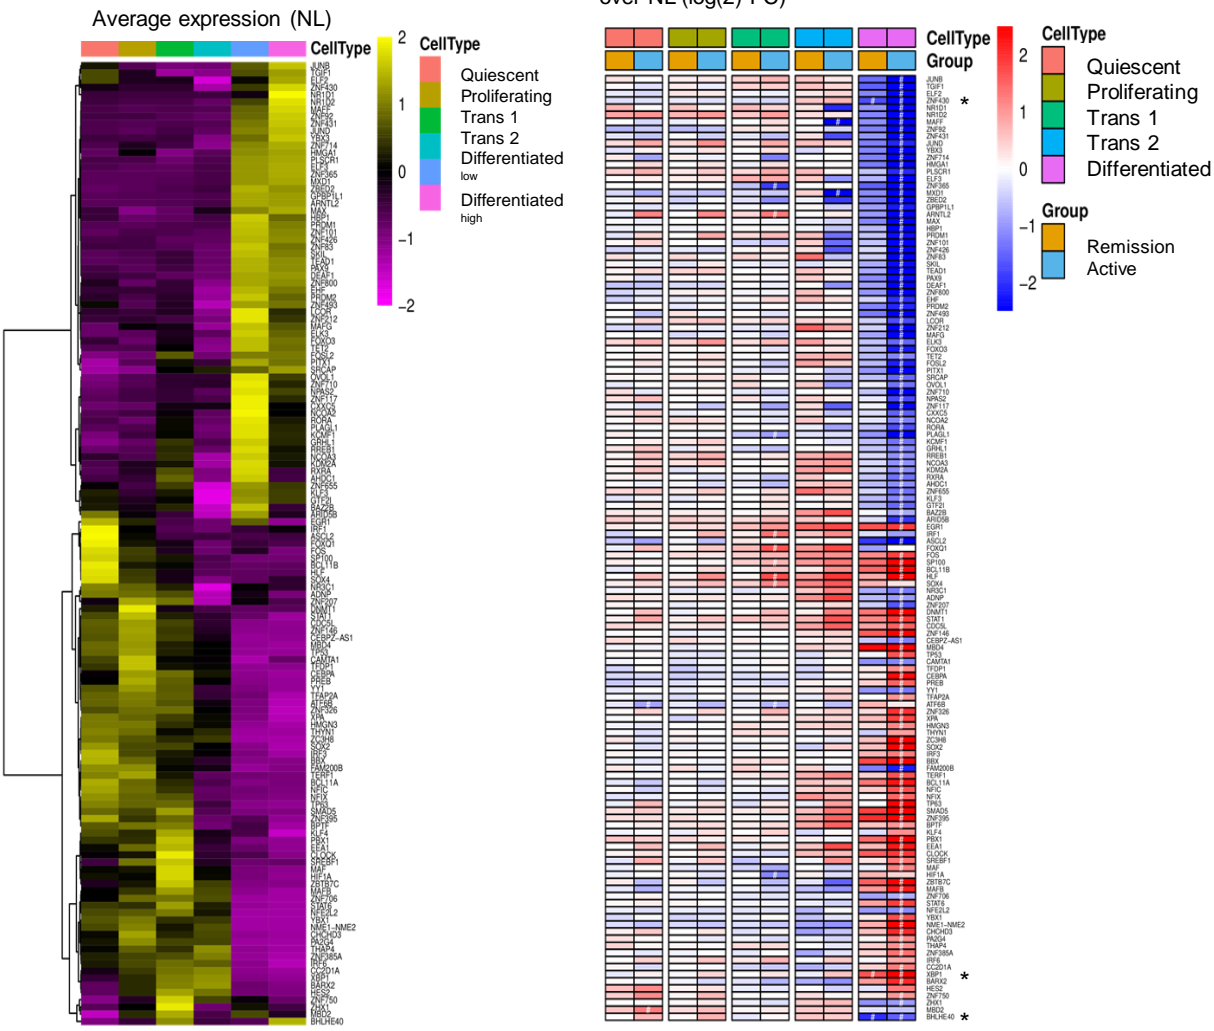

B

Downregulated

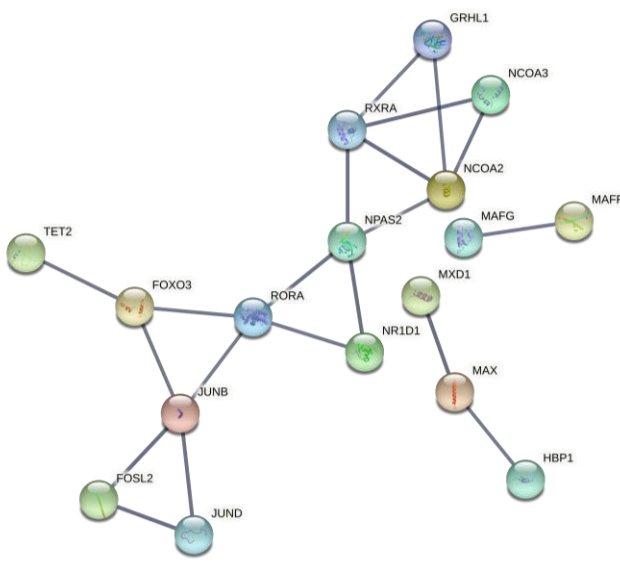

C

Upregulated

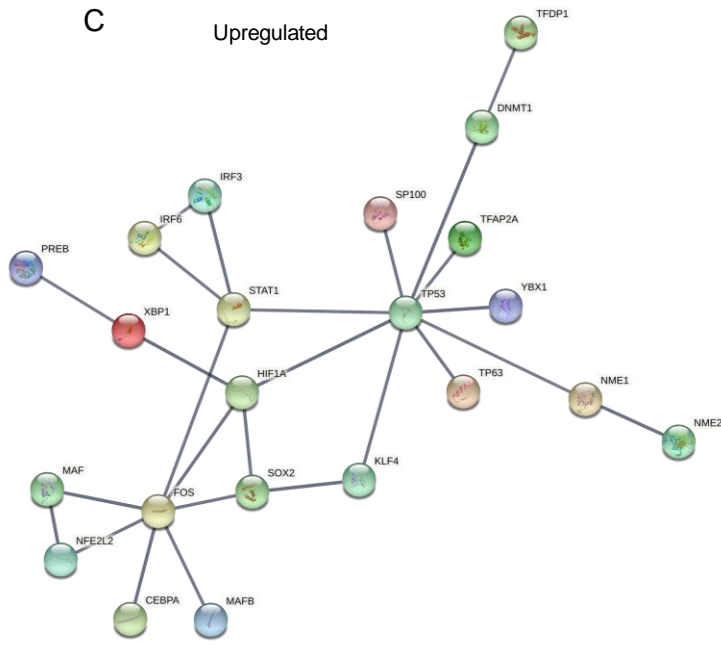

Supplemental Figure 6

A

GWAS  
N=52

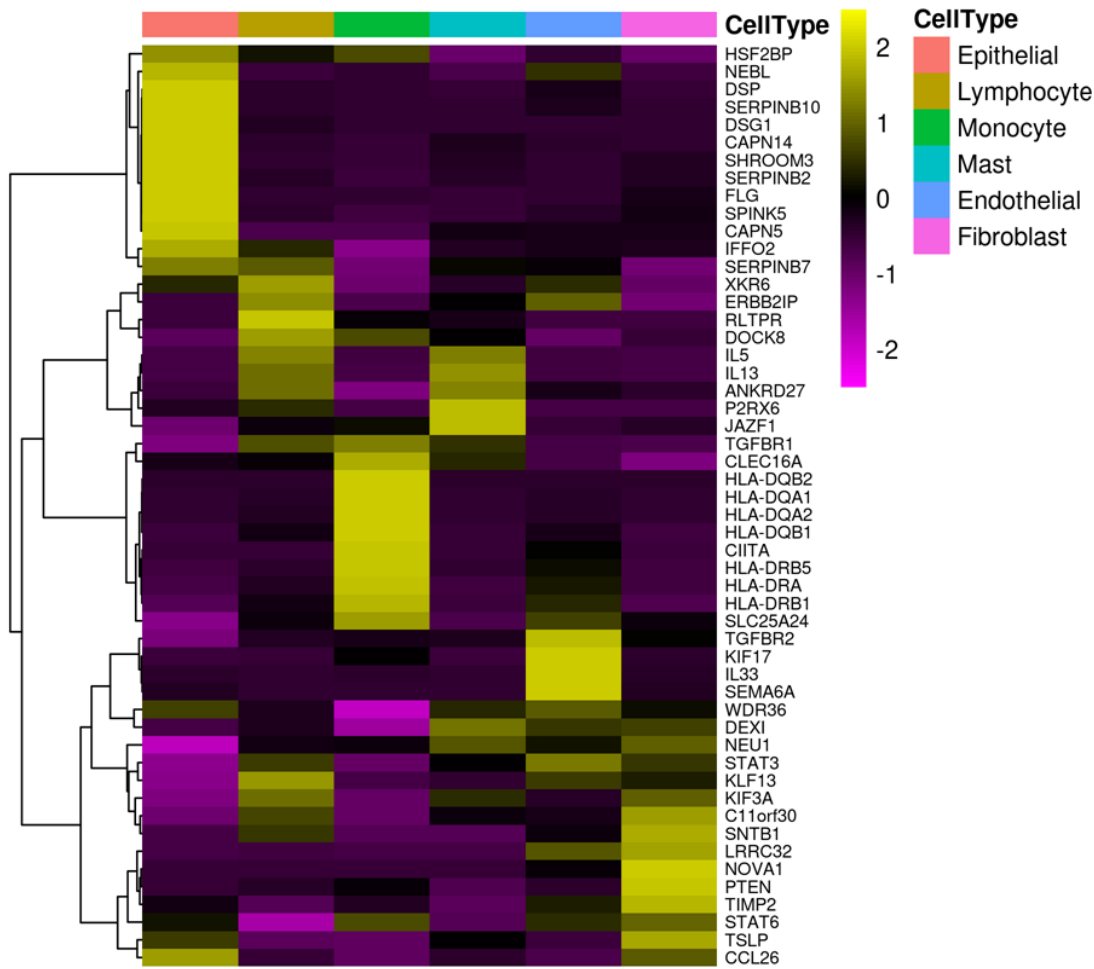

B

Expression of GWAS-associated epithelial genes in bulk RNA sequencing

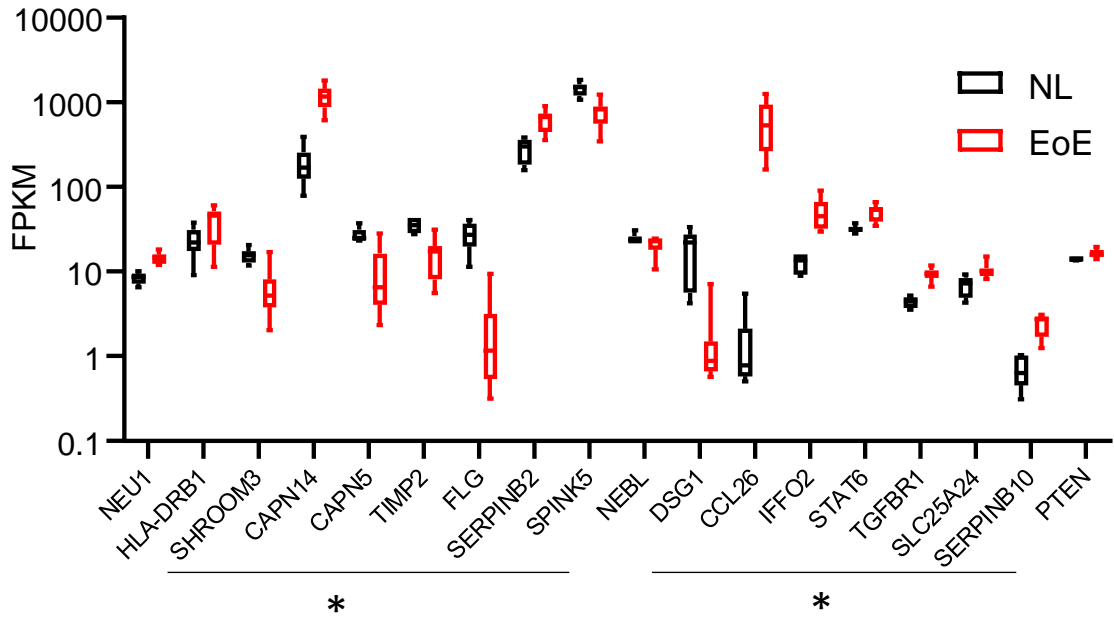

**Supplement:** Supplemental data

# Supplementary material for: Single-cell RNA-Seq of human esophageal epithelium in homeostasis and allergic inflammation
**Source:** JCI Insight. 2022 Jun 8;7(11):e159093. doi: 10.1172/jci.insight.159093
**Supplement:** Supplemental table 1

**Supplemental Table 1. Markers of cell types defined in human esophageal biopsies**

# Supplementary material for: Single-cell RNA-Seq of human esophageal epithelium in homeostasis and allergic inflammation
**Source:** JCI Insight. 2022 Jun 8;7(11):e159093. doi: 10.1172/jci.insight.159093
**Supplement:** Supplemental table 2

Supplemental Table 2. Markers of the human esophageal epithelial subpopulations

| gene         | logfc_min | adjp_max    | epithelial subpopulation |
|--------------|-----------|-------------|--------------------------|
| DST          | 0.92      | 7.48997E-49 | Quiescent                |
| DLK2         | 0.85      | 3.47075E-39 | Quiescent                |
| KRT15        | 0.84      | 1.32928E-65 | Quiescent                |
| IL1R2        | 0.75      | 1.33512E-25 | Quiescent                |
| TXNIP        | 0.75      | 1.87494E-28 | Quiescent                |
| GPNMB        | 0.74      | 2.77492E-33 | Quiescent                |
| WNT10A       | 0.71      | 1.4448E-28  | Quiescent                |
| TSLP         | 0.70      | 3.16207E-22 | Quiescent                |
| ZFP36L2      | 0.70      | 9.44526E-44 | Quiescent                |
| GLTSCR2      | 0.69      | 1.16263E-51 | Quiescent                |
| MIR205HG     | 0.68      | 9.93853E-47 | Quiescent                |
| ZFAS1        | 0.68      | 3.59398E-53 | Quiescent                |
| CXCL14       | 0.67      | 4.85406E-06 | Quiescent                |
| FOS          | 0.66      | 1           | Quiescent                |
| IFITM3       | 0.64      | 3.04676E-35 | Quiescent                |
| RPL34        | 0.63      | 1.70876E-94 | Quiescent                |
| SNHG8        | 0.62      | 7.59164E-35 | Quiescent                |
| EIF3E        | 0.59      | 2.96091E-55 | Quiescent                |
| LAMB3        | 0.59      | 1.22126E-16 | Quiescent                |
| CIRBP        | 0.59      | 5.07074E-31 | Quiescent                |
| IGFBP5       | 0.58      | 0.000491458 | Quiescent                |
| APP          | 0.57      | 4.57556E-22 | Quiescent                |
| EEF2         | 0.57      | 1.62148E-52 | Quiescent                |
| RPL12        | 0.57      | 6.66966E-82 | Quiescent                |
| BCAM         | 0.57      | 1.3959E-19  | Quiescent                |
| PNRC1        | 0.57      | 4.02995E-17 | Quiescent                |
| EPB41L4A-AS1 | 0.56      | 1.81417E-17 | Quiescent                |
| SNHG7        | 0.56      | 1.52609E-15 | Quiescent                |
| RPL13        | 0.55      | 9.29588E-94 | Quiescent                |
| EFEMP1       | 0.55      | 3.21601E-13 | Quiescent                |
| RPS27        | 0.54      | 1.57924E-80 | Quiescent                |
| ASS1         | 0.53      | 5.18492E-17 | Quiescent                |
| RPL17        | 0.53      | 1.1738E-26  | Quiescent                |
| FST          | 0.52      | 6.06752E-08 | Quiescent                |
| COL17A1      | 0.51      | 1.24156E-14 | Quiescent                |
| CAV1         | 0.51      | 8.19134E-17 | Quiescent                |
| SLC3A2       | 0.51      | 2.09646E-16 | Quiescent                |

|                       |      |             |           |
|-----------------------|------|-------------|-----------|
| TSC22D1               | 0.50 | 3.7541E-05  | Quiescent |
| DDIT4                 | 0.50 | 2.15327E-06 | Quiescent |
| CH25H                 | 0.50 | 9.94118E-11 | Quiescent |
| GNB2L1                | 0.49 | 1.46291E-71 | Quiescent |
| PPP1R16A              | 0.49 | 1.14133E-12 | Quiescent |
| RPL31                 | 0.48 | 3.35905E-74 | Quiescent |
| ETS2                  | 0.48 | 1.05861E-09 | Quiescent |
| RPL35A                | 0.48 | 1.15094E-85 | Quiescent |
| EIF4A2                | 0.47 | 3.12024E-25 | Quiescent |
| PFDN5                 | 0.47 | 5.17922E-38 | Quiescent |
| RPL30                 | 0.46 | 1.96175E-69 | Quiescent |
| DLL1                  | 0.45 | 1.48027E-14 | Quiescent |
| FHL2                  | 0.45 | 1.47008E-10 | Quiescent |
| SLC7A5                | 0.45 | 3.13913E-10 | Quiescent |
| RPL13A                | 0.44 | 2.70841E-80 | Quiescent |
| PHY <sup>HIGH</sup> p | 0.44 | 1.79519E-12 | Quiescent |
| RPS9                  | 0.43 | 3.36622E-71 | Quiescent |
| SAT2                  | 0.43 | 5.42766E-10 | Quiescent |
| RPL3                  | 0.43 | 2.96982E-68 | Quiescent |
| RPS19                 | 0.43 | 7.64202E-76 | Quiescent |
| RPL5                  | 0.42 | 6.26793E-62 | Quiescent |
| BTF3                  | 0.42 | 2.96688E-56 | Quiescent |
| RSL24D1               | 0.42 | 1.67186E-16 | Quiescent |
| COMMD6                | 0.42 | 9.00622E-28 | Quiescent |
| EIF2A                 | 0.41 | 1.34121E-11 | Quiescent |
| NOB1                  | 0.41 | 5.28707E-08 | Quiescent |
| C1R                   | 0.41 | 6.6278E-07  | Quiescent |
| KRT32                 | 0.41 | 3.88995E-06 | Quiescent |
| PTRF                  | 0.41 | 1.26335E-08 | Quiescent |
| SLC1A3                | 0.41 | 0.008117268 | Quiescent |
| RPL10A                | 0.40 | 8.55871E-72 | Quiescent |
| ST13                  | 0.39 | 5.05953E-17 | Quiescent |
| EEF1D                 | 0.39 | 1.32929E-32 | Quiescent |
| C6orf48               | 0.39 | 3.1084E-08  | Quiescent |
| ATP1B3                | 0.39 | 2.51318E-19 | Quiescent |
| WNT5B                 | 0.39 | 5.99296E-07 | Quiescent |
| CCDC3                 | 0.39 | 6.32005E-07 | Quiescent |
| Z83851.1              | 0.39 | 1.3287E-05  | Quiescent |
| RSL1D1                | 0.39 | 5.93653E-12 | Quiescent |
| PRNP                  | 0.39 | 1.66805E-07 | Quiescent |
| DHRS3                 | 0.39 | 4.6796E-08  | Quiescent |
| HSPA2                 | 0.38 | 2.35567E-06 | Quiescent |
| BLCAP                 | 0.38 | 0.001426013 | Quiescent |

|          |      |             |           |
|----------|------|-------------|-----------|
| THSD4    | 0.38 | 0.00775339  | Quiescent |
| TAX1BP3  | 0.38 | 5.5822E-17  | Quiescent |
| LIMA1    | 0.37 | 0.009687125 | Quiescent |
| JUN      | 0.37 | 6.17868E-08 | Quiescent |
| TP53AIP1 | 0.37 | 4.29868E-10 | Quiescent |
| KLK5     | 0.37 | 5.40929E-05 | Quiescent |
| RPL32    | 0.37 | 2.33896E-72 | Quiescent |
| RPL36    | 0.37 | 5.59493E-66 | Quiescent |
| RPLP1    | 0.36 | 5.24859E-67 | Quiescent |
| RPL11    | 0.36 | 1.03682E-69 | Quiescent |
| RPL21    | 0.36 | 7.81747E-70 | Quiescent |
| EEF1A1   | 0.36 | 2.74736E-49 | Quiescent |
| ARPC1B   | 0.36 | 1.81962E-06 | Quiescent |
| GAMT     | 0.36 | 0.000485216 | Quiescent |
| NME3     | 0.36 | 6.04173E-06 | Quiescent |
| CDH13    | 0.36 | 4.81752E-05 | Quiescent |
| RPL37    | 0.35 | 4.60744E-40 | Quiescent |
| IP6K2    | 0.35 | 0.005519206 | Quiescent |
| RIN2     | 0.35 | 1           | Quiescent |
| RPS5     | 0.35 | 3.79718E-53 | Quiescent |
| RPL15    | 0.35 | 2.94012E-61 | Quiescent |
| RPS18    | 0.35 | 6.62346E-76 | Quiescent |
| DKK3     | 0.35 | 0.000477722 | Quiescent |
| RPL7     | 0.35 | 6.97894E-58 | Quiescent |
| RPS28    | 0.34 | 6.43676E-56 | Quiescent |
| RPS20    | 0.34 | 1.06148E-44 | Quiescent |
| FAM132A  | 0.34 | 0.004682244 | Quiescent |
| RPS15A   | 0.34 | 3.02566E-61 | Quiescent |
| RPL18A   | 0.34 | 1.61277E-61 | Quiescent |
| LMO4     | 0.34 | 0.013369467 | Quiescent |
| COL18A1  | 0.34 | 0.000303439 | Quiescent |
| N4BP2L2  | 0.33 | 4.72305E-08 | Quiescent |
| GPX4     | 0.33 | 2.76469E-16 | Quiescent |
| PTPRS    | 0.33 | 1           | Quiescent |
| RPS6     | 0.33 | 8.48526E-60 | Quiescent |
| RPS8     | 0.33 | 9.91581E-56 | Quiescent |
| BTG1     | 0.33 | 0.149421146 | Quiescent |
| RPL9     | 0.32 | 2.47731E-49 | Quiescent |
| NBEAL1   | 0.32 | 0.037573443 | Quiescent |
| EIF3L    | 0.32 | 3.03949E-14 | Quiescent |
| RPL38    | 0.32 | 2.9322E-34  | Quiescent |
| RPS15    | 0.32 | 1.55097E-66 | Quiescent |
| WNT7B    | 0.31 | 0.001243749 | Quiescent |

|         |      |             |           |
|---------|------|-------------|-----------|
| CCDC80  | 0.31 | 1.33174E-06 | Quiescent |
| NACA    | 0.31 | 5.40818E-40 | Quiescent |
| MOXD1   | 0.31 | 0.013818295 | Quiescent |
| IRF1    | 0.31 | 1           | Quiescent |
| SLC40A1 | 0.31 | 0.472414631 | Quiescent |
| RPS12   | 0.30 | 2.81877E-47 | Quiescent |
| RPS25   | 0.30 | 2.0571E-52  | Quiescent |
| AKAP9   | 0.30 | 0.315277852 | Quiescent |
| RPL18   | 0.30 | 5.42634E-52 | Quiescent |
| PDLIM1  | 0.30 | 2.4791E-07  | Quiescent |
| KMT2E   | 0.29 | 1           | Quiescent |
| MUM1    | 0.29 | 1           | Quiescent |
| RPL41   | 0.29 | 1.46028E-59 | Quiescent |
| RARRES3 | 0.29 | 0.118962006 | Quiescent |
| EIF3D   | 0.29 | 6.69354E-07 | Quiescent |
| RPL14   | 0.29 | 2.21657E-42 | Quiescent |
| RPS27A  | 0.29 | 8.52334E-54 | Quiescent |
| CD74    | 0.29 | 1           | Quiescent |
| RAMP1   | 0.29 | 1.38389E-05 | Quiescent |
| RPL23A  | 0.29 | 9.51275E-44 | Quiescent |
| KTN1    | 0.29 | 5.60723E-06 | Quiescent |
| GPX1    | 0.29 | 1.66762E-06 | Quiescent |
| RPS13   | 0.28 | 1.32047E-45 | Quiescent |
| EEF1G   | 0.28 | 1           | Quiescent |
| RPS7    | 0.28 | 2.90589E-42 | Quiescent |
| RPL23   | 0.28 | 4.45955E-36 | Quiescent |
| NUDT14  | 0.28 | 1           | Quiescent |
| TOMM7   | 0.28 | 3.5231E-19  | Quiescent |
| RPS14   | 0.28 | 3.0011E-49  | Quiescent |
| SNAI2   | 0.28 | 1           | Quiescent |
| CYB5R1  | 0.28 | 1           | Quiescent |
| RPL6    | 0.28 | 2.07339E-41 | Quiescent |
| NAP1L1  | 0.27 | 3.31482E-09 | Quiescent |
| NPR3    | 0.27 | 1           | Quiescent |
| BTG2    | 0.27 | 1           | Quiescent |
| RPL29   | 0.27 | 6.67842E-43 | Quiescent |
| CTSH    | 0.27 | 1           | Quiescent |
| ABCC3   | 0.27 | 1           | Quiescent |
| NSRP1   | 0.27 | 1           | Quiescent |
| VAMP5   | 0.27 | 1           | Quiescent |
| RPLP0   | 0.27 | 1.53877E-34 | Quiescent |
| HCFC1R1 | 0.26 | 1           | Quiescent |
| ORAI3   | 0.26 | 1           | Quiescent |

|          |      |             |               |
|----------|------|-------------|---------------|
| RPL24    | 0.26 | 2.21919E-33 | Quiescent     |
| EIF3H    | 0.26 | 1.415E-08   | Quiescent     |
| BOC      | 0.26 | 0.03879264  | Quiescent     |
| ASCL2    | 0.26 | 0.065813538 | Quiescent     |
| NTF4     | 0.26 | 1           | Quiescent     |
| C1S      | 0.25 | 0.00077026  | Quiescent     |
| HOOK2    | 0.25 | 1           | Quiescent     |
| RIN1     | 0.25 | 1           | Quiescent     |
| HMGB2    | 1.78 | 2.4695E-116 | Proliferating |
| H2AFZ    | 1.69 | 8.31E-102   | Proliferating |
| TUBA1B   | 1.52 | 5.32919E-85 | Proliferating |
| ST1H4C   | 1.45 | 1.84075E-39 | Proliferating |
| STMN1    | 1.43 | 3.83469E-94 | Proliferating |
| UBE2C    | 1.32 | 2.78788E-94 | Proliferating |
| TOP2A    | 1.22 | 7.93203E-95 | Proliferating |
| TUBB     | 1.21 | 2.73343E-78 | Proliferating |
| RRM2     | 1.15 | 2.18721E-93 | Proliferating |
| CCNB1    | 1.13 | 7.85883E-74 | Proliferating |
| HMGN2    | 1.13 | 1.07776E-63 | Proliferating |
| CKS2     | 1.12 | 1.36871E-85 | Proliferating |
| BIRC5    | 1.12 | 2.1405E-113 | Proliferating |
| KIAA0101 | 1.11 | 4.72969E-97 | Proliferating |
| KPNA2    | 1.11 | 2.57027E-63 | Proliferating |
| CDK1     | 1.07 | 6.1104E-99  | Proliferating |
| TK1      | 1.07 | 4.9636E-111 | Proliferating |
| HMGB1    | 1.02 | 2.41707E-77 | Proliferating |
| ARL6IP1  | 1.01 | 7.81013E-33 | Proliferating |
| CENPF    | 1.00 | 7.77879E-88 | Proliferating |
| PTTG1    | 0.98 | 1.98482E-56 | Proliferating |
| NUSAP1   | 0.95 | 1.1848E-103 | Proliferating |
| CENPW    | 0.88 | 1.289E-109  | Proliferating |
| MKI67    | 0.87 | 2.6852E-102 | Proliferating |
| CDC20    | 0.85 | 8.98004E-75 | Proliferating |
| MAD2L1   | 0.84 | 5.5293E-104 | Proliferating |
| CCNB2    | 0.82 | 9.98237E-88 | Proliferating |
| H2AFV    | 0.79 | 5.93649E-72 | Proliferating |
| CDKN3    | 0.78 | 5.43421E-91 | Proliferating |
| TYMS     | 0.77 | 9.6321E-89  | Proliferating |
| CALM2    | 0.76 | 4.68346E-37 | Proliferating |
| KIF20B   | 0.76 | 5.03256E-80 | Proliferating |
| RANBP1   | 0.75 | 3.51975E-58 | Proliferating |
| PBK      | 0.74 | 3.5004E-101 | Proliferating |
| ASPM     | 0.73 | 1.77697E-85 | Proliferating |

|           |      |             |               |
|-----------|------|-------------|---------------|
| PCNA      | 0.71 | 5.34923E-25 | Proliferating |
| ZWINT     | 0.70 | 1.93143E-87 | Proliferating |
| HNRNPA2B1 | 0.69 | 3.92441E-51 | Proliferating |
| CCNA2     | 0.68 | 1.08486E-87 | Proliferating |
| CKS1B     | 0.68 | 2.52711E-44 | Proliferating |
| PTMA      | 0.67 | 1.78757E-75 | Proliferating |
| DUT       | 0.66 | 1.23244E-30 | Proliferating |
| PRC1      | 0.65 | 5.4032E-94  | Proliferating |
| SMC2      | 0.64 | 4.578E-67   | Proliferating |
| AKR1C1    | 0.63 | 5.94575E-33 | Proliferating |
| AURKB     | 0.63 | 2.54332E-77 | Proliferating |
| TPX2      | 0.62 | 2.51659E-85 | Proliferating |
| HSP90AA1  | 0.61 | 1.37882E-42 | Proliferating |
| KRT5      | 0.59 | 1.00298E-30 | Proliferating |
| NUDT1     | 0.58 | 2.22623E-57 | Proliferating |
| DTYMK     | 0.58 | 8.82219E-73 | Proliferating |
| PLK1      | 0.58 | 7.44939E-58 | Proliferating |
| H2AFX     | 0.58 | 1.01156E-89 | Proliferating |
| UBE2T     | 0.58 | 3.49937E-90 | Proliferating |
| KRT14     | 0.58 | 1           | Proliferating |
| TMEM106C  | 0.57 | 4.37693E-42 | Proliferating |
| LMNB1     | 0.56 | 4.59228E-90 | Proliferating |
| AKR1C2    | 0.56 | 2.44877E-08 | Proliferating |
| BUB3      | 0.55 | 3.08376E-38 | Proliferating |
| CCDC34    | 0.55 | 8.94707E-54 | Proliferating |
| SRSF3     | 0.55 | 3.60336E-39 | Proliferating |
| CENPM     | 0.55 | 2.77003E-83 | Proliferating |
| CENPA     | 0.54 | 1.71648E-57 | Proliferating |
| CENPE     | 0.53 | 1.9246E-64  | Proliferating |
| RAN       | 0.52 | 7.82124E-25 | Proliferating |
| SPC25     | 0.52 | 2.01643E-79 | Proliferating |
| AKR1B10   | 0.52 | 1           | Proliferating |
| STRA13    | 0.52 | 2.27428E-34 | Proliferating |
| CENPN     | 0.52 | 1.46408E-93 | Proliferating |
| ANP32E    | 0.51 | 1.01264E-54 | Proliferating |
| RPA3      | 0.51 | 2.23865E-42 | Proliferating |
| HMMR      | 0.51 | 1.60349E-68 | Proliferating |
| LSM5      | 0.51 | 3.45358E-37 | Proliferating |
| SRSF2     | 0.50 | 1.25584E-37 | Proliferating |
| PTGES3    | 0.50 | 2.91115E-28 | Proliferating |
| GMNN      | 0.49 | 1.27214E-49 | Proliferating |
| SIVA1     | 0.49 | 2.87537E-30 | Proliferating |
| TMPO      | 0.49 | 1.62369E-54 | Proliferating |

|          |      |             |               |
|----------|------|-------------|---------------|
| DDX39A   | 0.48 | 5.82698E-49 | Proliferating |
| SGOL1    | 0.48 | 7.3066E-81  | Proliferating |
| ASF1B    | 0.48 | 1.51618E-77 | Proliferating |
| RNASEH2A | 0.46 | 2.23664E-53 | Proliferating |
| HNRNPA3  | 0.46 | 1.91125E-36 | Proliferating |
| PHGDH    | 0.46 | 6.63525E-22 | Proliferating |
| FEN1     | 0.46 | 8.23995E-56 | Proliferating |
| CDCA3    | 0.46 | 4.14886E-64 | Proliferating |
| RRM1     | 0.46 | 3.63091E-29 | Proliferating |
| RHEB     | 0.46 | 2.52656E-34 | Proliferating |
| LSM4     | 0.45 | 1.9905E-49  | Proliferating |
| DEK      | 0.45 | 1.44817E-27 | Proliferating |
| YWHAH    | 0.45 | 2.48006E-44 | Proliferating |
| SNRPB    | 0.44 | 1.28694E-28 | Proliferating |
| MCM7     | 0.44 | 5.59056E-21 | Proliferating |
| SNRPD1   | 0.44 | 3.62688E-37 | Proliferating |
| SNRPG    | 0.44 | 4.93593E-30 | Proliferating |
| CDCA8    | 0.44 | 8.48539E-69 | Proliferating |
| BCL7C    | 0.44 | 3.52054E-34 | Proliferating |
| SGOL2    | 0.44 | 1.31526E-64 | Proliferating |
| RAD21    | 0.43 | 4.52237E-30 | Proliferating |
| CDCA4    | 0.43 | 2.25052E-35 | Proliferating |
| MZT1     | 0.43 | 9.84046E-48 | Proliferating |
| RAD51AP1 | 0.43 | 9.22348E-67 | Proliferating |
| DNAJC9   | 0.42 | 1.64285E-35 | Proliferating |
| RACGAP1  | 0.42 | 3.96012E-65 | Proliferating |
| TUBB4B   | 0.42 | 1.55705E-15 | Proliferating |
| SFPQ     | 0.41 | 7.28943E-23 | Proliferating |
| MZT2B    | 0.41 | 4.78974E-34 | Proliferating |
| CBX3     | 0.41 | 1.66332E-26 | Proliferating |
| DHFR     | 0.41 | 3.41162E-53 | Proliferating |
| CACYBP   | 0.40 | 4.81356E-22 | Proliferating |
| LSM2     | 0.40 | 8.95973E-24 | Proliferating |
| HNRNPR   | 0.40 | 3.14733E-23 | Proliferating |
| HMG1     | 0.39 | 3.6711E-28  | Proliferating |
| KIFC1    | 0.39 | 1.09228E-66 | Proliferating |
| TMEM14A  | 0.39 | 1.24163E-27 | Proliferating |
| UBE2S    | 0.39 | 2.01181E-46 | Proliferating |
| CKAP2L   | 0.38 | 4.18294E-64 | Proliferating |
| ANLN     | 0.38 | 4.18789E-67 | Proliferating |
| CKAP2    | 0.37 | 3.68784E-29 | Proliferating |
| DEPDC1   | 0.37 | 9.31405E-65 | Proliferating |
| CENPU    | 0.37 | 5.26041E-44 | Proliferating |

|           |      |             |               |
|-----------|------|-------------|---------------|
| HNRNPAB   | 0.37 | 5.14848E-22 | Proliferating |
| NDC80     | 0.36 | 7.00341E-57 | Proliferating |
| NUF2      | 0.36 | 3.59691E-68 | Proliferating |
| TAGLN2    | 0.36 | 4.3027E-23  | Proliferating |
| CENPH     | 0.36 | 3.96245E-30 | Proliferating |
| SLBP      | 0.36 | 3.31041E-22 | Proliferating |
| PPIH      | 0.35 | 2.58127E-33 | Proliferating |
| ILF2      | 0.35 | 2.85998E-31 | Proliferating |
| HADH      | 0.35 | 6.22676E-23 | Proliferating |
| CSE1L     | 0.35 | 1.32408E-23 | Proliferating |
| CENPK     | 0.35 | 3.84603E-55 | Proliferating |
| BOLA3     | 0.35 | 1.61676E-26 | Proliferating |
| SKA2      | 0.35 | 2.1481E-22  | Proliferating |
| LSMD1     | 0.34 | 1.6727E-23  | Proliferating |
| CALM3     | 0.34 | 1.26299E-16 | Proliferating |
| POLE3     | 0.34 | 8.10415E-27 | Proliferating |
| AURKA     | 0.34 | 3.54241E-51 | Proliferating |
| LMNB2     | 0.34 | 3.72237E-41 | Proliferating |
| ANP32B    | 0.34 | 1.13424E-18 | Proliferating |
| CRNDE     | 0.34 | 3.02274E-20 | Proliferating |
| KIF22     | 0.34 | 1.35006E-27 | Proliferating |
| GIN52     | 0.34 | 2.99044E-19 | Proliferating |
| BANF1     | 0.34 | 1.4458E-17  | Proliferating |
| ACTL6A    | 0.34 | 3.67081E-27 | Proliferating |
| DBF4      | 0.34 | 2.54685E-48 | Proliferating |
| KIF23     | 0.34 | 4.78926E-53 | Proliferating |
| TEX30     | 0.34 | 6.70087E-43 | Proliferating |
| BSG       | 0.34 | 1.82332E-15 | Proliferating |
| CCT5      | 0.33 | 6.45661E-17 | Proliferating |
| TACC3     | 0.33 | 1.4266E-68  | Proliferating |
| PA2G4     | 0.33 | 9.80168E-18 | Proliferating |
| FAM96A    | 0.33 | 1.64704E-23 | Proliferating |
| NASP      | 0.33 | 1.74864E-08 | Proliferating |
| KNSTRN    | 0.33 | 5.22341E-51 | Proliferating |
| NCAPG     | 0.33 | 6.36041E-61 | Proliferating |
| ENO1      | 0.33 | 5.37822E-16 | Proliferating |
| CDCA5     | 0.33 | 1.22621E-61 | Proliferating |
| TCP1      | 0.33 | 1.27113E-18 | Proliferating |
| YBX1      | 0.33 | 1.29417E-25 | Proliferating |
| CEP55     | 0.32 | 1.89115E-55 | Proliferating |
| ERH       | 0.32 | 1.34156E-19 | Proliferating |
| ARHGAP11A | 0.32 | 4.50146E-60 | Proliferating |
| PIF1      | 0.32 | 8.4387E-32  | Proliferating |

|           |      |             |               |
|-----------|------|-------------|---------------|
| PSMA4     | 0.32 | 1.41904E-27 | Proliferating |
| CSRP2     | 0.32 | 2.5727E-16  | Proliferating |
| NUDC      | 0.32 | 2.3872E-22  | Proliferating |
| TPM3      | 0.32 | 2.67936E-15 | Proliferating |
| SNRPC     | 0.32 | 8.59175E-20 | Proliferating |
| KIF2C     | 0.32 | 1.10726E-49 | Proliferating |
| XRCC5     | 0.31 | 2.49143E-16 | Proliferating |
| DLGAP5    | 0.31 | 5.07359E-48 | Proliferating |
| TTK       | 0.31 | 1.29564E-55 | Proliferating |
| LSM3      | 0.31 | 3.24605E-16 | Proliferating |
| GCSH      | 0.31 | 3.32689E-16 | Proliferating |
| ARHGAP11B | 0.31 | 1.52424E-51 | Proliferating |
| USP1      | 0.31 | 4.89453E-24 | Proliferating |
| KIF11     | 0.31 | 1.03544E-56 | Proliferating |
| VRK1      | 0.31 | 6.64127E-43 | Proliferating |
| CYBA      | 0.31 | 3.35532E-28 | Proliferating |
| HNRNPF    | 0.31 | 5.61549E-14 | Proliferating |
| SRSF7     | 0.31 | 5.03983E-14 | Proliferating |
| BCL2L12   | 0.31 | 2.12323E-53 | Proliferating |
| ID3       | 0.31 | 7.66292E-35 | Proliferating |
| DNMT1     | 0.30 | 7.11928E-23 | Proliferating |
| SNRPE     | 0.30 | 2.26942E-16 | Proliferating |
| SPC24     | 0.30 | 3.24349E-46 | Proliferating |
| SAC3D1    | 0.30 | 2.84855E-36 | Proliferating |
| TUBG1     | 0.30 | 4.02186E-30 | Proliferating |
| POLD2     | 0.30 | 4.83974E-14 | Proliferating |
| HP1BP3    | 0.30 | 1.6638E-14  | Proliferating |
| MIS18A    | 0.30 | 2.16568E-43 | Proliferating |
| SRP9      | 0.30 | 5.20423E-17 | Proliferating |
| GGH       | 0.30 | 3.80001E-36 | Proliferating |
| PAFAH1B3  | 0.29 | 5.49494E-17 | Proliferating |
| NUCKS1    | 0.29 | 1.01878E-10 | Proliferating |
| CKLF      | 0.29 | 6.4576E-35  | Proliferating |
| ORC6      | 0.29 | 4.70333E-53 | Proliferating |
| TFDP1     | 0.29 | 1.27818E-17 | Proliferating |
| CDT1      | 0.29 | 1.54137E-23 | Proliferating |
| PSRC1     | 0.29 | 4.62564E-40 | Proliferating |
| FAM111B   | 0.29 | 5.53959E-34 | Proliferating |
| RUVBL2    | 0.29 | 2.43361E-14 | Proliferating |
| UQCRC1    | 0.28 | 1.38227E-14 | Proliferating |
| EXOSC8    | 0.28 | 2.37744E-26 | Proliferating |
| GTSE1     | 0.28 | 8.34438E-51 | Proliferating |
| LYAR      | 0.28 | 1.67912E-27 | Proliferating |

|         |      |             |               |
|---------|------|-------------|---------------|
| TROAP   | 0.28 | 8.64907E-47 | Proliferating |
| NME1    | 0.28 | 9.34276E-15 | Proliferating |
| PSMA3   | 0.28 | 3.24653E-17 | Proliferating |
| ECT2    | 0.28 | 2.17159E-54 | Proliferating |
| HNRNPD  | 0.28 | 8.46034E-18 | Proliferating |
| SAE1    | 0.28 | 7.90512E-25 | Proliferating |
| HJURP   | 0.28 | 7.02847E-53 | Proliferating |
| SRM     | 0.28 | 2.06357E-16 | Proliferating |
| WDR34   | 0.28 | 9.94818E-18 | Proliferating |
| PXMP2   | 0.28 | 2.27492E-21 | Proliferating |
| GSTO1   | 0.28 | 1.6431E-12  | Proliferating |
| HAT1    | 0.28 | 7.03242E-18 | Proliferating |
| TRA2B   | 0.28 | 2.58729E-12 | Proliferating |
| SNRPA1  | 0.27 | 2.68681E-18 | Proliferating |
| MND1    | 0.27 | 9.60542E-51 | Proliferating |
| CHCHD2  | 0.27 | 3.85876E-09 | Proliferating |
| H3F3A   | 0.27 | 5.07465E-24 | Proliferating |
| ISOC2   | 0.27 | 1.14041E-13 | Proliferating |
| RPL22L1 | 0.27 | 1.41366E-12 | Proliferating |
| U2AF1   | 0.27 | 1.41952E-14 | Proliferating |
| MAGOH   | 0.27 | 7.93847E-14 | Proliferating |
| TUFM    | 0.27 | 1.61166E-12 | Proliferating |
| OIP5    | 0.27 | 3.26453E-56 | Proliferating |
| GPAA1   | 0.27 | 6.45895E-13 | Proliferating |
| MXD3    | 0.27 | 2.56345E-42 | Proliferating |
| NCAPD2  | 0.27 | 3.52008E-46 | Proliferating |
| KPNB1   | 0.27 | 1.75035E-16 | Proliferating |
| MELK    | 0.27 | 4.15472E-56 | Proliferating |
| HNRNPM  | 0.27 | 4.04699E-12 | Proliferating |
| HSPA8   | 0.26 | 3.17449E-13 | Proliferating |
| CNIH4   | 0.26 | 1.5272E-14  | Proliferating |
| NCL     | 0.26 | 3.53418E-05 | Proliferating |
| RFC2    | 0.26 | 4.06538E-21 | Proliferating |
| CDC25B  | 0.26 | 1.67578E-44 | Proliferating |
| PSMA2.1 | 0.26 | 2.30249E-15 | Proliferating |
| MRPL11  | 0.26 | 1.50117E-13 | Proliferating |
| PSMG1   | 0.26 | 1.51682E-16 | Proliferating |
| JTB     | 0.26 | 6.99943E-11 | Proliferating |
| ANXA5   | 0.26 | 4.51867E-20 | Proliferating |
| ZDHHC12 | 0.26 | 1.82107E-18 | Proliferating |
| NEK2    | 0.25 | 4.22482E-49 | Proliferating |
| MTHFD2  | 0.25 | 6.15613E-31 | Proliferating |
| ZWILCH  | 0.25 | 1.92442E-35 | Proliferating |

|               |      |             |               |
|---------------|------|-------------|---------------|
| COMMD4        | 0.25 | 5.1198E-17  | Proliferating |
| HSPE1         | 0.25 | 6.80518E-20 | Proliferating |
| NBL1          | 0.25 | 3.63088E-12 | Proliferating |
| SMC3          | 0.25 | 3.11469E-15 | Proliferating |
| LSM6          | 0.25 | 1.4999E-16  | Proliferating |
| DSC2          | 1.06 | 1.05178E-77 | Trans1        |
| DSP           | 0.79 | 1.53007E-50 | Trans1        |
| DSG3          | 0.70 | 6.99232E-40 | Trans1        |
| CDH1          | 0.47 | 1.17001E-17 | Trans1        |
| PKP1          | 0.47 | 5.94721E-44 | Trans1        |
| TRIM29        | 0.42 | 1.26406E-12 | Trans1        |
| MAST4         | 0.42 | 1.57409E-13 | Trans1        |
| ELL2          | 0.39 | 5.64738E-24 | Trans1        |
| RP11-408H20.1 | 0.37 | 3.18558E-21 | Trans1        |
| DHCR24        | 0.36 | 2.95446E-06 | Trans1        |
| GJA1          | 0.36 | 7.92891E-20 | Trans1        |
| PPM1K         | 0.36 | 4.09013E-14 | Trans1        |
| MAF           | 0.35 | 6.12177E-07 | Trans1        |
| CTTNBP2       | 0.35 | 4.71444E-16 | Trans1        |
| DSG1          | 0.34 | 2.13705E-17 | Trans1        |
| RAPGEFL1      | 0.34 | 6.07697E-08 | Trans1        |
| KANK1         | 0.34 | 2.94728E-16 | Trans1        |
| ZNF770        | 0.34 | 6.81825E-10 | Trans1        |
| HIGHF1A       | 0.31 | 1.45412E-08 | Trans1        |
| MTMR10        | 0.31 | 6.98599E-14 | Trans1        |
| ADH7          | 0.30 | 7.16747E-10 | Trans1        |
| PLEKHN1       | 0.30 | 2.98314E-17 | Trans1        |
| EIF4G1        | 0.30 | 5.98345E-05 | Trans1        |
| MT-CO2        | 0.30 | 1           | Trans1        |
| JAG1          | 0.29 | 8.14319E-07 | Trans1        |
| NBEAL2        | 0.29 | 4.7587E-08  | Trans1        |
| CLCA2         | 0.29 | 5.4925E-22  | Trans1        |
| HIGHPK2       | 0.28 | 5.12921E-05 | Trans1        |
| NOTCH3        | 0.28 | 0.000291883 | Trans1        |
| PVRL1         | 0.28 | 2.02868E-07 | Trans1        |
| DLG1          | 0.28 | 7.40998E-08 | Trans1        |
| SLC26A2       | 0.27 | 2.43219E-07 | Trans1        |
| ATP2A2        | 0.27 | 0.00018642  | Trans1        |
| SAMD5         | 0.27 | 3.41606E-10 | Trans1        |
| LINC00657     | 0.27 | 1.02031E-06 | Trans1        |
| PROM2         | 0.26 | 6.62674E-06 | Trans1        |
| DUOX1         | 0.26 | 2.37656E-18 | Trans1        |

|          |      |             |                               |
|----------|------|-------------|-------------------------------|
| ZHX1     | 0.26 | 1.9529E-06  | Trans1                        |
| FGFR3    | 0.25 | 0.003061579 | Trans1                        |
| WNT5A    | 0.25 | 2.42432E-13 | Trans1                        |
| MYH14    | 0.25 | 1.60835E-20 | Trans1                        |
| SERPINB3 | 0.57 | 1.04147E-07 | Trans2                        |
| ACTB     | 0.49 | 1.3611E-25  | Trans2                        |
| CSTA     | 0.47 | 1.77326E-30 | Trans2                        |
| HSPB1    | 0.46 | 4.8733E-62  | Trans2                        |
| MSMO1    | 0.41 | 1           | Trans2                        |
| PRDX5    | 0.39 | 1           | Trans2                        |
| SH3BGRL3 | 0.38 | 1           | Trans2                        |
| CST3     | 0.38 | 1           | Trans2                        |
| SERPINB4 | 0.35 | 0.111596147 | Trans2                        |
| CRABP2   | 0.35 | 0.004516629 | Trans2                        |
| CTNNBIP1 | 0.34 | 1           | Trans2                        |
| NUCB2    | 0.33 | 1           | Trans2                        |
| RAB25    | 0.33 | 1           | Trans2                        |
| S100A16  | 0.32 | 9.60046E-17 | Trans2                        |
| S100A11  | 0.32 | 8.58917E-38 | Trans2                        |
| ORMDL2   | 0.31 | 1           | Trans2                        |
| ARPC3    | 0.31 | 1           | Trans2                        |
| GNAI3    | 0.30 | 1           | Trans2                        |
| SLPI     | 0.30 | 1           | Trans2                        |
| TUBA4A   | 0.29 | 0.031452933 | Trans2                        |
| LYPD3    | 0.28 | 1           | Trans2                        |
| ANXA2    | 0.28 | 2.2072E-07  | Trans2                        |
| FAM162A  | 0.27 | 1           | Trans2                        |
| PI3      | 0.27 | 1           | Trans2                        |
| AP2S1    | 0.27 | 1           | Trans2                        |
| CXCL17   | 0.27 | 1           | Trans2                        |
| TMED2    | 0.27 | 1           | Trans2                        |
| S100A2   | 0.26 | 1.88365E-12 | Trans2                        |
| FAM3B    | 0.25 | 1           | Trans2                        |
| ENSA     | 0.25 | 1           | Trans2                        |
| SULT2B1  | 0.25 | 1           | Trans2                        |
| PIM1     | 1.14 | 3.71391E-86 | Differentiated <sup>low</sup> |
| AIM1     | 1.04 | 4.27103E-60 | Differentiated <sup>low</sup> |
| FAM3D    | 0.92 | 1.15966E-93 | Differentiated <sup>low</sup> |
| CLCA4    | 0.91 | 2.35425E-74 | Differentiated <sup>low</sup> |
| DIO2     | 0.91 | 8.52733E-65 | Differentiated <sup>low</sup> |
| ATP1B1   | 0.79 | 6.59538E-70 | Differentiated <sup>low</sup> |

|                |      |             |                               |
|----------------|------|-------------|-------------------------------|
| RP11-7K24.3    | 0.77 | 2.51701E-65 | Differentiated <sup>low</sup> |
| WDR26          | 0.71 | 8.50069E-85 | Differentiated <sup>low</sup> |
| WNK1           | 0.70 | 2.9824E-31  | Differentiated <sup>low</sup> |
| RP11-351J23.1  | 0.69 | 4.96673E-32 | Differentiated <sup>low</sup> |
| MLLT4          | 0.68 | 4.11017E-86 | Differentiated <sup>low</sup> |
| CTSV           | 0.65 | 3.90909E-31 | Differentiated <sup>low</sup> |
| PADI1          | 0.65 | 1.28083E-31 | Differentiated <sup>low</sup> |
| TGM3           | 0.64 | 3.0029E-115 | Differentiated <sup>low</sup> |
| EVPL           | 0.63 | 2.20309E-28 | Differentiated <sup>low</sup> |
| TACSTD2        | 0.63 | 5.77961E-57 | Differentiated <sup>low</sup> |
| LL22NC03-2H8.5 | 0.63 | 1.68602E-11 | Differentiated <sup>low</sup> |
| CRNN           | 0.61 | 4.9504E-123 | Differentiated <sup>low</sup> |
| GRHL1          | 0.60 | 1.3496E-33  | Differentiated <sup>low</sup> |
| TJP1           | 0.60 | 1.32298E-48 | Differentiated <sup>low</sup> |
| DOCK9          | 0.59 | 9.37259E-59 | Differentiated <sup>low</sup> |
| TMPRSS11B      | 0.59 | 6.60168E-61 | Differentiated <sup>low</sup> |
| NPEPPS         | 0.58 | 7.91988E-38 | Differentiated <sup>low</sup> |
| EPS8L2         | 0.57 | 2.295E-63   | Differentiated <sup>low</sup> |
| GRB7           | 0.57 | 6.514E-16   | Differentiated <sup>low</sup> |
| H1FO           | 0.56 | 2.01831E-58 | Differentiated <sup>low</sup> |
| MPZL3          | 0.55 | 4.07675E-54 | Differentiated <sup>low</sup> |
| CLDN10         | 0.55 | 7.13639E-18 | Differentiated <sup>low</sup> |
| ATG9B          | 0.55 | 1.80075E-15 | Differentiated <sup>low</sup> |
| CD46           | 0.55 | 1.17146E-22 | Differentiated <sup>low</sup> |
| CCDC64B        | 0.54 | 1.00987E-45 | Differentiated <sup>low</sup> |
| HECTD1         | 0.54 | 2.62926E-43 | Differentiated <sup>low</sup> |
| KLK13          | 0.54 | 8.8706E-52  | Differentiated <sup>low</sup> |
| AL627309.1     | 0.53 | 2.37389E-13 | Differentiated <sup>low</sup> |
| UACA           | 0.53 | 1.11175E-15 | Differentiated <sup>low</sup> |
| CEACAM6        | 0.52 | 2.30033E-33 | Differentiated <sup>low</sup> |
| PPL            | 0.52 | 1.34749E-43 | Differentiated <sup>low</sup> |
| ST3GAL4        | 0.52 | 2.01672E-44 | Differentiated <sup>low</sup> |
| SPINK5         | 0.51 | 7.7957E-92  | Differentiated <sup>low</sup> |
| ARRDC3         | 0.51 | 5.13454E-37 | Differentiated <sup>low</sup> |
| MUC1           | 0.51 | 0.078125016 | Differentiated <sup>low</sup> |
| ERBB3          | 0.50 | 1.03113E-23 | Differentiated <sup>low</sup> |

|              |      |             |                               |
|--------------|------|-------------|-------------------------------|
| PLEKHM1      | 0.50 | 3.99258E-20 | Differentiated <sup>low</sup> |
| EPS8L1       | 0.50 | 1.5691E-30  | Differentiated <sup>low</sup> |
| GPX3         | 0.49 | 2.65715E-55 | Differentiated <sup>low</sup> |
| DUSP1        | 0.48 | 2.53063E-28 | Differentiated <sup>low</sup> |
| VSIG10L      | 0.47 | 8.49657E-34 | Differentiated <sup>low</sup> |
| ARHGAP27     | 0.46 | 1.02355E-19 | Differentiated <sup>low</sup> |
| ABLIM3       | 0.46 | 3.04214E-15 | Differentiated <sup>low</sup> |
| RBM47        | 0.46 | 2.03497E-32 | Differentiated <sup>low</sup> |
| NAPRT1       | 0.46 | 1.16303E-54 | Differentiated <sup>low</sup> |
| NRBP1        | 0.45 | 6.53605E-09 | Differentiated <sup>low</sup> |
| EMP1         | 0.45 | 1.0178E-114 | Differentiated <sup>low</sup> |
| ITPRIPL2     | 0.45 | 1.50581E-17 | Differentiated <sup>low</sup> |
| VPS4B        | 0.45 | 1.37607E-46 | Differentiated <sup>low</sup> |
| SFT2D2       | 0.45 | 1.10461E-24 | Differentiated <sup>low</sup> |
| CRYAB        | 0.45 | 3.95604E-27 | Differentiated <sup>low</sup> |
| GMDS         | 0.45 | 5.69423E-33 | Differentiated <sup>low</sup> |
| LPIN1        | 0.44 | 0.000227592 | Differentiated <sup>low</sup> |
| ABLIM1       | 0.44 | 5.56916E-43 | Differentiated <sup>low</sup> |
| FAM129B      | 0.44 | 7.64142E-32 | Differentiated <sup>low</sup> |
| ZNF117       | 0.44 | 6.57707E-30 | Differentiated <sup>low</sup> |
| CAPN14       | 0.44 | 3.23936E-20 | Differentiated <sup>low</sup> |
| SLK          | 0.43 | 2.79346E-41 | Differentiated <sup>low</sup> |
| NDUFA4L2     | 0.43 | 1.60071E-40 | Differentiated <sup>low</sup> |
| SHROOM3      | 0.42 | 2.61493E-28 | Differentiated <sup>low</sup> |
| SLC16A3      | 0.42 | 3.89557E-41 | Differentiated <sup>low</sup> |
| CLIP1        | 0.42 | 1.13881E-25 | Differentiated <sup>low</sup> |
| NABP1        | 0.41 | 5.06094E-16 | Differentiated <sup>low</sup> |
| CEACAM1      | 0.41 | 1.64916E-31 | Differentiated <sup>low</sup> |
| JMJD1C       | 0.41 | 6.11933E-23 | Differentiated <sup>low</sup> |
| ATP6V1C2     | 0.41 | 4.16364E-17 | Differentiated <sup>low</sup> |
| RANBP9       | 0.41 | 4.23437E-31 | Differentiated <sup>low</sup> |
| RP11-575H3.1 | 0.40 | 1.47681E-12 | Differentiated <sup>low</sup> |
| MALL         | 0.40 | 1.1152E-60  | Differentiated <sup>low</sup> |
| FAM83A       | 0.39 | 3.94753E-39 | Differentiated <sup>low</sup> |
| ARHGAP5      | 0.39 | 1.6199E-11  | Differentiated <sup>low</sup> |
| LY6G6C       | 0.39 | 8.47691E-18 | Differentiated <sup>low</sup> |
| AFF4         | 0.39 | 1.36615E-18 | Differentiated <sup>low</sup> |
| RNF222       | 0.39 | 4.13585E-38 | Differentiated <sup>low</sup> |

|          |      |             |                               |
|----------|------|-------------|-------------------------------|
| LRP10    | 0.39 | 2.73329E-34 | Differentiated <sup>low</sup> |
| DTX2     | 0.39 | 1.76824E-12 | Differentiated <sup>low</sup> |
| KLK10    | 0.39 | 2.26262E-15 | Differentiated <sup>low</sup> |
| NCOA2    | 0.38 | 5.58231E-16 | Differentiated <sup>low</sup> |
| VAT1     | 0.38 | 3.16942E-20 | Differentiated <sup>low</sup> |
| MARCKS   | 0.38 | 3.51552E-18 | Differentiated <sup>low</sup> |
| MROH6    | 0.38 | 3.41472E-31 | Differentiated <sup>low</sup> |
| CAST     | 0.38 | 2.91517E-44 | Differentiated <sup>low</sup> |
| C2orf54  | 0.38 | 2.56431E-26 | Differentiated <sup>low</sup> |
| ULK3     | 0.38 | 1.24452E-20 | Differentiated <sup>low</sup> |
| DENND2C  | 0.37 | 1.32618E-24 | Differentiated <sup>low</sup> |
| CPEB4    | 0.37 | 3.01937E-21 | Differentiated <sup>low</sup> |
| ZDHHC13  | 0.37 | 2.10048E-06 | Differentiated <sup>low</sup> |
| PRKCI    | 0.37 | 4.20553E-08 | Differentiated <sup>low</sup> |
| PKN2     | 0.37 | 4.3275E-05  | Differentiated <sup>low</sup> |
| PADI3    | 0.36 | 5.4888E-07  | Differentiated <sup>low</sup> |
| PPP4R1   | 0.36 | 2.49557E-24 | Differentiated <sup>low</sup> |
| ANXA9    | 0.36 | 8.99583E-15 | Differentiated <sup>low</sup> |
| CSTB     | 0.36 | 1.14729E-84 | Differentiated <sup>low</sup> |
| MKNK2    | 0.36 | 1           | Differentiated <sup>low</sup> |
| NUP214   | 0.36 | 0.00400625  | Differentiated <sup>low</sup> |
| SLURP1   | 0.35 | 3.08587E-05 | Differentiated <sup>low</sup> |
| MUC4     | 0.35 | 0.14969306  | Differentiated <sup>low</sup> |
| PRDM1    | 0.35 | 1.30239E-11 | Differentiated <sup>low</sup> |
| LMO7     | 0.35 | 1.10079E-39 | Differentiated <sup>low</sup> |
| ANGPTL4  | 0.35 | 4.3316E-12  | Differentiated <sup>low</sup> |
| CXXC5    | 0.35 | 1.02069E-19 | Differentiated <sup>low</sup> |
| SORBS2   | 0.35 | 8.66183E-12 | Differentiated <sup>low</sup> |
| PDCD6    | 0.35 | 2.00005E-13 | Differentiated <sup>low</sup> |
| KIF21A   | 0.35 | 1           | Differentiated <sup>low</sup> |
| CLDND1   | 0.34 | 2.27093E-07 | Differentiated <sup>low</sup> |
| GPT2     | 0.34 | 8.11925E-15 | Differentiated <sup>low</sup> |
| RAB11A   | 0.34 | 3.14782E-23 | Differentiated <sup>low</sup> |
| FCHO2    | 0.34 | 4.19246E-11 | Differentiated <sup>low</sup> |
| EIF4G2   | 0.34 | 6.51801E-22 | Differentiated <sup>low</sup> |
| KIAA0247 | 0.34 | 1.1621E-12  | Differentiated <sup>low</sup> |
| TSC22D4  | 0.33 | 2.81845E-08 | Differentiated <sup>low</sup> |
| BNIP1L   | 0.33 | 1.26293E-23 | Differentiated <sup>low</sup> |

|           |      |             |                               |
|-----------|------|-------------|-------------------------------|
| ARHGEF10L | 0.33 | 5.59722E-13 | Differentiated <sup>low</sup> |
| ARHGAP40  | 0.33 | 8.36316E-15 | Differentiated <sup>low</sup> |
| TMEM45B   | 0.33 | 1.37623E-21 | Differentiated <sup>low</sup> |
| RAB5B     | 0.33 | 6.69505E-08 | Differentiated <sup>low</sup> |
| SERPINB6  | 0.33 | 1.16779E-20 | Differentiated <sup>low</sup> |
| TPRG1     | 0.33 | 3.88243E-21 | Differentiated <sup>low</sup> |
| KIF1C     | 0.33 | 1.08286E-10 | Differentiated <sup>low</sup> |
| ASPG      | 0.33 | 4.11526E-21 | Differentiated <sup>low</sup> |
| C1orf116  | 0.33 | 1.77821E-25 | Differentiated <sup>low</sup> |
| RERE      | 0.32 | 9.15348E-12 | Differentiated <sup>low</sup> |
| INPPL1    | 0.32 | 1.43885E-06 | Differentiated <sup>low</sup> |
| PMM1      | 0.32 | 1.16197E-09 | Differentiated <sup>low</sup> |
| TJP2      | 0.32 | 3.93541E-09 | Differentiated <sup>low</sup> |
| ANXA1     | 0.32 | 1.64292E-21 | Differentiated <sup>low</sup> |
| NCCRP1    | 0.32 | 3.59165E-47 | Differentiated <sup>low</sup> |
| KAZN      | 0.32 | 5.9939E-10  | Differentiated <sup>low</sup> |
| CCNG2     | 0.32 | 9.25839E-30 | Differentiated <sup>low</sup> |
| SAMD4B    | 0.32 | 5.92667E-08 | Differentiated <sup>low</sup> |
| DAPP1     | 0.31 | 1.79959E-11 | Differentiated <sup>low</sup> |
| TOM1L2    | 0.31 | 0.000256163 | Differentiated <sup>low</sup> |
| KIAA0232  | 0.31 | 3.05554E-09 | Differentiated <sup>low</sup> |
| MCL1      | 0.31 | 5.42829E-15 | Differentiated <sup>low</sup> |
| PLEKHA6   | 0.31 | 7.43158E-26 | Differentiated <sup>low</sup> |
| CNOT1     | 0.31 | 6.61897E-10 | Differentiated <sup>low</sup> |
| SCNN1B    | 0.31 | 4.59246E-14 | Differentiated <sup>low</sup> |
| EPB41L3   | 0.31 | 7.61157E-34 | Differentiated <sup>low</sup> |
| TRNP1     | 0.31 | 2.16512E-14 | Differentiated <sup>low</sup> |
| SH3PXD2A  | 0.30 | 3.4902E-05  | Differentiated <sup>low</sup> |
| ARHGAP32  | 0.30 | 0.318569094 | Differentiated <sup>low</sup> |
| NCKAP1    | 0.30 | 5.65326E-07 | Differentiated <sup>low</sup> |
| NUMA1     | 0.30 | 1           | Differentiated <sup>low</sup> |
| CYTH1     | 0.30 | 7.55777E-08 | Differentiated <sup>low</sup> |
| ABHD17C   | 0.30 | 5.22026E-13 | Differentiated <sup>low</sup> |
| AMFR      | 0.30 | 2.65433E-10 | Differentiated <sup>low</sup> |
| EPHA2     | 0.30 | 0.000604687 | Differentiated <sup>low</sup> |
| CEACAM5   | 0.29 | 1.35401E-17 | Differentiated <sup>low</sup> |
| ADD3      | 0.29 | 1           | Differentiated <sup>low</sup> |
| CAMSAP3   | 0.29 | 2.51739E-13 | Differentiated <sup>low</sup> |

|            |      |             |                               |
|------------|------|-------------|-------------------------------|
| CTNNA1     | 0.29 | 1.06202E-09 | Differentiated <sup>low</sup> |
| FNDC4      | 0.29 | 4.48239E-31 | Differentiated <sup>low</sup> |
| CLCN3      | 0.29 | 8.67392E-05 | Differentiated <sup>low</sup> |
| CANT1      | 0.29 | 4.60768E-17 | Differentiated <sup>low</sup> |
| SPINK7     | 0.29 | 0.068676449 | Differentiated <sup>low</sup> |
| CALM1      | 0.29 | 2.65019E-19 | Differentiated <sup>low</sup> |
| AGFG2      | 0.28 | 6.37418E-20 | Differentiated <sup>low</sup> |
| TUBB6      | 0.28 | 1           | Differentiated <sup>low</sup> |
| ATP13A4    | 0.28 | 3.97232E-17 | Differentiated <sup>low</sup> |
| HBP1       | 0.28 | 1.33203E-18 | Differentiated <sup>low</sup> |
| GALE       | 0.28 | 0.002099859 | Differentiated <sup>low</sup> |
| CPNE3      | 0.28 | 1.91481E-06 | Differentiated <sup>low</sup> |
| PLXNB2     | 0.28 | 1           | Differentiated <sup>low</sup> |
| SH3GL1     | 0.28 | 2.95449E-16 | Differentiated <sup>low</sup> |
| KCTD11     | 0.28 | 2.36223E-11 | Differentiated <sup>low</sup> |
| CCNYL1     | 0.28 | 5.94757E-24 | Differentiated <sup>low</sup> |
| UGCG       | 0.28 | 1.94603E-10 | Differentiated <sup>low</sup> |
| UPK1A      | 0.28 | 2.26985E-21 | Differentiated <sup>low</sup> |
| MYO6       | 0.27 | 0.042130871 | Differentiated <sup>low</sup> |
| GLTPD1     | 0.27 | 0.019923133 | Differentiated <sup>low</sup> |
| YPEL3      | 0.27 | 0.009928825 | Differentiated <sup>low</sup> |
| KAT2B      | 0.27 | 1.46067E-28 | Differentiated <sup>low</sup> |
| SLC11A2    | 0.27 | 1.65931E-13 | Differentiated <sup>low</sup> |
| ACADM      | 0.27 | 1.3789E-08  | Differentiated <sup>low</sup> |
| SNX21      | 0.27 | 8.76865E-08 | Differentiated <sup>low</sup> |
| DGKA       | 0.27 | 1           | Differentiated <sup>low</sup> |
| SGPL1      | 0.27 | 0.66637086  | Differentiated <sup>low</sup> |
| AIM1L      | 0.27 | 1.08546E-06 | Differentiated <sup>low</sup> |
| CLIC3      | 0.26 | 2.54119E-13 | Differentiated <sup>low</sup> |
| IST1       | 0.26 | 1           | Differentiated <sup>low</sup> |
| SLC8A1-AS1 | 0.26 | 6.54852E-11 | Differentiated <sup>low</sup> |
| HCAR2      | 0.26 | 1.03068E-13 | Differentiated <sup>low</sup> |
| DGAT2      | 0.26 | 1.96477E-10 | Differentiated <sup>low</sup> |
| INO80C     | 0.26 | 4.67924E-06 | Differentiated <sup>low</sup> |
| FRMD4B     | 0.26 | 0.227635752 | Differentiated <sup>low</sup> |
| FBXO34     | 0.26 | 4.6945E-10  | Differentiated <sup>low</sup> |
| KLHL2      | 0.26 | 8.71428E-08 | Differentiated <sup>low</sup> |
| KATNBL1    | 0.26 | 3.75333E-08 | Differentiated <sup>low</sup> |

|                      |      |             |                                |
|----------------------|------|-------------|--------------------------------|
| AIFM2                | 0.26 | 0.001273961 | Differentiated <sup>low</sup>  |
| C9orf169             | 0.25 | 2.77737E-19 | Differentiated <sup>low</sup>  |
| ITSN2                | 0.25 | 1.60796E-11 | Differentiated <sup>low</sup>  |
| MPRIIP               | 0.25 | 8.16542E-05 | Differentiated <sup>low</sup>  |
| ESPL1                | 0.25 | 0.009032713 | Differentiated <sup>low</sup>  |
| NPAS2                | 0.25 | 6.76628E-12 | Differentiated <sup>low</sup>  |
| B3GNT3               | 0.25 | 1.6332E-13  | Differentiated <sup>high</sup> |
| MT1G                 | 3.18 | 2.53104E-28 | Differentiated <sup>high</sup> |
| MT1E                 | 2.16 | 1.47469E-10 | Differentiated <sup>high</sup> |
| MT1H                 | 2.02 | 5.8043E-11  | Differentiated <sup>high</sup> |
| RNASE7               | 1.84 | 6.3068E-103 | Differentiated <sup>high</sup> |
| MT2A                 | 1.81 | 4.23694E-05 | Differentiated <sup>high</sup> |
| KRT16                | 1.47 | 1.72756E-66 | Differentiated <sup>high</sup> |
| HIGH <sup>LPDA</sup> | 1.46 | 1.9407E-99  | Differentiated <sup>high</sup> |
| SPRR2D               | 1.45 | 3.2634E-129 | Differentiated <sup>high</sup> |
| DKK1                 | 1.18 | 4.105E-15   | Differentiated <sup>high</sup> |
| KRTAP3-2             | 1.16 | 0.042555029 | Differentiated <sup>high</sup> |
| ACTG1                | 1.06 | 1.51505E-87 | Differentiated <sup>high</sup> |
| MT1M                 | 1.01 | 0.289291817 | Differentiated <sup>high</sup> |
| KPRP                 | 0.99 | 2.4605E-38  | Differentiated <sup>high</sup> |
| NFKBIA               | 0.96 | 6.89534E-32 | Differentiated <sup>high</sup> |
| RND3                 | 0.92 | 1.9069E-123 | Differentiated <sup>high</sup> |
| BPGM                 | 0.91 | 4.59498E-10 | Differentiated <sup>high</sup> |
| SPRR2E               | 0.90 | 1.48452E-46 | Differentiated <sup>high</sup> |
| DUSP5                | 0.90 | 2.0004E-135 | Differentiated <sup>high</sup> |
| GLUL                 | 0.89 | 6.07694E-51 | Differentiated <sup>high</sup> |
| FTH1                 | 0.86 | 1.0511E-136 | Differentiated <sup>high</sup> |
| HOTAIRM1             | 0.86 | 1.97495E-22 | Differentiated <sup>high</sup> |
| GADD45B              | 0.85 | 1.33179E-52 | Differentiated <sup>high</sup> |
| MT1F                 | 0.84 | 1           | Differentiated <sup>high</sup> |
| NR1D1                | 0.81 | 1.19702E-32 | Differentiated <sup>high</sup> |
| SPRR2A               | 0.81 | 1.9337E-136 | Differentiated <sup>high</sup> |
| ANKRD37              | 0.81 | 2.62073E-18 | Differentiated <sup>high</sup> |
| CHAC1                | 0.75 | 7.30852E-66 | Differentiated <sup>high</sup> |
| C15orf48             | 0.74 | 1.9277E-101 | Differentiated <sup>high</sup> |
| CITED2               | 0.68 | 5.16325E-53 | Differentiated <sup>high</sup> |
| IL23A                | 0.66 | 1.66613E-13 | Differentiated <sup>high</sup> |
| PMAIP1               | 0.65 | 1.54453E-34 | Differentiated <sup>high</sup> |

|           |      |             |                                |
|-----------|------|-------------|--------------------------------|
| SPRR2F    | 0.64 | 1.16406E-09 | Differentiated <sup>high</sup> |
| ADM       | 0.64 | 1.256E-36   | Differentiated <sup>high</sup> |
| S100P     | 0.63 | 5.6071E-56  | Differentiated <sup>high</sup> |
| GABARAPL2 | 0.63 | 2.30301E-75 | Differentiated <sup>high</sup> |
| FLG       | 0.61 | 6.60747E-27 | Differentiated <sup>high</sup> |
| UBC       | 0.59 | 4.37389E-80 | Differentiated <sup>high</sup> |
| PCBP1     | 0.58 | 7.18424E-66 | Differentiated <sup>high</sup> |
| PPDPF     | 0.57 | 2.8362E-127 | Differentiated <sup>high</sup> |
| FAM25A    | 0.56 | 8.49985E-94 | Differentiated <sup>high</sup> |
| SQSTM1    | 0.56 | 2.70482E-76 | Differentiated <sup>high</sup> |
| IER3      | 0.55 | 9.03366E-21 | Differentiated <sup>high</sup> |
| GADD45A   | 0.55 | 0.011069541 | Differentiated <sup>high</sup> |
| SPRR2B    | 0.54 | 6.14324E-11 | Differentiated <sup>high</sup> |
| KRT17     | 0.53 | 1           | Differentiated <sup>high</sup> |
| PHLDA1    | 0.52 | 6.50015E-54 | Differentiated <sup>high</sup> |
| UPP1      | 0.51 | 1.90523E-25 | Differentiated <sup>high</sup> |
| CRCT1     | 0.51 | 3.50242E-91 | Differentiated <sup>high</sup> |
| ADIRF     | 0.51 | 1.33511E-66 | Differentiated <sup>high</sup> |
| MT1X      | 0.49 | 1           | Differentiated <sup>high</sup> |
| MAFF      | 0.47 | 3.87193E-54 | Differentiated <sup>high</sup> |
| PPIF      | 0.47 | 1           | Differentiated <sup>high</sup> |
| FAM45A    | 0.46 | 2.00669E-41 | Differentiated <sup>high</sup> |
| MAP1LC3B  | 0.46 | 1.12909E-68 | Differentiated <sup>high</sup> |
| ALDH1A3   | 0.46 | 4.32153E-45 | Differentiated <sup>high</sup> |
| ZFP36     | 0.44 | 3.58478E-20 | Differentiated <sup>high</sup> |
| RFK       | 0.44 | 1.73549E-56 | Differentiated <sup>high</sup> |
| RASGEF1B  | 0.43 | 6.92539E-49 | Differentiated <sup>high</sup> |
| MGAT1     | 0.42 | 2.66911E-47 | Differentiated <sup>high</sup> |
| JUNB      | 0.41 | 1.06847E-15 | Differentiated <sup>high</sup> |
| LGALS3    | 0.40 | 1.9962E-21  | Differentiated <sup>high</sup> |
| TUFT1     | 0.40 | 1.23162E-48 | Differentiated <sup>high</sup> |
| YOD1      | 0.40 | 5.34224E-38 | Differentiated <sup>high</sup> |
| VMP1      | 0.40 | 3.52077E-28 | Differentiated <sup>high</sup> |
| SPRR1B    | 0.38 | 1.73537E-30 | Differentiated <sup>high</sup> |
| CXCL2     | 0.38 | 0.610362532 | Differentiated <sup>high</sup> |
| DEFB4A    | 0.37 | 1.54524E-05 | Differentiated <sup>high</sup> |
| LCN2      | 0.36 | 2.62347E-27 | Differentiated <sup>high</sup> |
| NDFIP2    | 0.36 | 1.6065E-42  | Differentiated <sup>high</sup> |

|               |      |             |                                |
|---------------|------|-------------|--------------------------------|
| CXCL3         | 0.35 | 1           | Differentiated <sup>high</sup> |
| TM9SF2        | 0.34 | 1           | Differentiated <sup>high</sup> |
| ISG15         | 0.34 | 1           | Differentiated <sup>high</sup> |
| UBE2V1        | 0.33 | 2.13951E-34 | Differentiated <sup>high</sup> |
| DHRS9         | 0.33 | 1.30631E-42 | Differentiated <sup>high</sup> |
| ATP8B1        | 0.33 | 2.46045E-07 | Differentiated <sup>high</sup> |
| PRSS22        | 0.33 | 4.23968E-16 | Differentiated <sup>high</sup> |
| TPM4          | 0.32 | 2.50065E-29 | Differentiated <sup>high</sup> |
| MAPK8         | 0.32 | 2.23438E-33 | Differentiated <sup>high</sup> |
| RAP2B         | 0.32 | 1.98361E-30 | Differentiated <sup>high</sup> |
| DUOXA2        | 0.32 | 3.81058E-21 | Differentiated <sup>high</sup> |
| EIF1          | 0.32 | 1.09893E-21 | Differentiated <sup>high</sup> |
| TTC9          | 0.32 | 1.05084E-30 | Differentiated <sup>high</sup> |
| IL1A          | 0.32 | 9.06695E-17 | Differentiated <sup>high</sup> |
| HSPB8         | 0.31 | 1.15077E-24 | Differentiated <sup>high</sup> |
| UBE2D3        | 0.31 | 4.24245E-10 | Differentiated <sup>high</sup> |
| HLA-E         | 0.31 | 1.94936E-07 | Differentiated <sup>high</sup> |
| RMND5A        | 0.31 | 4.9753E-35  | Differentiated <sup>high</sup> |
| ZNF812        | 0.30 | 1.0142E-12  | Differentiated <sup>high</sup> |
| HLCS          | 0.30 | 2.748E-21   | Differentiated <sup>high</sup> |
| RP11-532F12.5 | 0.30 | 1.45457E-32 | Differentiated <sup>high</sup> |
| TMEM159       | 0.29 | 1.6899E-10  | Differentiated <sup>high</sup> |
| FEM1C         | 0.27 | 4.64417E-06 | Differentiated <sup>high</sup> |
| DUSP14        | 0.27 | 3.99427E-22 | Differentiated <sup>high</sup> |
| GRPEL2        | 0.27 | 6.48333E-09 | Differentiated <sup>high</sup> |
| RP11-390E23.6 | 0.27 | 3.86342E-22 | Differentiated <sup>high</sup> |
| AVPI1         | 0.27 | 2.0135E-11  | Differentiated <sup>high</sup> |
| NFKBIZ        | 0.27 | 2.44796E-38 | Differentiated <sup>high</sup> |
| RNF145        | 0.27 | 4.95091E-23 | Differentiated <sup>high</sup> |
| POLR1D        | 0.27 | 2.48118E-14 | Differentiated <sup>high</sup> |
| SERTAD2       | 0.26 | 1.20923E-34 | Differentiated <sup>high</sup> |
| ARL4C         | 0.26 | 3.68277E-18 | Differentiated <sup>high</sup> |

# Supplementary material for: Single-cell RNA-Seq of human esophageal epithelium in homeostasis and allergic inflammation
**Source:** JCI Insight. 2022 Jun 8;7(11):e159093. doi: 10.1172/jci.insight.159093
**Supplement:** Supplemental table 3

Supplemental Table 3. Markers of the human esophageal basal epithelial layers

| basal layer markers * | RPKM basal | RPKM suprabasal | ratio basal/suprabasal |
|-----------------------|------------|-----------------|------------------------|
| IGFBP3                | 6.21       | 0.01            | 620.58                 |
| VIT                   | 9.13       | 0.18            | 51.93                  |
| CH25H                 | 7.29       | 0.16            | 44.44                  |
| ABI3BP                | 5.15       | 0.15            | 35.25                  |
| DKK3                  | 7.03       | 0.20            | 34.40                  |
| COL17A1               | 81.54      | 2.39            | 34.10                  |
| BGN                   | 9.80       | 0.33            | 29.26                  |
| CDH13                 | 9.63       | 0.34            | 28.38                  |
| TNS3                  | 6.86       | 0.34            | 20.09                  |
| CAV1                  | 11.40      | 0.61            | 18.80                  |
| EFEMP1                | 13.35      | 0.75            | 17.70                  |
| CYR61                 | 9.36       | 0.58            | 16.08                  |
| MXRA5                 | 27.39      | 1.72            | 15.96                  |
| TPM2                  | 6.63       | 0.42            | 15.64                  |
| HOPX                  | 5.42       | 0.36            | 14.91                  |
| BASP1                 | 8.45       | 0.58            | 14.58                  |
| DST                   | 125.92     | 8.68            | 14.51                  |
| CYP2S1                | 12.03      | 0.86            | 13.94                  |
| ASS1                  | 18.44      | 1.33            | 13.82                  |
| CCDC3                 | 17.63      | 1.30            | 13.53                  |
| TNS1                  | 8.47       | 0.63            | 13.42                  |
| ADH1C                 | 6.04       | 0.46            | 13.03                  |
| DLK2                  | 5.76       | 0.45            | 12.91                  |
| SLC7A5                | 21.60      | 1.89            | 11.43                  |
| FHL2                  | 5.84       | 0.51            | 11.37                  |
| NTRK2                 | 5.68       | 0.51            | 11.20                  |
| LAMB3                 | 18.93      | 1.76            | 10.76                  |
| ABCC3                 | 8.43       | 0.80            | 10.55                  |
| MOXD1                 | 17.34      | 1.89            | 9.18                   |
| SLC40A1               | 6.58       | 0.76            | 8.66                   |
| CFB                   | 5.33       | 0.64            | 8.31                   |
| BOC                   | 7.38       | 0.90            | 8.16                   |
| GPNMB                 | 103.75     | 13.00           | 7.98                   |
| FOXQ1                 | 7.57       | 0.95            | 7.97                   |
| IGFBP5                | 20.10      | 2.72            | 7.40                   |
| ZFP36L2               | 8.98       | 1.23            | 7.29                   |
| ABCA1                 | 9.40       | 1.29            | 7.28                   |
| TP53I11               | 7.24       | 0.99            | 7.28                   |

|          |        |        |      |
|----------|--------|--------|------|
| WNT4     | 15.05  | 2.08   | 7.25 |
| IFITM1   | 6.80   | 0.98   | 6.94 |
| TIMP1    | 7.94   | 1.18   | 6.72 |
| NPR3     | 17.53  | 2.63   | 6.67 |
| SLC1A3   | 20.29  | 3.12   | 6.50 |
| PCDH7    | 6.88   | 1.12   | 6.16 |
| TFAP2B   | 5.34   | 0.87   | 6.11 |
| ANKH     | 6.29   | 1.04   | 6.05 |
| LEPREL1  | 9.42   | 1.56   | 6.04 |
| CXCL14   | 52.82  | 8.95   | 5.90 |
| GABRE    | 5.09   | 0.88   | 5.76 |
| KRT14    | 14.60  | 2.56   | 5.71 |
| HIST1H3I | 7.45   | 1.34   | 5.58 |
| TNS4     | 33.36  | 5.99   | 5.56 |
| SLC1A4   | 11.75  | 2.12   | 5.53 |
| ITGB4    | 11.45  | 2.16   | 5.30 |
| CYBRD1   | 7.49   | 1.42   | 5.27 |
| AP2B1    | 11.20  | 2.19   | 5.11 |
| NPNT     | 6.26   | 1.23   | 5.07 |
| ANTXR1   | 7.40   | 1.47   | 5.04 |
| ZMYM6NB  | 15.10  | 3.02   | 5.01 |
| BEX2     | 8.03   | 1.65   | 4.88 |
| GLUL     | 12.82  | 2.63   | 4.87 |
| SOX6     | 5.05   | 1.05   | 4.83 |
| FAT1     | 7.85   | 1.64   | 4.78 |
| PINLYP   | 6.79   | 1.48   | 4.59 |
| MEGF6    | 8.09   | 1.78   | 4.53 |
| SLC3A2   | 10.22  | 2.28   | 4.47 |
| PTRF     | 12.02  | 2.86   | 4.21 |
| FLNA     | 6.82   | 1.65   | 4.13 |
| CDHR1    | 9.14   | 2.28   | 4.01 |
| IL18     | 29.31  | 7.50   | 3.91 |
| KRT19    | 53.41  | 13.73  | 3.89 |
| TXNIP    | 30.89  | 7.95   | 3.88 |
| TFCP2L1  | 8.98   | 2.31   | 3.88 |
| SESN3    | 14.93  | 3.86   | 3.86 |
| PTPN14   | 6.67   | 1.74   | 3.83 |
| BTG2     | 10.77  | 2.82   | 3.81 |
| EHD3     | 7.58   | 2.04   | 3.72 |
| KRT15    | 702.82 | 189.20 | 3.71 |
| TANC2    | 6.26   | 1.71   | 3.66 |
| PTPRS    | 8.34   | 2.29   | 3.64 |
| SH3PXD2A | 9.20   | 2.54   | 3.62 |

|          |       |       |      |
|----------|-------|-------|------|
| PRNP     | 11.98 | 3.33  | 3.60 |
| LAPTM4B  | 13.82 | 3.90  | 3.55 |
| C21orf91 | 6.81  | 1.92  | 3.54 |
| MEF2A    | 5.05  | 1.45  | 3.47 |
| ETS2     | 7.87  | 2.33  | 3.38 |
| CTDSPL   | 6.91  | 2.04  | 3.38 |
| NRM      | 7.08  | 2.10  | 3.37 |
| CLSTN1   | 9.04  | 2.68  | 3.37 |
| SLC2A1   | 29.74 | 9.15  | 3.25 |
| TPBG     | 8.73  | 2.70  | 3.23 |
| PTPRZ1   | 10.43 | 3.24  | 3.22 |
| CRIM1    | 6.28  | 1.95  | 3.22 |
| PRKAB2   | 5.00  | 1.55  | 3.22 |
| ZNF91    | 5.23  | 1.65  | 3.16 |
| GLTSCR2  | 13.93 | 4.44  | 3.14 |
| BEX4     | 5.57  | 1.79  | 3.12 |
| AJUBA    | 5.50  | 1.79  | 3.08 |
| LAMB2    | 5.30  | 1.73  | 3.06 |
| SNAI2    | 17.40 | 5.72  | 3.04 |
| ARL4C    | 5.50  | 1.83  | 3.01 |
| RBM4B    | 5.24  | 1.74  | 3.01 |
| DHRS3    | 14.83 | 4.95  | 3.00 |
| LGALS8   | 8.11  | 2.72  | 2.99 |
| LAMC1    | 5.11  | 1.71  | 2.99 |
| CCND2    | 9.56  | 3.20  | 2.98 |
| LAMA3    | 7.64  | 2.60  | 2.93 |
| RBBP8    | 11.22 | 3.88  | 2.89 |
| ZNF395   | 5.46  | 1.90  | 2.88 |
| APCDD1   | 20.11 | 7.04  | 2.86 |
| SLC43A3  | 12.24 | 4.33  | 2.83 |
| NAP1L1   | 13.98 | 4.94  | 2.83 |
| CROT     | 5.08  | 1.82  | 2.80 |
| AHCYL2   | 8.71  | 3.13  | 2.79 |
| C2CD2    | 6.39  | 2.30  | 2.79 |
| GSR      | 6.28  | 2.26  | 2.78 |
| IFITM3   | 33.82 | 12.20 | 2.77 |
| LIMA1    | 11.12 | 4.05  | 2.75 |
| HLF      | 11.61 | 4.24  | 2.74 |
| SELENBP1 | 6.39  | 2.36  | 2.71 |
| SP100    | 5.75  | 2.12  | 2.71 |
| EGR1     | 45.41 | 16.78 | 2.71 |
| CRTAP    | 7.64  | 2.83  | 2.70 |
| MXRA7    | 5.83  | 2.17  | 2.68 |

|            |       |       |      |
|------------|-------|-------|------|
| ITGB1      | 8.12  | 3.04  | 2.67 |
| STOM       | 9.69  | 3.64  | 2.66 |
| FTH1       | 62.96 | 23.67 | 2.66 |
| FBXW7      | 5.14  | 1.95  | 2.64 |
| CD74       | 7.23  | 2.75  | 2.63 |
| TLR3       | 5.09  | 1.94  | 2.62 |
| FGD6       | 6.09  | 2.33  | 2.62 |
| CTDSP2     | 7.93  | 3.07  | 2.58 |
| HAUS4      | 5.54  | 2.18  | 2.54 |
| HSPA2      | 8.23  | 3.27  | 2.52 |
| NF1        | 5.14  | 2.05  | 2.51 |
| ST6GALNAC2 | 11.95 | 4.80  | 2.49 |
| CDCA7      | 6.30  | 2.54  | 2.48 |
| LDB1       | 9.70  | 3.93  | 2.47 |
| DSG2       | 6.04  | 2.48  | 2.44 |
| THSD4      | 21.51 | 8.87  | 2.43 |
| DTX3L      | 5.01  | 2.09  | 2.40 |
| STON2      | 7.57  | 3.18  | 2.38 |
| PBX2       | 8.95  | 3.78  | 2.36 |
| SLC7A1     | 49.11 | 20.98 | 2.34 |
| PHF3       | 9.64  | 4.21  | 2.29 |
| CALCOCO1   | 13.01 | 5.70  | 2.28 |
| KDM6A      | 5.34  | 2.34  | 2.28 |
| PARP14     | 7.41  | 3.26  | 2.27 |
| AMOTL1     | 7.08  | 3.15  | 2.25 |
| GSTM2      | 10.07 | 4.58  | 2.20 |
| CHD3       | 8.38  | 3.83  | 2.19 |

\* the green font denotes esophagus-specific genes

How the deposited data were processed for this re-analysis (not part of the article)

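The data were droplet single-cell RNA-Seq libraries (10x Genomics 3′ v2) of esophageal biopsies, 1 library from each of 10 individuals, of whom 5 had active EoE, 3 had EoE in remission and 2 were normal. The authors aligned the reads to hg19 and counted UMIs per gene and barcode with Cell Ranger 3.0.2, and the deposited values are these raw counts, whole numbers for the barcodes that Cell Ranger called cells. The authors' later steps, which the paper's methods describe as doublet removal with Scrublet, filters on cells, normalization and integration, are not part of the deposited counts and were carried out anew, and no samples were pooled. Each sample was its own group member by the status given in the sample labels and the paper, and no pairing of individuals between groups is given. Gene coordinates came from a GENCODE annotation lifted to GRCh37, the assembly behind hg19, through the Ensembl identifiers of the matrices.

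Barcodes were kept with at least 300 detected genes, under 20% mitochondrial UMIs and no more than 70000 UMIs. Doublets were scored per sample with Scrublet as run by scanpy 1.11.5 with 30 components and an expected rate of 0.8% per 1000 cells. Its automatic threshold marked between 0.0501% and 1.62% of a sample, so the expected share with the highest scores was removed. Cells were normalized, integrated by reciprocal PCA and clustered in Seurat 5.3.0 (R 4.3.3) on 20 components of 2000 variable genes, with 20 neighbours and seed 1, at a resolution of 0.5 for all cells, 0.6 for epithelial-like cells and 0.8 for Quiescent-like and Proliferating-like cells. UMI counts and the share of mitochondrial UMIs were regressed out when genes were scaled, as the paper's methods describe. A cluster took the class with the highest mean score of marker genes, each gene scaled across clusters as log2 of CPM with 10 added, if at least 3 markers were detected in 10% of its cells and above the rest. Its 10 leading genes by fold over all other cells were not to hold more markers of another class than of its own, both taken from the naming lists, and a low UMI count needed a marker among them. A cluster that failed for its highest-scoring class was tried against the second, which then needed 2 markers among the leading genes, and 3.88% of epithelial-like cells stayed without a name. The genes reported as results and left out of the clustering features were listed after a first pass of the tests.

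The depth per sample, as UMIs of all deposited barcodes, was between 13026931 and 79275876 with a median of 52644395, and between 1497 and 6310 cells of a sample were kept. UMI counts were summed per sample and class, and a sum needed at least 10 cells, or 20 for a major cell type. The sums of Differentiated-like cells of active EoE were the smallest, with a median of 469860 UMIs, and so give the least precise values. Where a group had no UMI of a gene, a bound was computed at 3 UMIs over the group, and ratios of few UMIs carry exact 95% intervals, which cover counting error only. Detected genes and cell cycle phases were compared in cells thinned to 2000 UMIs, leaving out cells with fewer.

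Shares of cells were compared between each pair of groups with two-sided exact permutation tests of the difference of means (numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 in Python 3.11.15), in place of the Student's t tests named in the paper. Expression was compared with edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood F test with BH adjustment) on the 10 sums of each subpopulation, and Differentiated-like with Quiescent-like sums within each status on 20 sums. DESeq2 1.42.0, which the paper's methods name for its pseudo-bulk comparisons, was run as an alternative. Adjusted p values are from edgeR unless another tool is named. The standard errors printed with edgeR values are the absolute log2 fold change divided by the square root of F. They restate the test, and for genes with almost no UMIs in a group they do not measure the uncertainty of the fold change. Gene lists were tested with camera and fry of limma 3.58.1 over a family of 140 tests, and principal components were taken over log2 CPM of 500 genes with a prior count of 2. The figures were drawn with matplotlib 3.10.9.

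The tests across genes were first tested on simulated data, negative binomial counts with the means, depths and fitted dispersion of the real genes, in which 200 genes were changed. These were drawn only from genes above a minimum count at the median depth, each with a change over the fold threshold, so genes with few UMIs were not covered. Between active EoE and normal 54.0% to 80.5% of the changed genes were recovered in a subpopulation, between remission and normal 59.0% to 72.0%, and between Differentiated-like and Quiescent-like cells of normal 61%, with 4 to 12 false calls and none of the wrong sign. Samples of a group were checked for libraries deposited in duplicate by a chi-square test over genes, and with 80.0 to 331 per degree of freedom all pairs differed far beyond the sampling noise. The Differentiated-like and Quiescent-like sums of a sample come from 1 donor, and their deviations from the group means correlated across genes with a median r of 0.178 (0.125 to 0.343 in 10 pairs), against -0.0665 between sums of other samples of the group. A fit with the donor as a block was therefore run as an alternative.

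Genes named in the text are every gene that the paper's Results name in a claim on these data, all keratins, and for each subpopulation and direction the 2 called genes with the largest change among those with a mean of at least 20 CPM in the higher group and every active sample beyond both normal samples. Results for some of these genes are not reported here. The lists of ribosomal protein, metallothionein, nuclear receptor and interferon-response genes were fixed by symbol. Genes that could tell donors apart were left out of all tests. The alternatives, 90 pairs of a result and a choice, changed doublet removal, the filters on cells, integration, resolution, clustering features, tool, scaling factors, the filter on low counts, the groups in a fit, depth, and the samples used, each 1 at a time. Names from the highest score only, leading genes judged by the whole of Supplemental Table 2 (801 genes read), the fibroblast-like cluster led by RGS5 left out, genes of recovery called without 1 normal sample and sums over all cells of a sample were added later. Slingshot trajectories, gene ontology terms, the interactome, the list of transcription factors behind the paper's enrichment, Supplemental Table 4 and the bulk RNA-Seq of sorted cells were not used here.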

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

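No test below was chosen only after the result was seen. In each group of 5 active samples the gap between the most distant sample and the nearest other, divided by the range of the group, was compared with Dixon's critical value of 0.71. Chance puts about 1 in 20 groups beyond it (5%), which is 3.4 of the 68 groups examined, and 11 were beyond it, 4 of 16 shares and depths and 7 of 52 gene levels. The groups share cells and samples, so the 11 are not independent of each other.

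Active sample 3 had a Differentiated-like share of 7.46% of epithelial-like cells, against 0.972 to 1.57% in the other active samples (ratio 0.908). Its Quiescent-like share was 14.6% against 8.91 to 10.0% (ratio 0.809), and its Quiescent basal-like share 15.6% against 10.6 to 11.9% (ratio 0.731). Proliferating-like CRCT1 was at 8.35 CPM in the same sample, against 0.867 to 2.70 CPM (ratio 0.755). Without active sample 3 the Differentiated-like difference of active EoE from normal was -47.8 points, so the loss does not rest on it. The number of genes called in Quiescent-like cells was 151 without it and 65 with it. A biopsy that holds more of the layers at the base and the surface, a milder state of the disease and free RNA from more Differentiated-like cells were not tested for this sample, and all 3 stay open.

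The epithelial-like share of active sample 5 was 83.2% of all cells, against 72.5 to 75.2% in the other active samples (ratio 0.748). Its Quiescent-like sum held SPRR2D at 5.32 CPM, against 0 to 0.345 CPM in the others (ratio 0.935). Free RNA of SPRR2D in these cells was not tested for this sample. The design names no condition that sets active samples apart, and no biological explanation was tested.

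Active sample 1 had CCL26 at 589.8 CPM in Quiescent-like cells, against 42.8 to 171 CPM in the other active samples (ratio 0.766), and at 915 CPM in Proliferating-like cells, against 90.0 to 227 CPM (ratio 0.833). CDH26 in Trans2-like cells was at 177 CPM, against 19.4 to 45.6 CPM (ratio 0.834). The normal samples had no UMI of CCL26 in Quiescent-like cells, so the rise is seen in the other active samples as well. This sample had the fewest UMIs of all, 13026931, and a median of 2698 per cell. In its Differentiated-like cells CCL26 was at 66.5 CPM, within the 46.2 to 188 CPM of the other active samples, so the excess was not shared by all classes. Depth, free RNA and a stronger response in this sample were not tested as explanations and stay open.

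HIF1A in Differentiated-like cells of the same sample had no UMI, against 14.6 to 17.3 CPM in the other active samples (ratio 0.843). The Differentiated-like sums of active EoE held between 85218 and 1412272 UMIs, and at such depths a gene without a UMI is not shown to be absent from the cells. In Proliferating-like cells NOTCH4 was at 0.906 CPM in active sample 2, against 1.35 to 1.49 CPM (ratio 0.760), and all 5 active values lay below both normal values. No biological explanation was tested for either.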

How the results depend on the processing

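Names from the highest score only, leading genes judged by the whole of Supplemental Table 2, and the fibroblast-like cluster led by RGS5 left out were tried after seeing the data, and no other alternative below was. Under the second, the 3 Trans1-like clusters and 1 Proliferating suprabasal-like cluster of 523 cells would have no name, since each had more leading genes of another class, and the other named epithelial-like clusters kept their names. With 1 sample left out, 118 of 172 values of the shares kept their direction and their side of the threshold, 46 no longer passed and 8 changed sign. Under the other alternatives the numbers were 206 of 230, 12 and 12. Between active EoE and normal the smallest exact p rises to 0.0667 or 0.167 when a sample is left out, so with fewer samples no difference between these 2 groups can pass, and these p values say nothing about stability. For the other changes of shares below the cause was not tested.

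The lymphocyte-like difference of remission minus normal, -0.606 points, ranged from -4.02 (without normal sample 2) to 2.80 (without normal sample 1) with 1 sample left out. The mast-like difference of active EoE minus normal, 6.38 points, was 7.04 with cells under 10% mitochondrial UMIs (p = 0.0952, exact test), and ranged from 5.71 (without active sample 1) to 7.28 (without active sample 2) with 1 sample left out. The Quiescent-like difference of active EoE minus normal, -4.41 points, ranged from -9.83 (without normal sample 2) to 1.01 (without normal sample 1) with 1 sample left out. The Quiescent-like difference of remission minus normal, -0.643 points, was 1.67 without integration (p = 0.8, exact test) and 0.349 at double the resolution (p = 1, exact test), and ranged from -6.06 (without normal sample 2) to 4.78 (without normal sample 1) with 1 sample left out. The Proliferating-like difference of active EoE minus normal, 16.3 points, ranged from 15.3 (without active sample 1) to 18.4 (without active sample 3) with 1 sample left out. The Trans1-like difference of active EoE minus normal, 19.6 points, was 10.1 without integration (p = 0.857, exact test), and ranged from 18.4 (without active sample 3) to 21.1 (without active sample 4) with 1 sample left out. The Trans2-like difference of active EoE minus normal, 12.2 points, was -2.10 without doublet removal (p = 0.333, exact test), -1.93 with cells under 10% mitochondrial UMIs (p = 0.381, exact test), 20.8 without integration (p = 0.381, exact test), 0.934 at 0.5 times the resolution (p = 0.857, exact test), 0.203 with marker and reported genes kept among the features (p = 1, exact test) and 0.373 with names from the highest score only (p = 0.905, exact test), and ranged from 10.0 (without active sample 4) to 14.2 (without normal sample 2) with 1 sample left out. The Trans2-like difference of remission minus normal, 4.63 points, was -2.19 without doublet removal (p = 0.3, exact test), -1.26 with cells under 10% mitochondrial UMIs (p = 0.500, exact test), -1.83 at 0.5 times the resolution (p = 0.6, exact test) and -2.72 with marker and reported genes kept among the features (p = 0.2, exact test). The Differentiated-like difference of active EoE minus normal, -46.6 points, ranged from -49.9 (without normal sample 1) to -43.3 (without normal sample 2) with 1 sample left out. The Differentiated-like difference of remission minus active EoE, 17.8 points, was 4.00 without integration (p = 0.196, exact test). The Quiescent basal-like difference of active EoE minus normal, -3.71 points, ranged from -9.32 (without normal sample 2) to 1.91 (without normal sample 1) with 1 sample left out. The Quiescent basal-like difference of remission minus normal, 0.618 points, was -0.606 with cells under 10% mitochondrial UMIs (p = 0.9, exact test), -0.433 with cells of at least 500 genes (p = 1, exact test), -0.596 without integration (p = 1, exact test) and -0.550 at 0.5 times the resolution (p = 0.9, exact test), and ranged from -5.00 (without normal sample 2) to 6.24 (without normal sample 1) with 1 sample left out. The Proliferating suprabasal-like difference of active EoE minus normal, 14.4 points, was 16.0 without integration (p = 0.0952, exact test), and ranged from 13.3 (without active sample 1) to 16.1 (without active sample 3) with 1 sample left out. The Proliferating suprabasal-like difference of remission minus active EoE, -9.96 points, was -9.81 without integration (p = 0.304, exact test), -11.1 at 0.5 times the resolution (p = 0.0536, exact test), -7.05 at double the resolution (p = 0.0536, exact test) and -8.01 with marker and reported genes kept among the features (p = 0.0536, exact test), and ranged from -11.6 (without active sample 3) to -8.32 (without remission sample 1) with 1 sample left out. Without doublet removal no cluster was named Proliferating suprabasal-like, so this alternative gave no value for that class. The fibroblast-like difference of remission minus active EoE, 1.74 points (p = 0.0357, exact test), was 1.08 with the cluster led by RGS5 left out (p = 0.0536, exact test).

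The excess in the mean r of remission with active EoE over that with normal, 0.207, was -0.294 without doublet removal, 0.462 with cells under 10% mitochondrial UMIs, -0.289 with cells of at least 500 genes, 0.698 without integration, -0.550 at 0.5 times the resolution, -0.460 at double the resolution, -0.153 with marker and reported genes kept among the features and -0.365 with leading genes judged by the whole of Supplemental Table 2. With names from the highest score only it was 0.0575, with 2 of 3 remission samples closer to active EoE. Its sign held with each of the 10 samples left out in turn. Judging leading genes by the whole table leaves the Trans1-like share out of the comparison, which is then over 4 classes. The cause was not tested.

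Of the numbers of called genes, 70 of 100 values with 1 sample left out and 80 of 140 under the other alternatives lay within 1.5 times the number in edgeR. The Differentiated-like number of called genes in active EoE against normal, 1896, was 3930 by DESeq2 on 50 sums, 5518 at double the resolution, 5042 with cells of at least 500 genes, 928 at 0.5 times the resolution, 5806 with marker and reported genes kept among the features, 1038 with cells under 10% mitochondrial UMIs, 5056 without doublet removal, 4775 without integration, 962 with only the 2 groups compared in the fit and 116 with sums thinned to the smallest, and ranged from 245 (without normal sample 1) to 2360 (without active sample 3) with 1 sample left out. The Differentiated-like number of called genes in remission against normal, 12, was 558 by DESeq2 on 50 sums, 41 by DESeq2 per subpopulation, 24 at double the resolution, 229 without a filter on low counts, 27 without doublet removal, 4386 without integration, 1 with only the 2 groups compared in the fit and 0 with sums thinned to the smallest, and ranged from 0 (without remission sample 1) to 35 (without remission sample 3) with 1 sample left out. The Proliferating-like number of called genes in active EoE against normal, 15, was 134 by DESeq2 on 50 sums, 183 by DESeq2 per subpopulation, 40 at double the resolution, 29 with cells of at least 500 genes, 29 with cells under 10% mitochondrial UMIs, 96 without a filter on low counts, 24 without doublet removal, 28 without integration and 42 with sums thinned to the smallest, and ranged from 4 (without normal sample 2) to 30 (without active sample 3) with 1 sample left out. The Proliferating-like number of called genes in remission against normal, 0, was 2 by DESeq2 per subpopulation and 1 without a filter on low counts. The Quiescent-like number of called genes in active EoE against normal, 65, was 316 by DESeq2 on 50 sums, 265 by DESeq2 per subpopulation, 40 with marker and reported genes kept among the features, 383 without a filter on low counts and 38 without integration, and ranged from 13 (without normal sample 2) to 151 (without active sample 3) with 1 sample left out. The Quiescent-like number of called genes in remission against normal, 1, was 18 by DESeq2 per subpopulation, 5 with cells under 10% mitochondrial UMIs, 44 without a filter on low counts, 0 with only the 2 groups compared in the fit and 6 with sums thinned to the smallest, and ranged from 0 (without normal sample 1) to 8 (without active sample 5) with 1 sample left out. The Trans1-like number of called genes in active EoE against normal, 26, was 259 by DESeq2 on 50 sums, 322 by DESeq2 per subpopulation, 55 at double the resolution, 47 with cells of at least 500 genes, 62 at 0.5 times the resolution, 46 with marker and reported genes kept among the features, 43 with cells under 10% mitochondrial UMIs, 151 without a filter on low counts, 52 without doublet removal, 56 without integration and 47 with sums thinned to the smallest, and ranged from 0 (without normal sample 2) to 44 (without remission sample 1) with 1 sample left out. The Trans1-like number of called genes in remission against normal, 0, was 5 by DESeq2 on 50 sums and 8 by DESeq2 per subpopulation. The Trans2-like number of called genes in active EoE against normal, 48, was 214 by DESeq2 on 50 sums, 229 by DESeq2 per subpopulation, 30 at double the resolution, 97 at 0.5 times the resolution, 197 without a filter on low counts and 17 without integration, and ranged from 4 (without normal sample 2) to 71 (without active sample 2) with 1 sample left out. The Trans2-like number of called genes in remission against normal, 0, was 5 by DESeq2 per subpopulation and 2 without a filter on low counts, and ranged from 0 to 1 (without remission sample 3) with 1 sample left out. Where normal is left with 1 sample, that sample is assumed to vary like the other groups. Fits of only the 2 groups, and fits with 1 sample left out, hold fewer samples; for the rest the cause was not tested. In remission against normal edgeR had 303, 400 and 326 genes at an unadjusted p under 0.05 in Proliferating-like, Trans1-like and Trans2-like cells, where it called none, and for the counts of 0 under an alternative this number was not computed.

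The number of genes induced from Quiescent-like to Differentiated-like cells of normal, 3579, was 507 with sums thinned to the smallest. The number of repressed genes, 4563, was 655 with sums thinned to the smallest. The share of induced genes in the lowest of 3 equal parts of the normal change in active EoE, 30.0%, was 53.8 without integration and 2.37 with sums thinned to the smallest. The share of induced genes in the highest part in active EoE, 26.7%, was 47.1 with cells under 10% mitochondrial UMIs, 50.8 at 0.5 times the resolution, 46.8 by DESeq2 and 77.7 with sums thinned to the smallest. The share of induced genes in the lowest of 3 equal parts of the normal change in remission, 3.13%, was 35.9 without integration. The share of induced genes in the highest part in remission, 81.2%, was 71.4 without doublet removal, 23.6 without integration, 72.8 at double the resolution and 74.0 with marker and reported genes kept among the features, and ranged from 73.5 (without normal sample 1) to 85.1 (without normal sample 2) with 1 sample left out. The share of repressed genes in the lowest of 3 equal parts of the normal change in active EoE, 9.34%, was 30.0 without doublet removal, 32.2 with cells of at least 500 genes, 31.3 without integration, 33.4 at double the resolution, 39.6 with marker and reported genes kept among the features, 22.4 by DESeq2 and 27.5 with sums thinned to the smallest, and ranged from 8.04 (without normal sample 1) to 18.2 (without normal sample 2) with 1 sample left out. The share of repressed genes in the highest part in active EoE, 64.0%, was 30.6 without doublet removal, 27.0 with cells of at least 500 genes, 31.9 without integration, 27.3 at double the resolution, 22.1 with marker and reported genes kept among the features, 36.1 by DESeq2, 55.9 without a filter on low counts and 24.6 with sums thinned to the smallest, and ranged from 45.2 (without normal sample 2) to 67.2 (without active sample 4) with 1 sample left out. The share of repressed genes in the lowest of 3 equal parts of the normal change in remission, 4.10%, was 7.76 without doublet removal, 7.35 with cells of at least 500 genes, 29.6 without integration, 8.52 at double the resolution, 9.64 with marker and reported genes kept among the features and 7.79 with sums thinned to the smallest, and ranged from 3.33 (without normal sample 1) to 11.7 (without normal sample 2) with 1 sample left out. The share of repressed genes in the highest part in remission, 72.1%, was 62.6 with cells of at least 500 genes, 34.0 without integration, 60.0 at double the resolution, 57.0 with marker and reported genes kept among the features and 61.4 with sums thinned to the smallest, and ranged from 47.5 (without normal sample 2) to 79.5 (without remission sample 1) with 1 sample left out. With the donor as a replicate block, which pairs the sums of a sample, 3730 genes were induced and 4777 repressed in normal, and the shares in the lowest part were 33.5% and 9.46% in active EoE and 4.02% and 4.56% in remission. Sums thinned to the smallest hold fewer genes that can be tested; for the other changes the cause was not tested.

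The ratio of detected genes of Differentiated-low-like to Quiescent-like cells of normal, 0.681, was 0.700 with cells thinned to 1000 UMIs. The G1 share of Quiescent basal-like cells of normal, 89.4%, was 87.7 without thinning. The S share of Quiescent basal-like cells of normal, 8.40%, was 10.8 without thinning. The G2M share of Quiescent basal-like cells of normal, 2.25%, was 1.51 without thinning. The G1 share of Proliferating suprabasal-like cells of normal, 11.6%, was 2.62 without thinning. The ratio of active to normal distances between Differentiated-like and Trans1-like sums, 0.743, was 0.961 with all genes past the count filter. The cause was not tested for these values either. Without doublet removal 18 of 138 mean levels by gene and cell type moved by 1 SD or more, all of them upward and none in epithelial-like cells, among them CDH26 in fibroblast-like cells, from 9.25 to 28.2 CPM. With the fibroblast-like cluster led by RGS5 left out, 1 of 22 fibroblast-like levels moved by 1 SD or more, ANO1 from 62.2 to 3.95 CPM, over 5 samples in place of 8. Without doublet removal the level in the highest type moved by less than 1 SD for each of the 23 genes, and the highest type itself changed for CCL26, from epithelial-like to fibroblast-like cells.

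Of the values of single genes named in the text, 575 of 660 with 1 sample left out kept their direction and their side of the threshold, 58 were no longer called, 19 became called and 8 changed sign. Under the other alternatives 729 of 894 kept both, 27 were no longer called, 123 became called and 15 changed sign. Changes of sign came in Differentiated-like cells, where the cause was not tested. The log2 fold change of KRT19 in remission against normal, -0.35, was 0.11 with sums thinned to the smallest. The log2 fold change of KRT23 in active EoE against normal, 0.13, was -2.09 at double the resolution, -1.39 with cells of at least 500 genes, -2.09 with marker and reported genes kept among the features, -2.06 without doublet removal and -3.67 without integration, and ranged from -0.29 (without normal sample 1) to 0.76 (without normal sample 2) with 1 sample left out. The log2 fold change of KRT23 in remission against normal, 0.23, was -0.23 at double the resolution, -0.022 with cells of at least 500 genes, -0.21 with marker and reported genes kept among the features, -0.23 without doublet removal and -2.60 without integration, and ranged from -0.47 (without remission sample 2) to 0.85 (without normal sample 2) with 1 sample left out. The log2 fold change of KRT80 in active EoE against normal, -0.46, was 0.46 with sums thinned to the smallest, and ranged from -0.90 (without normal sample 2) to 0.29 (without normal sample 1) with 1 sample left out. The log2 fold change of KRT80 in remission against normal, -0.68, was 0.069 with sums thinned to the smallest, and ranged from -1.14 (without normal sample 2) to 0.065 (without normal sample 1) with 1 sample left out. The log2 fold change of NCOA2 in active EoE against normal, -0.14, was 0.075 at 0.5 times the resolution and 0.15 with only the 2 groups compared in the fit, and ranged from -0.22 (without active sample 1) to 0.073 (without active sample 4) with 1 sample left out.

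Depth limits the Differentiated-like results of active EoE most, since their smallest sum held 85218 UMIs and their fewest cells were 40. Between remission and normal no exact test of shares can give a p under 0.1. Values with thinned sums rest on 1 random draw, and each subpopulation was thinned to its own smallest sum; the Differentiated-like number of 116 has the same depth as the 96 reported for all 50 sums thinned alike, and differs from it by the draw.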

Differences from the paper's values

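The alternative of names from the highest score only and Fisher's exact test of nuclear receptors were chosen after the data had been seen. A number or share is called near the paper's below when it lies within 1.5 times of it or, for a share, within 1 SD. The alternatives for numbers of genes that were set before the data were examined were DESeq2 on the 50 sums, which the paper's methods name, DESeq2 per subpopulation, RLE factors, no filter on low counts, only the 2 groups in the fit, thinned sums, no doublet removal, cells under 10% mitochondrial UMIs, cells of at least 500 genes, no integration, 0.5 times and double the resolution, marker and reported genes kept among the features, and each of the 10 samples left out. For shares they were the last 7 of these changes of processing and each sample of the group left out. Under every alternative not named beside a value, that value was not near the paper's.

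Between remission and normal the paper's number of changed genes over all subpopulations is approximately 100, and edgeR called 13, which became near by DESeq2 per subpopulation. In Differentiated cells of active EoE the paper's numbers are 2078 genes higher and 2156 lower, and edgeR called 911 and 985 in Differentiated-like cells. Both Differentiated-like numbers were near by DESeq2 on 50 sums, with cells of at least 500 genes, at double the resolution, with marker and reported genes kept among the features, without doublet removal and without integration. In Trans2 cells of active EoE the paper's numbers are 66 genes higher and 76 lower, and edgeR called 17 and 31 in Trans2-like cells. For Trans2-like cells the number of higher genes was near under none of the alternatives, and the number of lower genes was near by DESeq2 on 50 sums, by DESeq2 per subpopulation, at 0.5 times the resolution and without a filter on low counts. In Quiescent cells of active EoE the paper's numbers are about 180 genes higher and about 110 lower in Fig. 5D, read by eye, and edgeR called 23 and 42 in Quiescent-like cells. For Quiescent-like cells the number of higher genes was near by DESeq2 on 50 sums, by DESeq2 per subpopulation and without a filter on low counts, and the number of lower genes was near by DESeq2 per subpopulation and without active sample 3. In Proliferating cells of active EoE the paper's numbers are about 85 genes higher and about 97 lower in Fig. 5D, read by eye, and edgeR called 4 and 11 in Proliferating-like cells. For Proliferating-like cells the number of higher genes was near by DESeq2 per subpopulation, and the number of lower genes was near by DESeq2 on 50 sums and by DESeq2 per subpopulation. In Trans1 cells of active EoE the paper's numbers are about 200 genes higher and about 120 lower in Fig. 5D, read by eye, and edgeR called 8 and 18 in Trans1-like cells. Both Trans1-like numbers were near by DESeq2 on 50 sums and by DESeq2 per subpopulation.

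Differentiated-like cells were 2.60% ± 2.73 of epithelial-like cells in active EoE, against the paper's about 6% in Fig. 4C, read by eye, and were near it with cells of at least 500 genes, at double the resolution, with marker and reported genes kept among the features, without doublet removal and without integration. Proliferating basal-like cells were 1.88% ± 0.860 of epithelial-like cells in active EoE, against the paper's about 3% in Fig. 4D, read by eye, and were near it with cells of at least 500 genes, at double the resolution, at 0.5 times the resolution, without active sample 1 and without active sample 3. Proliferating suprabasal-like cells were 4.99% ± 0.640 of epithelial-like cells in normal, against the paper's about 8% in Fig. 4D, read by eye, and were near it at 0.5 times the resolution and without normal sample 2. Trans1-like cells were 30.1% ± 3.90 of epithelial-like cells in active EoE, against the paper's about 46% in Fig. 4C, read by eye, and were near it with cells under 10% mitochondrial UMIs, without integration and without active sample 4. Trans1-like cells were 10.4% ± 1.10 of epithelial-like cells in normal, against the paper's about 17% in Fig. 4C, read by eye, and were near it with cells under 10% mitochondrial UMIs, with cells of at least 500 genes and without integration. Trans2-like cells were 29.4% ± 5.59 of epithelial-like cells in active EoE, against the paper's about 11% in Fig. 4C, read by eye, and were near it at double the resolution, at 0.5 times the resolution, with marker and reported genes kept among the features and without integration. Trans2-like cells were 17.3% ± 2.94 of epithelial-like cells in normal, against the paper's about 9% in Fig. 4C, read by eye, and were near it with cells of at least 500 genes, at double the resolution, at 0.5 times the resolution, with marker and reported genes kept among the features and without doublet removal. Trans2-like cells were 21.9% ± 2.68 of epithelial-like cells in remission, against the paper's about 8% in Fig. 4C, read by eye, and were near it with cells of at least 500 genes, at double the resolution, at 0.5 times the resolution and with marker and reported genes kept among the features. Without doublet removal no value was obtained for Proliferating suprabasal-like cells. The Trans1-like clusters had no gene that Supplemental Table 2 gives for Trans1 among their 10 leading genes, so their shares are set beside those of the paper's Trans1 cells by a rebuilt name only. The Trans2-like cluster of 4022 cells scored highest for Trans1 and took its name from the second class. It made up 15.7% in active EoE, 10.9% in remission and 5.02% in normal. Counted as Trans1-like, it would bring the Trans1-like and Trans2-like shares listed here closer to the paper's, so these differences also follow the naming rule.

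The paper names 6 keratins of differentiated cells that are lost in active EoE, and edgeR called 2 of them, KRT16 and KRT78, in Differentiated-like cells. The log2 fold changes and BH-adjusted p values that edgeR gave the others follow in parentheses. KRT17 (-0.95, adjusted p = 0.245) was called at double the resolution, with marker and reported genes kept among the features, without doublet removal and without integration. KRT19 (-1.26, adjusted p = 0.122), KRT80 (-0.46, adjusted p = 0.503) and KRT23 (0.13, adjusted p = 0.888) were called at double the resolution, with cells of at least 500 genes, with marker and reported genes kept among the features, without doublet removal and without integration. KRT23, higher in active EoE in this fit, was lower where it was called.

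The paper gives CAPN14 and CCL26 as raised throughout the epithelium of active EoE, and edgeR called CAPN14 in 2 and CCL26 in 3 of the 5 subpopulations. In the others the log2 fold changes and BH-adjusted p values from edgeR were as follows. For Quiescent-like cells, CAPN14 (5.52, adjusted p = 0.0604) was called by DESeq2 on 50 sums, by DESeq2 per subpopulation, without a filter on low counts, with only the 2 groups compared in the fit, without remission sample 1 and without remission sample 3. For Proliferating-like cells, CAPN14 (7.48, adjusted p = 0.101) was called by DESeq2 on 50 sums, by DESeq2 per subpopulation, without a filter on low counts, with only the 2 groups compared in the fit, with sums thinned to the smallest and without remission sample 1. CCL26 (7.53, adjusted p = 0.0691) was called by DESeq2 on 50 sums, by DESeq2 per subpopulation, without a filter on low counts, with sums thinned to the smallest, without active sample 1 and without remission sample 3. For Trans1-like cells, CAPN14 (6.31, adjusted p = 0.0560) was called by DESeq2 on 50 sums, by DESeq2 per subpopulation, with cells of at least 500 genes, with marker and reported genes kept among the features, without a filter on low counts, without doublet removal, without integration, with only the 2 groups compared in the fit, with sums thinned to the smallest, without remission sample 1 and without remission sample 3. CCL26 (7.79, adjusted p = 0.0737) was called by DESeq2 on 50 sums, by DESeq2 per subpopulation, at 0.5 times the resolution, with marker and reported genes kept among the features, with cells under 10% mitochondrial UMIs, without a filter on low counts, without doublet removal, without integration, with only the 2 groups compared in the fit, with sums thinned to the smallest, without remission sample 1 and without remission sample 3.

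5 genes that the paper gives as changed in remission, with no subpopulation stated in its text for BHLHE40 and ZNF430, were not called by edgeR in Differentiated-like cells, with these log2 fold changes and BH-adjusted p values. CAPN14 (2.40, adjusted p = 0.0771) was called by DESeq2 per subpopulation, without a filter on low counts and without remission sample 3. IFFO2 (2.81, adjusted p = 0.356) was called without a filter on low counts and without integration. XBP1 (1.40, adjusted p = 0.434) was called without integration. BHLHE40 (-2.07, adjusted p = 0.156) was called by DESeq2 on 50 sums, without a filter on low counts and without integration. ZNF430 (-1.51, adjusted p = 0.274) was called by DESeq2 on 50 sums and without integration.

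The paper also gives transcription factors, NOTCH pathway genes and risk genes as changed in differentiated cells of active EoE that edgeR did not call in Differentiated-like cells, with these log2 fold changes and BH-adjusted p values. RORA (-0.86, adjusted p = 0.111) was called at double the resolution, with cells of at least 500 genes, with marker and reported genes kept among the features, without doublet removal, without integration and without active sample 3. RXRA (-0.73, adjusted p = 0.184) and NCOA3 (-0.39, adjusted p = 0.455) were called at double the resolution, with cells of at least 500 genes, with marker and reported genes kept among the features, without doublet removal and without integration. NCOA2 (-0.14, adjusted p = 0.835) was called at double the resolution, with cells of at least 500 genes, with marker and reported genes kept among the features and without doublet removal. HIF1A (0.51, adjusted p = 0.459) was called under none of the alternatives. JAG1 (2.13, adjusted p = 0.0566) was called by DESeq2 on 50 sums, at double the resolution, with RLE factors, with cells of at least 500 genes, with marker and reported genes kept among the features, without doublet removal, without integration and without active sample 3. RBPJ (0.84, adjusted p = 0.487) was called at double the resolution, with marker and reported genes kept among the features and without integration. SPINK5 (-1.18, adjusted p = 0.113) was called by DESeq2 on 50 sums, at double the resolution, with cells of at least 500 genes, with marker and reported genes kept among the features, without doublet removal and without integration. STAT6 (1.55, adjusted p = 0.0773) was called by DESeq2 on 50 sums, at double the resolution, with cells of at least 500 genes, with marker and reported genes kept among the features, without doublet removal, without integration and without active sample 3. TGFBR1 (0.98, adjusted p = 0.304) was called with marker and reported genes kept among the features and without doublet removal. In Proliferating-like cells the same holds for 2 genes it gives as lower there. DLL1 (-1.48, adjusted p = 0.251) was called under none of the alternatives. NOTCH4 (-2.12, adjusted p = 0.0857) was called by DESeq2 on 50 sums and by DESeq2 per subpopulation.

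The paper ranks Trans2 cells as contributing least to the changes in active EoE. The fewest genes were called by edgeR in Proliferating-like cells, 15 against 48 in Trans2-like cells, and Trans2-like cells had the fewest at double the resolution (30 against 40) and without integration (17 against 28). It gives the increase of proliferating suprabasal cells in remission over normal as significant, and the two-sided exact permutation test gave p = 0.2, where 0.1 is the smallest that 3 against 2 samples allow. It gives nuclear receptor signaling genes as enriched among the changed transcription factors, and against all genes tested edgeR called 4 of 20 receptors and 1892 of 8297 other genes, with p = 1 in a two-sided Fisher's exact test. It gives Trans2 cells fewer detected genes than the less differentiated cells, which held here without thinning, while at 2000 UMIs per cell they had fewer than Proliferating-like and Trans1-like but not than Quiescent-like cells, with ratios to Quiescent-like cells of 1.04 ± 0.0226 (SD, n = 2 samples) in Trans2-like, 1.18 in Proliferating-like and 1.08 in Trans1-like cells. Of the 5 inhibitor genes it gives for Trans2 cells, CSTA, SERPINB3 and SERPINB4 were highest in other classes of normal and so were CSTB and PI3, although SERPINB3 and SERPINB4 had overlapping ranges in Trans1-like and Trans2-like cells. TSLP, which it gives as enriched in epithelial cells, was at 44.8 ± 44.6 CPM (SD, n = 8 samples) in fibroblast-like and 23.3 ± 11.0 CPM (n = 10) in epithelial-like cells, a difference within the spread between samples.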

Other observations

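The tests of shares with another denominator were chosen only after the shares had been seen, the test of Trans2-like clusters with few UMIs was added after that of the whole class, and the limit of 50% in the test of Trans1-like cells below replaced one of 5% after its value was known. The test of recovery was divided into induced and repressed genes after its values were seen, and its form with genes called without the normal sample measured was added after that, as were the further draws of the thinning.

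Genes of cornification were lower in active EoE than in normal in Quiescent-like, Proliferating-like and Trans1-like cells, where edgeR called 42, 11 and 18 genes lower. Free RNA from Differentiated-like cells, which are many in normal and few in active EoE, may give such a fall, and would then leave about as many UMIs of these genes in any other cell. In normal a Quiescent-like cell held a mean of 22.7 UMIs of its lower genes, against 4.25 in a lymphocyte-like and 8.24 in an endothelial-like cell. Over the 3 subpopulations and both other types the ratio lay between 2.75 and 10.9, where a ratio of several times in each pair was the sign set for another cause. The same genes also fell in the other types: from normal to active EoE their summed UMIs per cell went from 4.25 to 0.372 in lymphocyte-like and from 8.24 to 1.56 in endothelial-like cells, and from 22.7 to 3.61 in Quiescent-like cells, which is like the fall that free RNA gives. By the median gene the fall was smaller there, with a log2 fold change of -0.57 in lymphocyte-like and -0.75 in endothelial-like cells for the genes of Quiescent-like cells, where it was -3.07. For FAM25A and SPRR2D, the largest falls of Quiescent-like cells, it was of similar size. From normal to active EoE FAM25A went from 0.392 to 0.00308 UMIs per lymphocyte-like cell and from 1.28 to 0.0114 per Quiescent-like cell. SPRR2D went from 0.539 to 0.00445 and from 1.47 to 0.0102 in the same order. In Trans2-like cells, outside this test, the ratio was 5.28 against lymphocyte-like and 1.21 against endothelial-like cells. Free RNA and a change within the cells cannot be told apart, since the summed UMIs fell in the other types as well, the ratio was low against endothelial-like cells and a share of the fall from free RNA was not excluded in any pair. Mast-like cells were not used, because normal samples held fewer than 20 of them.

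Genes changed in Differentiated-like cells of active EoE may reflect Trans1-like cells counted in this class, which held few cells in active EoE. Of 1896 called genes, 103 (5.43%) lay over 1.5-fold beyond the Trans1-like level of the same sample in all 5 active samples, which no mixture gives, and the other called genes did not. Across 8317 genes the change correlated with the Trans1-like minus Differentiated-like difference in the normal sample not used for the change, with r = 0.648 and 0.622, and 94.5% of the called genes moved toward the Trans1-like level; genes are not independent replicates. In a second test the share of Trans1-like cells was worked out for each active sample from genes higher in Trans1-like and from genes higher in Differentiated-like cells of normal. A mixture gives the same share both ways, and the differences were -15.1, 3.47, -15.5, 13.6 and 31.2 points in active samples 1 to 5. At most 2 of 5 samples differed by over 10 points in 1 direction, where all 5 had been set as the sign of another cause. A mixture and a change within Differentiated-like cells, which the paper proposes, cannot be told apart for most of these genes, since a less mature Differentiated-like cell also lies between these levels.

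The recovery of differentiation genes in active EoE was measured on genes selected in the 2 normal samples, which may make any other sample look less complete. With genes ranked by their change in 1 normal sample alone, as many as in the selection on both, a mean of 3.94% (1.87 to 6.01%) of the induced genes lay in the lowest of 3 equal parts of the change in the other normal sample, against 42.3% (19.9 to 66.7%) in active samples. The number of genes still came from both normal samples, so genes were also taken from edgeR fits without the normal sample then measured, 2521 and 3144 induced genes, with 1.98% (0.357 to 3.59%) in the normal sample left out and 38.4% (13.7 to 65.5%) in active samples. Both forms argue against selection as the whole cause for the induced genes and leave the disease and other differences between samples open. Depth is among these differences, since Differentiated-like sums held at least 8319974 UMIs in normal and at most 1412272 in active EoE. Neither form matched it, and with thinned sums the share of induced genes in the lowest part in active EoE was far lower, as given above. For repressed genes the shares were 5.22% (2.39 to 8.04%) and 15.6% (7.43 to 22.2%) in the first form and 3.32% (1.32 to 5.33%) and 13.8% (5.24 to 20.5%) in the second. In both forms the normal sample then measured lay below all 5 active samples in each of the 2 selections. The ranges overlap only over both selections, which hold different genes. With 1 normal sample left to measure in a selection, the spread of normal is not known. For repressed genes selection and disease therefore cannot be told apart.

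Between Differentiated-like and Quiescent-like sums of active EoE 4593 genes were called by edgeR in a fit of these 10 sums alone, where the fit of all 20 sums called 2624 induced and 4755 repressed genes. Of 100 splits of these 10 sums into 5 and 5, drawn from 126, 1 called as many, the real one, and the others called at most 133. The classes were named from their expression, so the real split was bound to call the most genes in either status. No conclusion is drawn from it. In remission 7356 genes were called in a fit of its 6 sums alone, where the fit of all 20 sums called 3652 and 4662, and of the 10 possible splits 1, the real one, called as many and the others called 0, but so few splits cannot give a share under 0.05.

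More genes were called between active EoE and normal in Differentiated-like cells than in the other subpopulations. With all 50 sums thinned to 85218 UMIs, edgeR called 96 genes in Differentiated-like cells and 6, 2, 12 and 9 in Quiescent-like, Proliferating-like, Trans1-like and Trans2-like cells, which argues against depth as the cause of this order. In 20 further draws of the thinning the Differentiated-like number was 106 ± 13.4 (mean and SD over draws) and the largest of the 5 in each. A stronger response to the disease and the mixture described above stay open. The makeup of the merged class also differed. Differentiated-high-like cells were 27.1 of its 49.2% of epithelial-like cells in normal and 0.512 of its 2.60% in active EoE. Calls in the merged class can therefore also follow its makeup.

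The larger share of Proliferating-like cells in active EoE may come from the loss of Differentiated-like cells alone, since shares add up to 100%. With Differentiated-like cells left out of the denominator, Proliferating-like cells were 23.5% ± 4.64 in active EoE and 13.0% ± 1.08 in normal, with 5 of 5 active samples above both normal ones (two-sided exact permutation test, p = 0.0476). This argues against the loss of Differentiated-like cells as the whole cause. Of the 3 clusters named Trans1-like, those of 2618 and 1095 cells were 10.6% ± 1.13 and 5.05% ± 1.71 in active EoE and 6.43% ± 2.94 and 1.04% ± 1.08 in normal with this denominator, with 5 of 5 active samples above both normal ones for each (p = 0.0476, exact test), which argues against it for these 2 as well, out of 11 clusters compared. The cluster of 4535 cells was 15.3% ± 4.54 and 13.3% ± 2.20, with 3 of 5 active samples above both normal ones (p = 0.619, exact test). For that cluster the loss of Differentiated-like cells and a rise of its own cannot be told apart, since the difference lies within the spread between active samples. Trans2-like cells were 30.1% in active EoE and 34.4% in normal with this denominator (p = 0.524, exact test), so their rise over all epithelial-like cells did not hold, and Quiescent-like cells were 10.8% and 28.7% (p = 0.0476, exact test). These shares still add up to 100%, so a rise of 1 class and a fall of another among them stay open.

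Mast-like cells had a larger share of all cells in active EoE than in normal, which a loss of epithelial-like cells alone, since shares add up to 100%, could also give. Among non-epithelial-like cells they were 28.7% ± 9.65 in active EoE and 3.21% ± 2.93 in normal, with 5 of 5 active samples above both normal ones (two-sided exact permutation test, p = 0.0476), which argues against it. Lymphocyte-like cells were 46.9% and 61.6% with this denominator (p = 0.238, exact test) and endothelial-like cells 12.1% and 18.2% (p = 0.0476, exact test). How biopsy and dissociation act on each type was not tested and stays open beside the disease.

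Of the 3 Trans2-like clusters those of 2943 and 1007 cells had few UMIs, with medians of 1000 and 1936 per cell. Each may be droplets with little RNA, such as broken cells or free RNA, rather than a population of its own. The summed profile of the whole class was the closest of the 5 to that of barcodes under the minimum of detected genes in 2 of 10 samples. Most of that sum comes from the other cluster, of 4022 cells with a median of 13078.5 UMIs, so it does not bear on the clusters with few UMIs. Their own summed profile was the closest of 6 in 4 of 10 samples, where 8 had been set as the sign of such droplets, and Trans1-like or Differentiated-like cells were closest in the rest. The correlations lay close together, at 0.824 for these clusters and 0.819 for Trans1-like cells of active sample 2. Such droplets and a population with little RNA cannot be told apart here, since broken cells of 1 kind can keep the profile of that kind.

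EPHB6, singled out after its values were seen, was called in opposite directions in 2 subpopulations, which the paper does not report. In Quiescent-like cells it was at 39.2 ± 12.5 CPM in normal (SD, n = 2) and 13.6 ± 1.85 CPM in active EoE (n = 5), a log2 fold change of -1.52 (SE 0.29, BH-adjusted p = 0.0377 in edgeR), with 5 of 5 active samples below both normal ones. In Differentiated-like cells it was at 0.125 and 2.38 CPM, a log2 fold change of 3.52 (SE 1.02, BH-adjusted p = 0.0233 in edgeR), and not every active sample lay above both normal ones. The difference between the subpopulations was not tested, and neither technical nor biological explanations were.

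The epithelial-like cluster without a name held 4.51% ± 0.921 of epithelial-like cells in active EoE, 3.76% ± 1.12 in remission and 1.58% ± 0.162 in normal, with 5 of 5 active samples above both normal ones (two-sided exact permutation test, p = 0.0476, active against normal). Without Differentiated-like cells in the denominator it held 4.66% ± 1.09 in active EoE and 3.13% ± 0.603 in normal. There 5 of 5 active samples lay above both normal ones, but p was 0.143 in the exact test. The loss of Differentiated-like cells as the whole cause therefore stays open, and no other explanation was tested.

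Interferon-response genes were examined as a list of 32 fixed by symbol. IFI27 and IFITM3 of this list were also among the markers used to name classes. In active EoE their median log2 fold change against normal was 1.36, 1.12, 1.74, 1.54 and 2.57 in Quiescent-like, Proliferating-like, Trans1-like, Trans2-like and Differentiated-like cells, with 30 of 31, 32 of 32, 31 of 32, 30 of 31 and 24 of 27 tested genes higher. Adjusted over all genes tested, edgeR called 12 higher in Differentiated-like cells and none in the other subpopulations, where 19, 18, 23 and 16 had an unadjusted p under 0.05 and DESeq2 per subpopulation called 9, 6, 12 and 7. Adjusted over the list alone, 18, 10, 23, 14 and 16 passed as higher, and 1 as lower in Differentiated-like cells. In Differentiated-like cells edgeR called 1 without normal sample 1 and 3 without normal sample 2. IFI44L had no UMI in Trans2-like cells of normal, and with it at its bound the Trans2-like median was 1.53. The camera test gave BH-adjusted p values between 2.90e-20 and 4.97e-05 over the family of 140, and fry between 0.0338 and 0.0891, under 0.05 in Trans1-like cells alone. In remission the medians were 0.77, 0.81, 1.33, 0.79 and 2.43, with camera at no more than 1.68e-09 and fry at no less than 0.0891, in a comparison that shares the 2 normal samples and so is not independent of the one above. The medians were above 0 under each alternative run, RLE factors included. Neither technical nor biological explanations of this rise were tested.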
